# Early Radial Extracorporeal Shockwave Stimulation on Proximal Tibial Circular Osteotomy Site Enhanced Heterotopic Skin Wound Healing via Small Extracellular Vesicles

**DOI:** 10.1002/advs.202517257

**Published:** 2026-01-08

**Authors:** Xiaoping Xie, Songqi Bi, Bang Su, Rongqi Zhou, Xudong Li, Zhixing Yan, Xiaoyang Zhou, Fanxu Wang, Tiecheng Yu

**Keywords:** macrophage polarization, shockwave, small extracellular vesicles, thrombospondin 1, wound healing

## Abstract

Wound healing represents a complex biological process necessitating innovative therapeutic approaches, particularly for chronic wounds such as diabetic foot ulcers (DFUs). Inspired by the regenerative effects of tibial bone transport for DFUs, we explored whether radial extracorporeal shockwave therapy (rESWT) at the tibial annular osteotomy site (TOE) could enhance wound healing in rats. We found that TOE accelerated dorsal foot wound healing via small extracellular vesicles (sEV). This sEVs showed strong regenerative effects and modulated macrophage polarizations in vitro and in vivo. Single‐cell sequencing revealed mesenchymal stem cells as the likely sEV source, with rESWT triggering sEV release through ATP/P2X7R/p38MAPK pathway. Proteomic analysis identified five differentially expressed proteins in sEVs, with Thrombospondin 1 (Thbs1)‐enhanced sEVs enhancing wound healing by promoting IL4‐induced M2 macrophage polarization. This innovative approach represents a promising alternative strategy for wound management, with potential for future DFU treatment.

**Abbreviations**
BMDMs: bone marrow‐derived macrophages
BMSCs: bone marrow‐derived mesenchymal stem cells
BT: bone transport
Cdc42: cell division cycle 42
Col1: Collagen I
Col3: Collagen III
DFUs: diabetic foot ulcers
ESWT: extracorporeal shockwave therapy
GO: Gene Ontology
Hspd1: Heat shock protein family D (Hsp60) member 1
ILK: Integrin‐linked kinase
KEGG: Kyoto Encyclopedia of Genes and Genomes) pathway
KOG: Clusters of Orthologous Groups
Lcp1: Lymphocyte cytosolic protein 1
MS: mass spectrometry
MSCs: mesenchymal cell
rESWT: radial extracorporeal shockwave treatment
scRNA‐seq: single‐cell RNA sequencing
sEV^OE‐Thbs1^
: Thbs1‐overexpresing engineered sEVs
sEV^OE‐Vector^
: Vector‐engineered sEVs
sEVs: small extracellular vesicles
Shockwave‐untreated control sEV: (BMSC‐sEVs)
SW: shockwave
SW‐BMSC‐sEVs: shock wave‐treated‐BMSC‐derived sEV
Thbs1: Thrombospondin‐1
TO: tibial osteotomy
TOE: tibial osteotomy site subjected to extracorporeal shockwave stimulation
TTT: tibial transverse transport
VEGFA: vascular endothelial growth factor A

## 1 Introduction

Skin wounds, whether acute or chronic, exhibit diverse etiologies, resulting from external injuries such as trauma, burns, or pressure, as well as internal pathological factors like metabolic disorders or vascular lesions. Large‐area and chronic wounds posed significant clinical challenges due to their susceptibility to infections, impaired healing, and persistent inflammatory responses. The increasing prevalence of diabetes, obesity, and aging populations has further exacerbated the socioeconomic burden of these wounds [1, 2, 3]. Chronic and extensive skin wounds not only compromise the functional and structural integrity of the skin but, if inadequately managed, can lead to limb disability, severe pain, or even mortality. For instance, the mortality rate of chronic diabetic foot ulcers (DFUs) could reach 30.5%, comparable to the 5‐year mortality rate of certain cancers (31%) [4].

Current clinical strategies for wound management generally encompassed surgical debridement, graft transplantation, wound dressings, and physical therapies such as hyperbaric oxygen therapy. However, these approaches are often limited by prolonged healing times, high costs, risks of immune rejection, and susceptibility to infections, which hindered their broad clinical application [5, 6]. The wound repair process involved multiple complex physiological mechanisms, and adverse factors such as chronic inflammation, bacterial infections, and vascular dysfunction could significantly impede recovery, profoundly impacting patients' quality of life. Consequently, there is an urgent need for innovative and effective therapeutic strategies to enhance wound healing, particularly for chronic wounds.

To address these challenges, mechanically driven interventions have demonstrated significant potential in promoting tissue repair. The Ilizarov bone transport (BT) technique, originally developed to manage complex orthopedic disorders, leveraged the tension‐stress principle to stimulate and amplify the regenerative capacity of living tissues, thereby simultaneously promoting the growth and repair of bone, muscle, fascia, vasculature, and nerves [7]. Extensive clinical and preclinical studies had revealed that BT not only enhanced osseous regeneration but also significantly improved the repair of adjacent and even distant soft tissues [8]. A notable derivative, the tibial transverse transport (TTT) technique, has emerged as a highly effective approach for managing DFUs [9, 10], with limb salvage rates up to 90% and one‐year recurrence rates less than 10% in severe cases [11]. A recent large‐scale multicenter cohort study involving 1175 DFU patients further supported TTT as an effective intervention for refractory DFUs [12]. Despite its efficacy, TTT was associated with risks, including fractures, pin‐site infections, and other complications [13]. Consequently, less invasive methods to induce localized tensile stress in bone flaps have emerged as a promising alternative strategy.

Extracorporeal shockwave therapy (ESWT), which employed rapid, short‐duration acoustic waves capable of delivering mechanical energy to biological tissues, represented a unique form of non‐invasive mechanobiological intervention. ESWT promoted tissue repair through mechanotransduction pathways, demonstrating therapeutic benefits in tissue regeneration, wound healing, angiogenesis, bone remodeling, and inflammation modulation [14, 15]. Clinically, low‐intensity ESWT has been shown to be effective in enhancing chronic wound healing, particularly in DFUs and venous ulcers [14, 15], and improving flap survival in acute and chronic soft tissue wounds [16, 17, 18]. In DFUs, emerging evidence indicated that ESWT‐treated patients experienced significantly shorter healing times compared to those receiving standard care [19], a finding supported by preclinical studies demonstrating accelerated wound healing in diabetic animal models [20, 21, 22]. These therapeutic mechanisms appeared multifactorial, involving pro‐angiogenic effects that enhanced perfusion and cellular proliferation [23], suppression of pro‐inflammatory mediators [24], and potential modulation of macrophage behavior to initiate healing [25]. However, its clinical application for plantar ulcers, particularly those with irregular topography in digital regions, is hindered by technical limitations arising from the physical constraints of conventional transducer sizes.

Shockwaves (SW), as transient high‐energy mechanical stimuli, could elicit tensile stress effects at the cellular level [26, 27, 28]. The substantial acoustic impedance difference between osseous and soft tissues led to preferential energy absorption by bone [29], enhancing the biomechanical impact. Inspired by the biomechanical principles of TTT, we proposed replacing TTT's chronic distraction with rapid shockwave stimulation of a tibial osteotomy bone flap to enhance the healing of remote wounds through mechanobiological signaling pathways. In this study, we investigated whether shockwave stimulation of the tibial osteotomy site (TOE) could promote the healing of dorsal foot wounds, and explored whether this process was mediated by the generation of specific small extracellular vesicles (sEVs) that drove wound repair processes. By elucidating the underlying mechanisms, this study offers a novel and clinically viable alternative strategy for wound management.

## 2 Methods

### 2.1 Animals

All animal experimental procedures were approved by the Ethical Committee of the First Hospital of Jilin University (Approval No. JDYY20250651). Male Sprague‐Dawley (SD) rats, aged 6–8 weeks (180–220 g) or 3–4 weeks (100–150 g) were procured from the Jilin Qianhe Model Biotechnology Co., Ltd. (Changchun, China) and were housed under specific pathogen‐free (SPF) conditions. All surgical procedures were conducted under isoflurane (RWD, China) anesthesia delivered in air at a flow rate of 1.0 L/min. Anesthetic depth was monitored by the absence of pedal reflex and stable respiratory rate.

### 2.2 Cell Culture

Bone marrow‐derived mesenchymal stem cells (BMSCs) were isolated from the bone marrow of 3‐week‐old SD rats following previous established protocols [30] and were cultured in DMEM/F12 medium (Gibco, New York, USA) supplemented with 10% exosome‐free fetal bovine serum (FBS; Cellbox, Changsha, China) and 1% penicillin‐streptomycin (P/S, 10 000 U/mL‐10 000 µg/mL, Gibco). Human umbilical vein endothelial cells (HUVEC‐C, Cat#GNHu23, RRID: CVCL_2959), immortalized human keratinocytes cells (HaCaT, Cat# SCSP‐5091, CVCL_0038), and HEK 293T cells (Cat#SCSP‐502, RRID:CVCL_0063) were purchased from the Cell Bank of the Committee on Type Culture Collection, Chinese Academy of Sciences (Shanghai, China) and were maintained in DMEM (Gibco) supplemented with 10% exosome‐free FBS. Human skin fibroblasts (HSFs, Cat#CC‐Y1274, RRID: CVCL_6886) and MC3T3E1 osteoblast cells (Cat#CC‐Y2134, RRID:CVCL_0409) were purchased from the Ek‐Bioscience (Shanghai, China) and HSFs were cultured in DMEM/F12 containing 20% exosome‐free FBS. Bone marrow‐derived macrophages (BMDMs) were isolated by flushing bone marrow from rat femurs and tibias, followed by differentiation in RPMI‐1640 medium (Gibco) supplemented with 10% FBS and 30% L929 cell‐conditioned medium (as a source of macrophage colony‐stimulating factor, M‐CSF) for 7 days. The culture medium was refreshed every 2 days to obtain mature macrophages. All cell cultures exhibited robust growth throughout the cultivation process, with clear culture media and no signs of contamination. Mycoplasma was not detected via PCR analysis of the supernatant. No experiments involving pathogens were conducted in the cell culture facility, and all procedures were performed aseptically with strict measures to prevent cross‐contamination.

### 2.3 In Vitro rESWT for Cultured Cells

To investigate the optimal parameters for radial extracorporeal shockwave treatment (rESWT), BMSCs were isolated to assess the effects of rESWT on cellular viability. Cells from passages 3 to 6 (P3–P6) were used for all experiments. Following enzymatic dissociation, cells were quantified and resuspended in complete DMEM/F12 medium (supplemented with 10% FBS and 1% P/S) at a density of 5 × 10^4^ cells/mL. Aliquots of 1 mL cell suspension were dispensed into sterile 1.5 mL microcentrifuge tubes for shockwave treatment. A radial shockwave generator (CTLNHA, Q80, Shenzhen, China) equipped with a 10 mm focal zone transducer was used to deliver shockwaves at a fixed frequency of 5 Hz. Treatment parameters were systematically varied, with four pressure levels (1, 2, 3, and 4 bar) in combination with four impulse counts (300, 600, 900, and 1200 impulses) being tested [38]. The transducer was coupled to the tube using sterile ultrasound gel. Control samples underwent identical handling without shockwave exposure. All treatments were performed at room temperature.

To elucidate the mechanism underlying shockwave‐induced secretion of sEVs by BMSCs, apyrase (15 U/mL, MCE, USA) was introduced to BMSC cultures prior to shockwave stimulation, while BzATP (a P2X7 receptor agonist, 1 µM, Solarbio, Beijing, China), A‐740003 (a P2X7R inhibitor, 50 nM, Selleck, USA), and SB 203580 (a p38MAPK inhibitor, 10 µM, Selleck) were added 2 h post‐stimulation to assess their roles in the signaling pathway.

### 2.4 Surgical Protocol for Bone Chip via Circular Osteotomy

Male SD rats, aged 6–8 weeks and weighing 200 ± 20 g, were used for all experiments. Under isoflurane anesthesia, the proximal tibia was exposed through a 1.5 cm longitudinal anterior incision. A 3 mm diameter trephine drill was utilized to create a cortical bone defect, centered 3–5 mm distal to the medial tibial plateau. Continuous saline irrigation was applied during drilling to minimize thermal injury. Drilling was ceased after penetrating approximately 2 mm beyond the cortical layer. The cortical bone segment was then carefully mobilized using a 0.8 mm Kirschner wire to form a circular bone chip (3 mm in diameter). The surgical incision was closed in layers using interrupted sutures.

### 2.5 Rat Wound Models

Following preparation of the proximal tibial bone flap, a 4 mm full‐thickness skin defect was surgically created on the dorsal aspect of the hindpaw using a sharp circular dermatome. The wound was subsequently dressed with sterile gauze. Macroscopic evaluation of the skin defects (*n* = 6 per group) was conducted via digital photography on days 1, 3, 5, 7, 10, and 12 post‐injury. Wound boundaries were delineated, and wound areas were quantified using the ImageJ software (National Institutes of Health, USA). Relative wound closure was calculated by normalizing the measured wound areas to baseline values (day 1).

### 2.6 rESWT Transcutaneously on Cortical Bone Chips and GW4869 Administration

Under brief isoflurane anesthesia, rESWT (3 bar, 300 impulses, 5 Hz) were applied transcutaneously to the osteotomy site on days 2 and 4 post‐injury using a 10 mm focal zone transducer. GW4869 (Selleck), an exosome secretion inhibitor, was initially prepared as a stock solution at 8 mg/mL in dimethyl sulfoxide (DMSO). For intravenous administration, the stock solution was diluted in 0.9% normal saline to yield a working solution of 0.3 mg/mL, corresponding to a dose of 2.5 mg/kg body weight. Control animals received 0.9% normal saline containing 3.75% DMSO (v/v) as the vehicle.

### 2.7 sEV Isolation

On day 5 post‐injury, whole blood (8 mL) was collected via cardiac puncture into EDTA‐coated tubes and was stored briefly at 4°C. Samples were centrifuged at 1500 × g for 10 min at 4°C, and the supernatant plasma was carefully aspirated and transferred to fresh tubes. The plasma was further centrifuged at 2000 × g for 10 min at 4°C, then was aliquoted into centrifuge tubes and stored at −80°C for long‐term preservation until subsequent analysis. For sEV isolation, plasma samples and cell culture supernatant were processed as follows: Plasma was diluted 1:1 with sterile phosphate‐buffered saline (PBS), while cell culture supernatant was collected from cells grown in exosome‐depleted FBS medium. Both sample types were then centrifuged at 2000 × g for 30 min at 4°C to remove cellular debris, and the supernatants were transferred to ultracentrifuge tubes. The supernatants underwent sequential ultracentrifugation: that were centrifuged at 10 000 × g for 30 min at 4°C to remove large extracellular vesicles, followed by centrifugation at120 000 × g for 2 h at 4°C to pellet the sEV fraction. The sEV pellets were resuspended in 1 mL PBS, combined if necessary, and were centrifuged again at 120 000 × g for 1 h at 4°C for washing. Finally, purified sEVs were resuspended in 200 µL PBS and stored at −80°C.

### 2.8 sEV Characterization

For morphological characterization, 10 µL of the sEV suspension was applied to a copper grid and was incubated for 1 min at room temperature to allow adsorption. Negative staining was performed by applying 10 µL of 20 mM phosphotungstic acid (pH 7.0, Solarbio) to the sample side for 1 min. The grids were air‐dried and were examined using a transmission electron microscope (TEM, Hitachi HT‐7800, Japan) operated at 80 kV.

The size distribution and particle concentration of sEVs were analyzed using a NanoSight NS300 system (Malvern Panalytical, UK). sEV samples were diluted in sterile PBS to an optimal concentration (2–8 × 10^8^ particles/mL) and were loaded into the chamber. Five 60 s videos were recorded for each sample under standardized settings. Data were processed using NTA 3.4 software to determine particle size distribution and concentration.

For sEV‐specific protein markers, positive (CD63, CD9, TSG101) and negative (Calnexin) markers (Proteintech, Wuhan, China) were detected via Western blot. sEVs were lysed in RIPA buffer with protease inhibitors, and protein concentrations were measured using a BCA assay (Beyotime, Shanghai, China).

### 2.9 Fluorescent Labeling of sEVs

sEVs were fluorescently labeled using either the PKH26 Kit or DiI kit (Solarbio, Beijing) with slight modifications to the manufacturers’ protocols. For PKH26 labeling, sEVs (100 µg/mL in PBS) were suspended in 0.5 mL Diluent C and were incubated with 2 µL PKH26 dye for 4 min at room temperature. For DiI labeling, sEVs (100 µg/mL in PBS) were suspended in 0.5 mL sterile PBS and were incubated with 2 µL DiI (1 mM stock in DMSO) for 10 min at 37°C. Both labeling reactions were quenched by adding 2 mL of 1% bovine serum albumin (BSA) in PBS. To remove unincorporated dye, labeled sEVs were purified by ultracentrifugation at 120 000 × g for 70 min at 4°C. The purified, labeled sEVs were resuspended in sterile PBS for subsequent experiments.

### 2.10 Cellular Uptake Assay

For cellular uptake studies, recipient cells were incubated with PKH26‐labeled sEVs for 12 or 24 h at 37°C in a 5% CO_2_ atmosphere. Post‐incubation, cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X‐100, and stained with phalloidin (1:200, Beyotime, Shanghai,China) to visualize F‐actin and DAPI (1 µg/mL, Solarbio, Beijing) for nuclear counterstaining. Internalization of sEVs was evaluated using confocal laser scanning microscopy (Nikon AXR, Japan).

### 2.11 Histological Staining

Regenerative skin tissues from rats were harvested on days 5 and 12 post‐injury. Tissues were fixed in 4% paraformaldehyde for 48 h, dehydrated, embedded in paraffin, and sectioned into 4 µm slices. Hematoxylin and eosin (H&E) staining and Masson's staining were performed on the tissue sections according to the manufacturers’ protocols (Solarbio, Beijing). The stained slides were imaged using a VS200 Whole‐Slide Scanning System (Olympus, Tokyo, Japan).

### 2.12 Immunofluorescence Staining and Immunohistochemistry

Paraffin‐embedded tissue sections (4 µm) from regenerative skin tissue were deparaffinized, rehydrated, and subjected to antigen retrieval in Tris‐EDTA buffer (pH 9.0) at 95°C for 20 min. After cooling to room temperature, sections were incubated with a peroxidase blocking solution for 10 min, permeabilized with 0.1% Triton X‐100 in PBS for 10 min, and then blocked with 5% BSA in PBS for 1 h at room temperature. Primary antibodies (Col1, Col3, 1:1000; CD31,1:5000, Proteintech. CD68, iNOS, Arg1, 1:200, Servicebio, Wuhan, China) were applied and incubated overnight at 4°C. Subsequently, for immunofluorescence, sections were incubated with fluorophore‐conjugated secondary antibodies (1:1000, Proteintech) for 1 h, nuclei were counterstained with DAPI for 5 min. For immunohistochemistry, sections were incubated with HRP‐conjugated secondary antibodies (1:500, Proteintech) for 1 h, followed by detection with a DAB substrate for 1–5 min. The stained slides were imaged using a VS200 Whole‐Slide Scanning System (Olympus). Three independent experiments were conducted.

### 2.13 Immunofluorescence Staining of Cells

Cells were fixed with 4% paraformaldehyde for 10 min, permeabilized with 0.1% Triton X‐100 for 10 min, and blocked with 5% BSA in PBS for 1 h. Primary antibodies (CD68, iNOS, Arg1, 1:200, Servicebio) were applied and incubated overnight at 4°C. Subsequently, samples were incubated with fluorophore‐conjugated secondary antibodies (1:1000, Proteintech) for 1 h at room temperature. Nuclei were counterstained with DAPI for 5 min. Fluorescence images were acquired using confocal laser scanning microscopy (Nikon). Three independent experiments were conducted.

### 2.14 Western Blot

Tissues and cells were lysed in RIPA buffer supplemented with protease and phosphatase inhibitors, and protein concentrations were measured using a BCA assay (Beyotime). Proteins (10–20 µg) were separated on 10% SDS‐polyacrylamide gels (Coolaber, China) and were transferred to PVDF membranes (Millipore, Merck, Germany). Membranes were blocked with 5%BSA in TBST for 1 h at room temperature, followed by incubation with primary antibodies (iNOS, Arg1, VEGFA, Col1a1, Thbs1, Lcp1, ILK, HSPD1, Cdc42, GAPDH, β‐actin, α‐Tubulin all 1:1000, Proteintech; Col3a1,1:1000; P38MAPK, p‐P38MAPK, PI3K, p‐PI3K, Akt, p‐Akt, P2X7R, all 1:1000, CST; CD206, 1:1000, HuaBio; Flag, 1:1000, aBclonal) overnight at 4°C. After washing with TBST, membranes were incubated with HRP‐conjugated secondary antibodies (1:10 000, Proteintech) for 1 h at room temperature. Bands were visualized using ECL substrate and imaged with a chemiluminescence detection system. Band intensities were quantified using ImageJ software.

### 2.15 Cell Migration

Cell migration was assessed using 8 µm pore Transwell inserts in a 12‐well format (Corning, USA). HUVECs and HSFs (5 × 10^4^ cells/insert) were seeded in medium containing 2% exosome‐free serum in the upper chamber, while the lower chamber contained complete medium with sEVs (80 µg/mL). After a 24‐h incubation at 37°C in a 5% CO_2_ atmosphere, migrated cells on the lower surface of the membrane were fixed with 4% paraformaldehyde for 10 min, stained with 0.1% crystal violet, and quantified by counting cells in three randomly selected fields per insert under an optical microscope.

### 2.16 Wound Healing Assay In Vitro

HUVECs and HaCaTs were seeded in 6‐well plates and cultured until reaching 90%–100% confluency. A linear scratch wound was generated using a 1 mL pipette tip, and the cells were then incubated in medium containing 2% exosome‐free serum supplemented with sEVs at concentrations of 80 µg/mL. After 12 and 24 h of incubation at 37°C, wound closure was observed under an optical microscope, and quantitative analysis was performed by measuring the wound area in each well.

### 2.17 Tube Formation

Tube formation was assessed using HUVECs seeded on Matrigel (Corning, USA)‐coated 15‐well plates (ibidi, Germany). HUVECs (2 × 10^4^ cells/well) were resuspended in medium containing 10% exosome‐free FBS supplemented with sEVs at concentrations of 80 µg/mL. Cells were incubated at 37°C in a 5% CO_2_ atmosphere for 6 h. Tube‐like structures were observed under an optical microscope, and were analyzed using ImageJ software to quantify the number of tubes.

### 2.18 CCK8

Cell viability was assessed using a Cell Counting Kit‐8 (CCK‐8, Coolaber, China) assay. HUVECs (5 × 10^3^ cells/well) were seeded in 96‐well plates in medium containing 10% exosome‐free FBS supplemented with sEVs at concentrations of 40 and 80 µg/mL. After 24 and 48 h of incubation at 37°C in a 5% CO_2_ atmosphere, 10 µL of CCK‐8 reagent was added to each well, and cells were incubated for an additional 1 h. Absorbance was measured at 450 nm using a microplate reader. Cell viability was calculated relative to the control group.

### 2.19 LC‐MS/MS Analysis of sEVs

Proteomic analysis of the TO‐sEV and TOE‐sEV groups (*n* = 3) was performed by Sangon Biotech (Shanghai, China), encompassing sample quality control, preprocessing, mass spectrometry (MS), and reporting. In brief, proteins were extracted from samples using lysis buffer (8 m urea, 1 mm PMSF, 2 mm EDTA), followed by sonication on ice for 5 min and centrifugation at 15 000 × g for 10 min at 4°C. Protein concentrations were quantified using a BCA assay (Beyotime). For digestion, 100 µg of protein was reduced with 5 mm DTT at 37°C for 45 min, was alkylated with 11 mm iodoacetamide at room temperature for 15 min, and was digested overnight with trypsin (Promega, V5280) in 25 mm NH_4_HCO_3_ at 37°C. The resulting peptides were desalted using C18 columns (Millipore, Billerica, MA) and were quantified with the Pierce Quantitative Peptide Assay (Thermo Fisher Scientific).

Peptides were separated on a NanoElute UHPLC system (IonOpticks, Australia, C18 column, 15 cm × 75 µm, 1.6 µm) using a 20‐min gradient (5–95% B; 0.1% formic acid in acetonitrile) at a flow rate of 500 nL/min. Mass spectrometry was performed using a timsTOF Pro2 (Bruker Daltonics) in ddaPASEF and diaPASEF modes. For ddaPASEF, parameters included a 100–1700 m/z scan range, 0.85–1.3 Vs/cm^2^ ion mobility range, 100 ms accumulation time, 1500 V capillary voltage, and collision energy ramping from 27–45 eV with a 0.53 s cycle time and 4 MS/MS scans. For diaPASEF, 48 windows (400–1200 m/z, 12 Th width) were used with a 1.17 s cycle time, maintaining 3 L/min dry gas at 180°C.

DIA data were processed using DIA‐NN (v1.8.1) in library‐free mode with a Uniprot Rat proteome database (47,930 entries), enabling match‐between‐runs and deep learning‐based spectral prediction, with identifications being filtered at a 1% FDR at both precursor and protein levels.

### 2.20 Polarization Induction of BMDMs

Primary BMDM were cultured in DMEM supplemented with 10% FBS, 1% P/S, and 30% L929 fibroblasts‐conditioned medium at 37°C in a 5% CO_2_ atmosphere for 7 days. Macrophages were then harvested and seeded in 12‐well or 6‐well plates. Cells were treated with sEVs for 2 h before exposure to lipopolysaccharide (LPS, 100 ng/mL, Solarbio) or recombinant mouse IL‐4 (20 ng/mL, PeproTech Inc.) for 24 h in DMEM supplemented with 10% exosome‐free FBS, 1% P/S, and 30% L929‐conditioned medium.

### 2.21 Flow Cytometry

Flow cytometry was performed to evaluate the effect of sEVs on lipopolysaccharide (LPS, 100 ng/mL, Solarbio)‐induced M1 and recombinant mouse IL‐4 (20 ng/mL, PeproTech Inc., USA)‐induced M2 polarization of BMDMs. Briefly, BMDMs (1 × 10^6^ cells/mL) were seeded in 6‐well plates and treated with LPS or IL‐4 in medium containing 10% exosome‐free FBS, with or without sEVs (80 µg/mL), for 24 h at 37°C in a 5% CO_2_ atmosphere. Cells were then harvested, washed, and stained with fluorescently labeled antibodies against macrophages (FITC‐CD68, PE‐CD11b, 1:200, BioLegend, USA), and M1 markers (APC‐CD86, 1:200, BioLegend, USA) for 30 min at 4°C in the dark. For CD163 (M2 markers), cells were incubated with unconjugated anti‐CD163 primary antibody (1:200, Abcam, USA) for 30 min at 4°C, washed, and then incubated with Alexa Fluor647‐conjugated secondary antibody (1:500) for 30 min at 4°C in the dark. After final washing with PBS, cells were analyzed using BD FACSymphony A5(BD, USA), with data from 10 000–20 000 events per sample being processed using FlowJo software (v10.8.1) to quantify M1 and M2 populations.

### 2.22 CellTiter‐Lumi Plus Luminescent Assay for Extracellular ATP Concentration in BMSCs

Extracellular ATP concentrations from BMSCs were measured using the CellTiter‐Lumi Plus Luminescent Assay (Beyotime). After enzymatic dissociation, BMSCs (1 × 10^4^ cells/well) were transferred to the Eppendorf tubes and subjected to rESWT stimulation under inverted conditions. The cells were then centrifuged, and the supernatant was immediately collected. Subsequently, 100 µL of each supernatant was transferred to a white opaque 96‐well plate. An equal volume of CellTiter‐Lumi Plus reagent was added to each well, and the plate was incubated at room temperature in the dark for 10 min. Luminescence intensity was measured using a microplate reader, and ATP concentrations were calculated based on a standard curve.

### 2.23 Plasmid Construction and Transfection

The PCMV‐N‐Flag plasmid was linearized using *Bgl II* restriction enzyme (Takara, Japan). cDNAs for Lcp1, Thbs1, Cdc42, ILK, and Hspd1 (Miaoling Biology, Wuhan,China) were amplified by PCR using high‐fidelity DNA polymerase (Takara) and gene‐specific primers with homologous sequences for seamless cloning: Lcp1 (F: 5'‐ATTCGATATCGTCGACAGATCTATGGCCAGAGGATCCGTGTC‐3', R: 5'‐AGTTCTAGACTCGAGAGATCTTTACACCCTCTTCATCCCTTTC‐3'), Thbs1 (F: 5'‐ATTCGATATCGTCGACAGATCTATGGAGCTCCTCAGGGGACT‐3', R: 5'‐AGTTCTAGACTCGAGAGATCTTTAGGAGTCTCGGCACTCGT‐3'), Cdc42 (F: 5'‐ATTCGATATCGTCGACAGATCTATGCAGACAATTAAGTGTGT‐3', R: 5'‐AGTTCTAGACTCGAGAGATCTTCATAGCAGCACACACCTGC‐3'), ILK (F: 5'‐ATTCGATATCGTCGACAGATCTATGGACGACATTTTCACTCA‐3', R: 5'‐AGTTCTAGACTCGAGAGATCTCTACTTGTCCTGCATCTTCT‐3'), Hspd1 (F: 5'‐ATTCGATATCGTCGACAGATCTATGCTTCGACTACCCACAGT‐3', R: 5'‐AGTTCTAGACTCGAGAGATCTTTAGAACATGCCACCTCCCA‐3'). PCR conditions were 98°C for 30 s, 30 cycles of 98°C for 10 s, 60°C for 20 s, 72°C for 30 s/kb, and 72°C for 5 min. Purified PCR products and linearized plasmid were assembled using a seamless cloning kit (In‐Fusion, Beyotime) at 50°C for 15 min, transformed into DH5α *E. coli* (AlpalifeBio, Guangdong, China), and selected on LB agar with 0.1% ampicillin (100 mg/mL, MCE, USA). Recombinant plasmids were verified by restriction digestion and Sanger sequencing. For plasmid transfection in 293T cells, different doses (0, 1, 6, 12, 24 µg) of plasmid DNA were complexed with PEI (1:1.5 ratio, MCE, USA) and transfected into cells at 70–80% confluency, followed by analysis at 24 and 48 h post‐transfection.

### 2.24 Single‐Cell RNA Sequencing Analysis

Single‐cell sequencing (scRNA‐seq) was primarily performed by OE Biotech (Shanghai, China)., encompassing sample lysis, quality control, sequencing, and data analysis. In brief, single‐cell suspensions were prepared from fresh tissue samples, followed by library construction using the 10x Genomics Chromium platform. After quality control (QC) filtering, high‐quality cells were clustered via Seurat (v4.0) with PCA and UMAP dimensionality reduction. Differential gene expression analysis was performed (|log2FC| > 0.25, adjusted *p* < 0.05), and cell types were annotated using marker genes from reference databases. All analyses were conducted in R (v4.1.0).

### 2.25 Statistical Analysis

All data were analyzed using SPSS (version 25.0, IBM, USA). Results were presented as mean ± standard deviation from at least three independent experiments (*n* = 3). Normality of data distribution was assessed using the Shapiro‐Wilk test, and homogeneity of variances was tested using Levene's test. For comparisons between two groups, an unpaired Student's t‐test was used for normally distributed data with equal variances. For multiple group comparisons, one‐way analysis of variance (ANOVA) with Tukey's post‐hoc test was applied for parametric data with equal variances, while Dunnett's T3 test was used for parametric data with unequal variances. A p‐value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 TOE Accelerates Dorsal Foot Skin Wound Healing via Small Extracellular Vesicles

To determine the optimal rESWT parameters, we initially conducted in vitro experiments to evaluate the effects of rESWT on the viability of BMSC and MC3T3E1 osteoblast cells. The parameter set of 3 bar and 300pulses (5 Hz) was identified as optimal, exhibiting minimal cellular disruption while significantly enhancing the viability of BMSC and MC3T3E1 osteoblasts (Figure S1). Based on these in vitro findings indicating a beneficial and safe profile, we employed this candidate parameter set in subsequent animal experiments to investigate its therapeutic potential.

For this study, forty‐two 8‐week‐old Sprague‐Dawley (SD) rats were utilized to establish animal models (Figure 1a). After establishing tibial circular osteotomy (TO) and creating 4‐mm‐diameter full‐thickness circular dorsal foot skin wounds on day 0, rESWT was applied to the tibial osteotomy site (TOE group) on days 2 and 4 post‐injury, while the TO group did not receive rESWT stimulation (Figure 1b).

**FIGURE 1:**
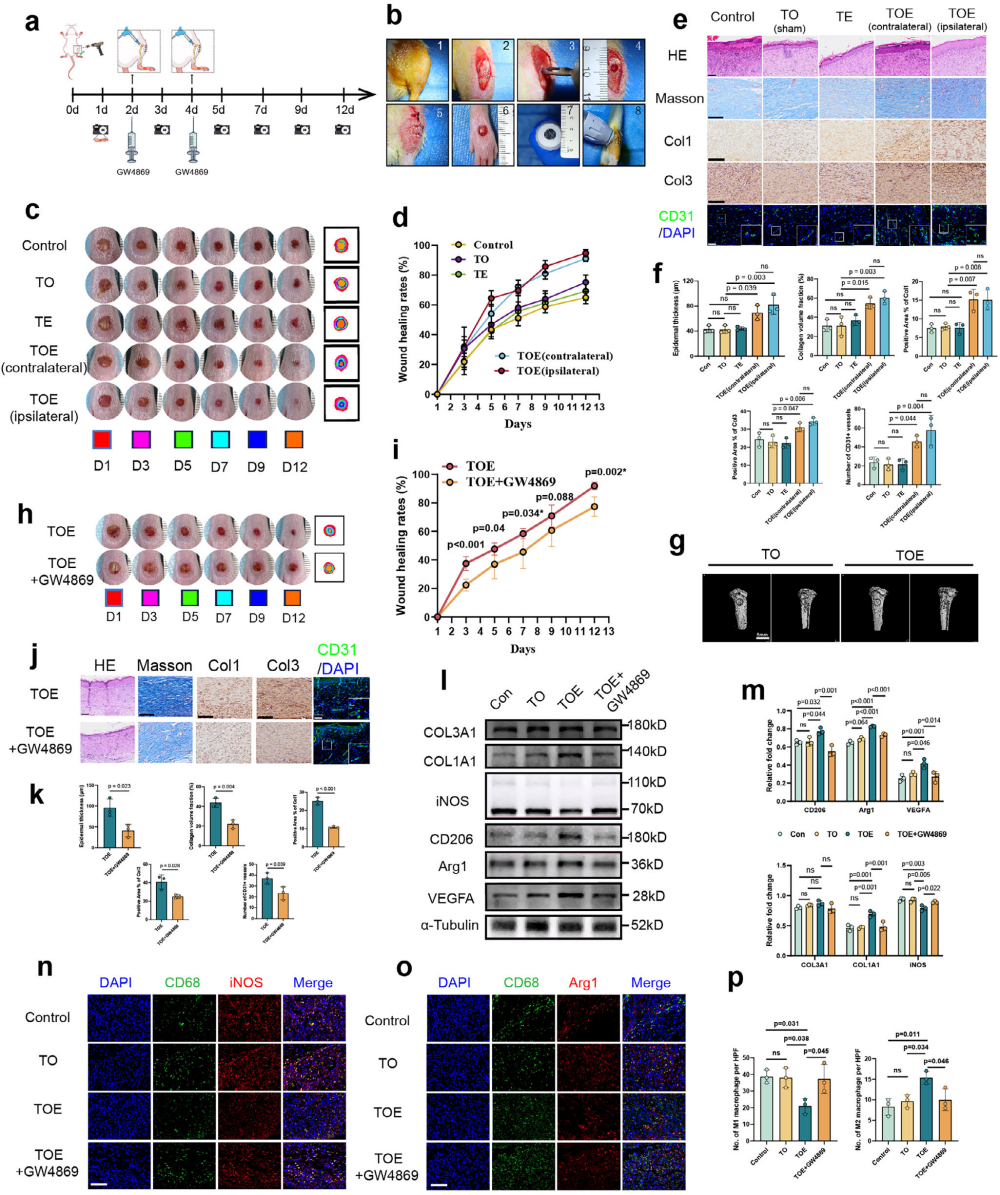
TOE accelerates dorsal foot skin wound healing via small extracellular vesicles. (a) Schematic diagram of the experimental model for accelerated dorsal foot wound healing in rats through shock wave stimulation at the tibial osteotomy site. (b) Surgical procedures for establishing tibial cortical circular osteotomy and dorsal foot full‐thickness wound creation in rat models, along with images of percutaneous rESWT application to tibial osteotomy site (TOE) on day 2 post‐injury. (c) Gross images of rat dorsal foot wounds on days 1, 3, 5, 7, 10, and 12. The control group consisted of a skin wound healing model without any additional interventions. The tibial osteotomy (TO) group underwent tibial osteotomy without subsequent rESWT treatment. The tibial exposure (TE) group underwent tibial exposure without osteotomy but received rESWT treatment. The TOE group received both tibial osteotomy and rESWT, with subsequent monitoring of wound healing progression in ipsilateral or contralateral dorsal foot wounds. (d) Quantitative analysis of wound healing rates across the five groups was performed using ImageJ software. (*n* = 6) (e,f) Representative histological images (H&E and Masson staining) and immunohistochemical/immunofluorescence staining (Col1, Col3, and CD31) are presented for all five groups, with corresponding quantitative analyses are presented for all five experimental groups. (scale bars: 100 µm, *n* = 3). (g) 3D micro‐CT images of tibial osteotomy sites in TO and TOE group at day 12 post‐operation. (h,i) Gross appearance of dorsal foot wounds on days 1, 3, 5, 7, 9, and 12. TOE+GW4869 group underwent TOE combined with GW4869 administration. Quantitative analysis of wound healing rates was performed using ImageJ software. (*n* = 6) (j,k) Representative histological images (H&E and Masson staining) and immunohistochemical/immunofluorescence staining (Col1, Col3, and CD31) are presented for the TOE and TOE+GW4869 groups, with corresponding quantitative analyses (scale bars: 100 µm, *n* = 3). (l,m) Western blot analysis of wound tissues collected on day 5 post‐injury revealed differential expression of COL3A1, COL1A1, iNOS, CD206, Arg1 and VEGFA among the Control, TO, TOE and TOE+GW4869 groups. (*n* = 3) (n–p) Immunofluorescence analysis of wound tissues collected on day 5 post‐injury showed differential expression levels of iNOS (M1 macrophage marker) and CD206 (M2 macrophage marker) among the Control, TO, TOE, and TOE+GW4869 groups. (scale bars: 100 µm, *n* = 3). Data are presented as the mean ± SD. * indicated that these groups were performed using Welch's t‐test due to unequal variances. ns, not significant. *p* < 0.05 was regard as statistically significant.

After observing statistically significant differences in wound closure rates (TOE vs. TO and control groups, p<0.05) at day 5 post‐injury, subsequent rESWT applications were discontinued (Table S1). Notably, enhanced wound healing rates were observed not only in the ipsilateral but also in the contralateral dorsal foot wounds at days 7, 9, and 12 compared to the TO and control groups (Figure 1c,d; and Table S1). Micro‐CT and histological analyses at days 12 post‐injury revealed enhanced trabecular bone formation both surrounding and within the bone flap in the TOE group, confirming the efficacy and safety of this therapeutic approach (Figure 1g; Figure S2d).

Histopathological analysis revealed significantly increased epidermal thickness, collagen deposition, and neovascularization in the TOE group compared to the TO and control groups. Additionally, expression levels of collagen I (Col1) and collagen III (Col3) were markedly elevated in the TOE group (Figure 1e,f).

These findings suggested that rESWT applied to the osteotomy site might have promoted promoted heterotopic wound healing via circulating factors. Given the potential role of sEVs as key mediators of wound healing, we pharmacologically inhibited sEV secretion using intravenous administration of GW4869 to evaluate their functional contribution. As anticipated, GW4869 administration significantly impaired wound healing progression in the TOE group at days 5, 7, and 12 post‐injury, accompanied by reduced epidermal thickness, collagen deposition, and neovascularization compared to untreated TOE controls (Figure 1h–k).

On days 5 post‐injury, wound tissues from the TOE group exhibited significantly elevated protein expression of the pro‐healing mediators, including vascular endothelial growth factor A (VEGFA), Col1, Col3, and CD206 (a M2 macrophage marker), alongside reduced expression of iNOS (a M1 macrophage marker) compared to the TO group. Conversely, GW4869 administration significantly attenuated expression of VEGFA, Col1, Col3, and CD206 in TOE‐treated wounds, while increasing iNOS expression (Figure 1l,m). Immunofluorescence analysis revealed that the TOE treatment significantly reduced M1 macrophage infiltration while promoting M2 polarization in wound tissues on days 5 post‐injury compared to the TO controls. However, GW4869 administration reversed this effect, resulting in increased M1 macrophage markers and decreased M2 macrophage markers (Figure 1n–p). These results suggested that TOE might accelerate skin wound healing by promoting a shift from M1 to M2 phenotypes in the wound tissue, and that sEV release was required for TOE‐mediated healing enhancement.

We further compared the efficacy of TOE, rESWT alone, and tibial transverse transport (TTT) on wound healing. The results demonstrated that TOE exhibited superior therapeutic efficacy compared to localized rESWT alone at days 5, 7, 9 and 12 post‐injury; however, no significant difference was observed relative to TTT. Moreover, it was found that tibial osteotomy with bone flap preservation upregulated the rates of wound healing following rESWT compared to non‐preserved groups at days 5, 7, 9 and 12 post‐injury (Figure S2a–c; and Table S4).

### 3.2 Plasma‐Derived sEVs from the TOE Group Exhibit Regenerative and Immunomodulatory Activities In Vitro

To further validate the therapeutic effects of plasma‐derived sEVs on skin wound healing in vitro, we established tibial circular osteotomy models with rESWT (TOE group) or without rESWT (TO group). Plasma sEVs were isolated from the whole blood via differential ultracentrifugation at 24 h after the second rESWT (day 5 post‐injury, Figure 2a). Purified sEVs from both TOE and TO groups exhibited typical cup‐shaped, bilayered membrane morphology under the TEM analysis and expressed exosomal markers (CD63, CD9, and TSG101) while being negative for Calnexin. Nanoparticle tracking analysis (NTA) revealed a predominantly unimodal size distribution with peak diameters within the 200 nm range. Notably, TOE‐derived sEVs exhibited significantly higher particle concentrations compared to TO‐derived sEVs (Figure 2b–e).

**FIGURE 2:**
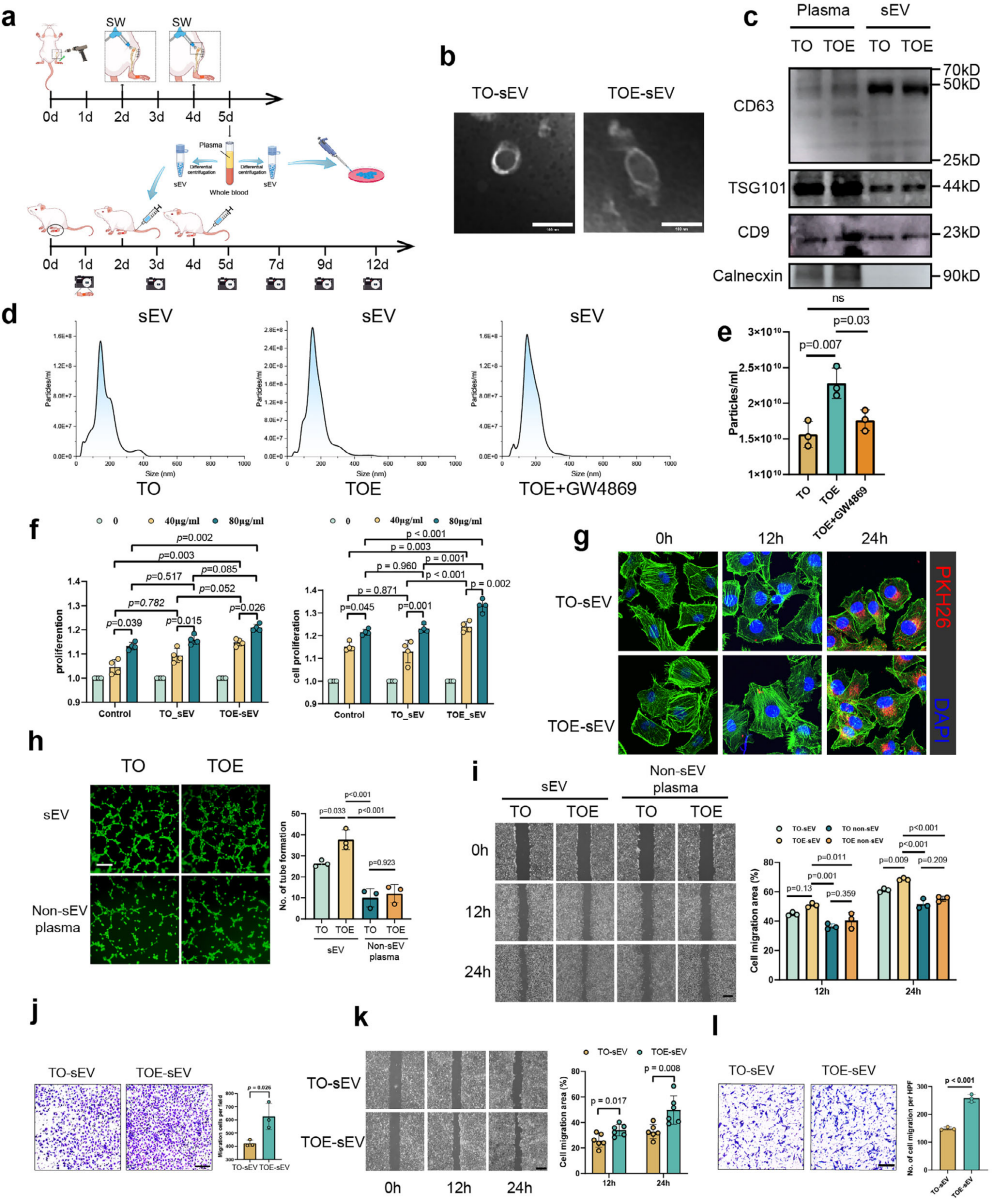
Plasma‐derived sEVs from the TOE group exhibited regenerative activities in vitro. (a) Schematic diagram illustrating the experimental workflow of sEV isolation from day 5 post‐injury whole blood from TO and TOE groups, followed by functional validation in both in vitro and in vivo wound healing models. (b) Transmission electron microscopy (TEM) revealed characteristic cup‐shaped, double‐membrane structures of isolated TO‐sEVs and TOE‐sEVs, confirming their exosomal morphology. (scale bar: 100 nm) (c) Western blot analysis confirmed the presence of sEV markers (CD63, CD9, and TSG101) in plasma‐derived sEVs isolated from the TO and TOE group. (d,e) NTA analysis revealed a monodisperse size distribution of sEVs (peak < 200 nm) across all groups, with TOE‐derived sEVs exhibiting significantly higher particle concentrations compared to both TO and TOE+GW4869 groups. (*n* = 3) (f) CCK‐8 assay revealed the dose‐ and time‐dependent effects of sEVs on HUVEC viability at 24 and 48 h post‐treatment. (*n* = 4) (g) PKH26‐labeled TO‐ and TOE‐derived sEVs were internalized by HUVECs within 12 and 24 h. (scale bar: 50 µm) (h) sEV and non‐sEV component were isolated from the plasma of TO or TOE rats. HUVEC tube formation assay demonstrated the differential angiogenic potential of sEVs and non‐sEV factors form TO and TOE, respectively. (scale bar: 200 µm, *n* = 3) (i) Quantitative analysis of scratch wound closure demonstrated the differential HUVEC migration potential of sEVs and non‐sEV factors form TO and TOE, respectively. (scale bar: 500 µm, *n* = 3) (j) Transwell migration assays revealed that TOE‐sEVs enhanced HUVEC migration compared to TO‐sEVs at 24 h. (scale bar: 500 µm, *n* = 3) (k) Quantitative analysis of scratch wound closure revealed that TOE‐sEVs enhanced Hacat cells migration compared to TO‐sEVs at 12 and 24 h. (scale bar: 500 µm, *n* = 3) (l) Transwell assay assessed the effects of TO‐ and TOE‐derived sEVs on HSF migration at 24 h. (scale bar: 200 µm, *n* = 3). Data are presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

Subsequent in vitro experiments demonstrated that TOE‐sEVs significantly promoted HUVEC proliferation in a concentration‐dependent manner (Figure 2f). Fluorescence tracking of PKH26‐labeled sEVs exhibited time‐dependent cellular uptake patterns for both TO‐ and TOE‐derived sEVs, with comparable internalization efficiencies observed across groups at each time point (Figure 2g). Furthermore, to investigate whether other plasma components mediated the promotion of ectopic wound healing by TOE, we separated TOE plasma into purified sEVs and non‐sEV plasma. As anticipated, at a protein concentration of 80 µg/ml, purified sEVs from TOE group exhibited a markedly enhanced capacity to promote HUVEC tube formation and migration in vitro than the non‐sEV plasma (Figure 2h,i). Moreover, at a concentration of 80 µg/mL, TOE‐sEVs significantly enhanced the migration of HUVECs, HaCaTs, and HSFs, while also promoting HUVEC tube formation compared to TO‐sEVs, indicative of their pro‐angiogenic and pro‐migratory potential for wound healing (Figure 2h–l).

To explore the immunomodulatory properties of TOE‐sEVs, BMDMs were isolated and their polarization status was assessed following sEV treatment. First, PKH26 fluorescence labeling and subsequent co‐culture with BMDMs confirmed time‐dependent cellular internalization of both TO‐sEVs and TOE‐sEVs, with equivalent uptake efficiencies at 24 h (Figure 3a). Flow cytometry analysis verified the high purity of isolated BMDMs, with over 95% of cells being double‐positive for CD68 and CD11b, which were established surface markers for macrophages. Furthermore, LPS stimulation significantly upregulated M1 macrophage markers in BMDMs, while TO‐sEV treatment had minimal impact on this M1 polarization. In contrast, TOE‐sEV treatment significantly attenuated LPS‐induced M1 polarization. Similarly, IL‐4 stimulation enhanced M2 macrophage marker expression, which was not substantially altered by TO‐sEVs but was markedly augmented by TOE‐sEVs (Figure 3b–g). Western blot analysis corroborated these findings, showing that LPS‐induced M1 marker expression (iNOS) was significantly reduced by TOE‐sEVs but not by TO‐sEVs. Similarly, IL‐4‐induced M2 marker expression (Arg1, CD206) was significantly enhanced by TOE‐sEVs compared to TO‐sEVs (Figure 3h,i). Immunofluorescence staining of M1 (iNOS+) and M2 (CD206+) BMDMs consistently confirmed that TOE‐sEVs, but not TO‐sEVs, significantly suppressed LPS‐driven M1 polarization and potentiated IL‐4‐mediated M2 polarization (Figure 3j–m). Collectively, these results demonstrated that TOE‐sEVs possessed potent regenerative and immunomodulatory properties in vitro, significantly reducing LPS‐induced M1 polarization while enhancing IL‐4‐mediated M2 polarization.

**FIGURE 3:**
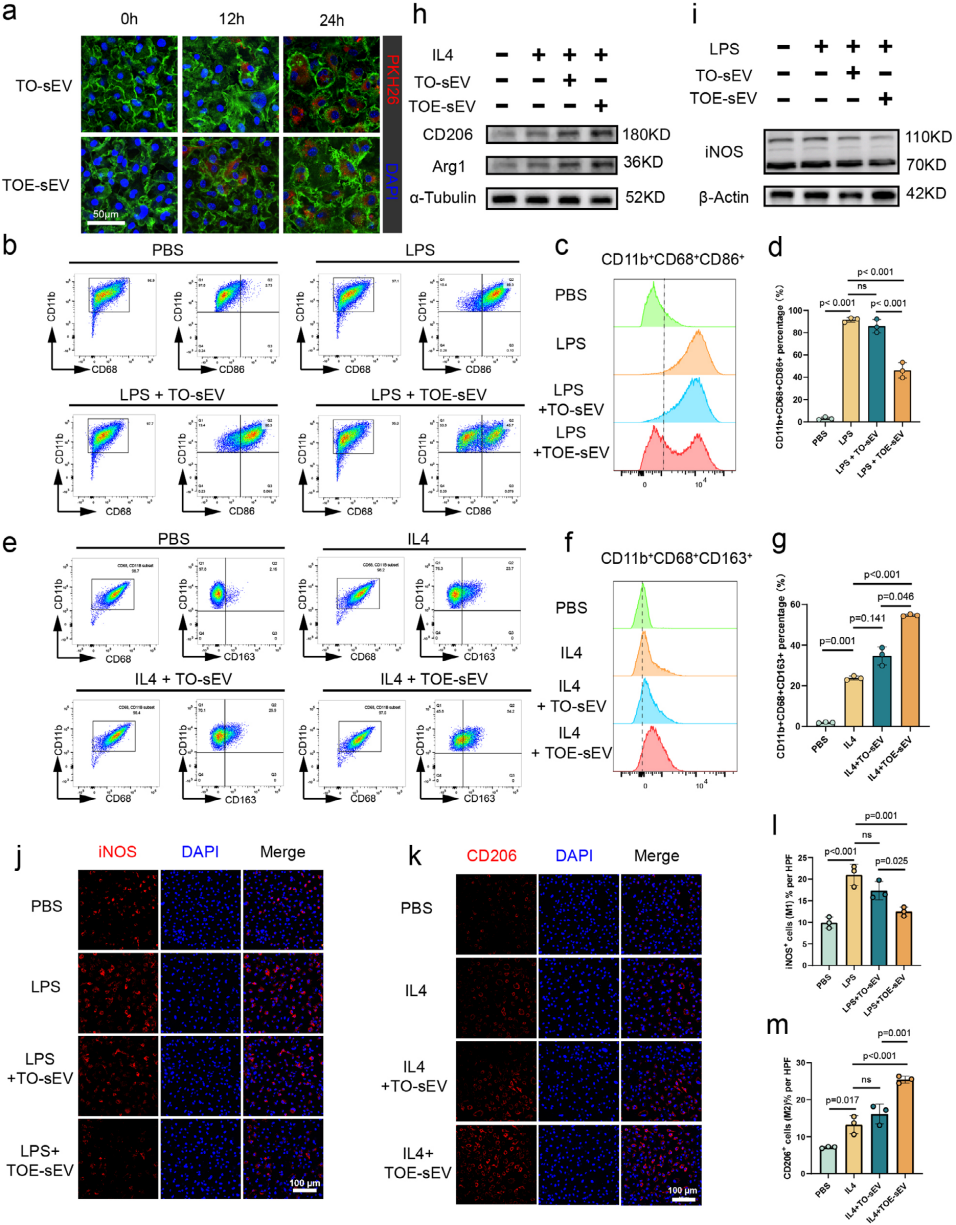
Plasma‐derived sEVs from the TOE group exhibit immunomodulatory activities in vitro. (a) PKH26‐labeled TO‐ and TOE‐derived sEVs were internalized by BMDMs within 12 and 24 h. (scale bar: 50 µm) (b–d) Flow cytometry was performed to evaluate the effects of TO‐sEVs and TOE‐sEVs on LPS‐induced M1 BMDM macrophage polarization. (e–g) Flow cytometry was performed to evaluate the effects of TO‐sEVs and TOE‐sEVs on IL4‐induced M2 BMDM macrophage polarization. (h) Western blot analysis examined the effects of TO‐sEVs and TOE‐sEVs on IL4‐induced M2 BMDM macrophage polarization marker expression (Arg1 and CD206). (i) Western blot analysis examined the effects of TO‐sEVs and TOE‐sEVs on LPS‐induced M1 BMDM macrophage polarization marker expression (iNOS). (j,l) Immunofluorescence imaging analysis was performed to measure the effects of TO‐sEVs and TOE‐sEVs on LPS‐induced M1 BMDM macrophage polarization. (scale bar: 100 µm, *n* = 3). (k,m) Immunofluorescence imaging analysis was performed to measure the effects of TO‐sEVs and TOE‐sEVs on IL‐4‐induced M2 BMDM macrophage polarization (scale bar: 50 µm, *n* = 3). Data are presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

### 3.3 Plasma‐Derived sEV from the TOE Group Enhanced In Vivo Wound Healing with Angiogenesis and Modulation of Macrophage Polarization

To investigate the in vivo therapeutic effects of plasma‐derived sEVs, a dorsal foot skin defect model was established using nine 8‐week‐old SD rats. On days 2 post‐injury, DiI‐labeled sEVs were administered via tail vein injection. After a 24 h circulation period, tissue samples from major organs and wound sites were harvested for fluorescence imaging to evaluate sEV biodistribution. Both TO‐sEV and TOE‐sEV exhibited chemotactic targeting capability to the wound site. However, quantitative analysis revealed significantly higher fluorescence intensity of TOE‐sEV compared to TO‐sEV in the wound area, indicating superior accumulation efficiency of TOE‐derived sEV (Figure 4a,b).

**FIGURE 4:**
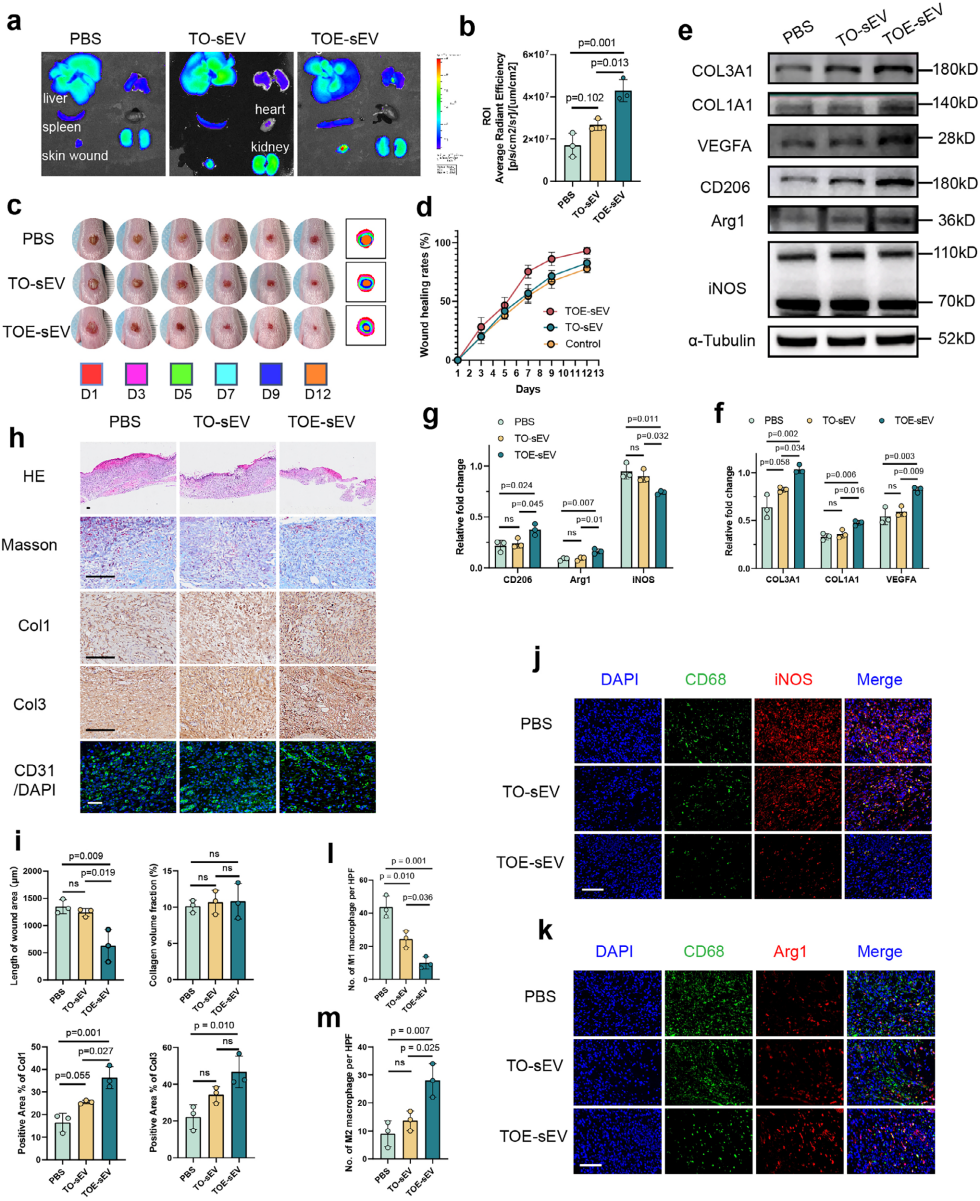
Plasma‐derived sEV from the TOE group enhanced in vivo wound healing with angiogenesis and modulation of macrophage polarization. (a,b) In vivo tracking of Dil‐labeled TO‐sEVs and TOE‐sEVs at 24 h post‐intravenous administration (day 2 post‐wounding) revealed enhanced tropism of TOE‐sEVs to skin wound sites compared to TO‐sEVs. (*n* = 3) (c) Gross images of rat dorsal foot wounds at days 1, 3, 5, 7, 10, and 12 post‐injury showed the healing progression following TO‐sEV or TOE‐sEV administration via tail vein injection on days 2 and 4 after wound creation. (*n* = 6) (d) Quantitative analysis of wound healing rates across the three groups was performed using ImageJ software. (*n* = 6) (e–g) Western blot analysis of wound tissues day collected on day 5 post‐injury revealed differential expression of COL3A1, COL1A1, iNOS, CD206, Arg1 and VEGFA among PBS, TO‐sEV, and TOE‐sEV groups. (*n* = 3) (h,i) Representative histological images (H&E and Masson staining) and immunohistochemical/immunofluorescence staining (Col1, Col3, and CD31) with corresponding quantitative analyses are presented for the PBS, TO‐sEV, and TOE‐sEV group. (scale bars: 100 µm, *n* = 3). (j–m) Immunofluorescence analysis of wound tissues at day 5 post‐injury demonstrated differential iNOS (M1 macrophage marker) and CD206 (M2 macrophage marker) expression levels among the PBS, TO, and TOE groups. (scale bars: 100 µm, *n* = 3) Data are presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

Aligned with the timing of rESWT applied to tibial bone flaps, TOE‐sEV injections were administered on days 2 and 4 post‐injury. Our findings revealed that TOE‐sEV treatment significantly accelerated wound healing compared to the PBS group but not to the TO group on days 5 post‐injury, whereas on days 7, 10, and 12 post‐injury, differences were observed compared to both the PBS and TO groups (Figure 4c,d; and Table S2). On days 5 post‐injury, TOE‐sEV‐treated wound tissues exhibited decreased expression of the M1 macrophage marker iNOS and increased expression of the M2 macrophage marker CD206, accompanied by upregulated expression of VEGFA, Col1, and Col3, compared to both the PBS and TO groups (Figure 4e–g).

Histopathological analysis revealed significantly increased epidermal thickness, and collagen deposition in the TOE‐sEV group compared to the TO‐sEV and PBS control groups. Immunofluorescence staining of wound tissues further confirmed that TOE‐sEVs enhanced neovascularization, as indicated by increased CD31 expression, while TOE‐sEVs markedly reduced M1 macrophage marker expression and enhanced M2 macrophage marker compared to the TO‐sEV and PBS groups (Figure 4h–m), underscoring their immunomodulatory role in vivo.

Collectively, these findings demonstrated that TOE‐sEVs promoted skin wound healing in vivo by enhancing angiogenesis and modulating the inflammatory microenvironment through a shift from M1 to M2 macrophage polarization.

### 3.4 The sEVs that Mediate the Pro‐Healing Effects of TOE Might Have Been Derived from MSCs

To elucidate the cellular origins of sEVs responsible for the pro‐healing effects of the TOE, we performed single‐cell RNA sequencing (scRNA‐seq) on tissue samples collected at 4 and 24 h after each shock wave treatment (TOE group), with non‐treated samples (TO group) serving as controls (Figure 5a). 

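Libraries of 8 conditions were analysed here, named as in the paper by arm, day of the shock wave session and hour of collection. The TO arm, with tibial osteotomy alone, had libraries at 2d 0h, 2d 4h, 4d 4h and 4d 24h. The TOE arm, which also received radial shock waves at 3 bar, 300 impulses and 5 Hz, had libraries at 2d 4h, 2d 24h, 4d 4h and 4d 24h. TO 2d 24h was not analysed here, so TOE was compared with TO in the matched pairs 2d 4h, 4d 4h and 4d 24h. The authors deposited whole-number UMI counts per gene and barcode from Cell Ranger 9.0.0, without normalization. The libraries held between 12451 barcodes in TOE 4d 24h and 17187 barcodes in TOE 2d 4h, and every barcode carried at least 500 UMIs. Total counts ranged from 95954800 UMIs in TOE 4d 24h to 144146202 UMIs in TOE 2d 4h. The median per barcode ranged from 4522 UMIs in TO 2d 4h to 5668 UMIs in TO 4d 4h. Barcodes with fewer than 200 detected genes or more than 20% mitochondrial UMIs were removed, which left 114232 of 116711 barcodes. The automatic threshold of Scrublet marked only 3 cells as doublets in TO 2d 0h and 3 cells in TOE 2d 4h. A fixed score of 0.25 was therefore used in all libraries, and it removed between 2.31% of cells in TOE 2d 24h and 4.25% of cells in TOE 2d 4h. Each condition was a single library, so no pair of conditions could be tested by itself, and all intervals given are 95% intervals that cover counting error only, apart from an interval over the 3 pairs.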

Following clustering and annotation, scRNA‐seq identified 11 distinct cell populations, with their proportional distributions shown in Figure 5b,c and Figure S3. 

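All 110460 cells kept were clustered together without integration across libraries, which gave 30 clusters. From fixed marker genes the clusters were named as 12 cell classes, and 2 clusters with 3.30% of the cells stayed unnamed. B-cell-like cells made up 58.2% of all cells, from 49.9% in TO 2d 4h to 66.6% in TOE 2d 4h. Neutrophil-like cells made up 13.9%, from 8.51% in TOE 2d 4h to 26.9% in TOE 4d 24h. Monocyte-like cells made up 10.6%, from 5.38% in TOE 4d 24h to 18.9% in TOE 4d 4h, and erythroid-like cells 5.74%, from 0.670% in TOE 4d 24h to 18.2% in TO 2d 4h. The shares of dendritic-cell-like, macrophage-like and granulocyte-monocyte progenitor-like cells were 1.88%, 1.82% and 1.13% of all cells. Mesenchymal-like, T/NK-cell-like, mast-cell/basophil-like and endothelial-like cells accounted for 1.07%, 0.950%, 0.890% and 0.421%, and 66 cells were plasma-cell-like. A cluster of 523 cells led by C1qa was kept unnamed by a rule on low UMI counts set after the data were seen, and it held 0.607% of TO 2d 0h, 0.393% of TO 2d 4h, 0.401% of TO 4d 4h, 0.626% of TO 4d 24h, 0.339% of TOE 2d 4h, 0.560% of TOE 2d 24h, 0.751% of TOE 4d 4h and 0.0838% of TOE 4d 24h. No cluster was named from the HSPC markers. A neutrophil-like cluster of 381 cells, 305 of them from TO 2d 0h, was led by the chemokine genes Cxcl3, Cxcl2 and Cxcl1. An erythroid-like cluster of 2085 cells came almost wholly from TO 2d 4h, which held 1993 of them, and its leading genes included Col1a1 and Prtn3 beside haemoglobin genes. Without this cluster, the erythroid-like share of TO 2d 4h was 4.68%. Across the other filters, resolutions and seeds, the number of named classes ranged from 11 to 14, with the most at Leiden resolution 2. The share of B-cell-like cells moved most when doublets were kept, from 55.2% to 14.7% in TOE 2d 24h, with 18.8% of all cells in unnamed clusters.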

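The mesenchymal-like class was a cluster of 1187 cells with raised levels of 11 of 12 mesenchymal markers. It made up 0.372% (95% Clopper-Pearson interval 0.281% to 0.484%) of the cells in TO 2d 4h and 0.339% (0.255% to 0.441%) in TOE 2d 4h. In the pair 4d 4h, the shares were 1.27% (1.08% to 1.48%) in TO and 1.26% (1.08% to 1.47%) in TOE. In the pair 4d 24h, they were 0.721% (0.586% to 0.877%) in TO and 0.654% (0.517% to 0.815%) in TOE. The share in TOE over that in TO was 0.911 (exact conditional interval 0.615 to 1.35) at 2d 4h, 0.996 (0.796 to 1.25) at 4d 4h and 0.907 (0.665 to 1.23) at 4d 24h. A difference between TOE and TO in the class as a whole was thus not detectable at this depth in any of the 3 pairs. Over the 3 pairs, taken as replicates after the data were seen, the geometric mean ratio was 0.937 (paired t interval with 2 degrees of freedom 0.821 to 1.07), with p = 0.250 in an exact sign-flip test, the lowest p that 3 pairs allow. Outside the pairs, the share was 0.798% in TO 2d 0h and 3.29% in TOE 2d 24h. Both cell filters tried in place of this one gave a lower share in TOE at 4d 4h, with a ratio of 0.650 without a filter and 0.635 with a stricter one. Counting single cells with UMIs of at least 2 mesenchymal markers gave ratios of 0.442 at 2d 4h, 1.19 (1.13 to 1.24) at 4d 4h and 0.612 at 4d 24h, and at least 3 markers gave 1.13 (1.04 to 1.22) at 4d 4h. Of the cells counted by 2 markers, between 1.65% and 4.72% per library lay in the mesenchymal-like class. The rule counted from 8.30% of all cells in TOE 2d 4h to 79.8% in TOE 2d 24h, so most of these cells belonged to other classes.

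A further cluster of 3123 cells was led by Col1a1, Col3a1, Col1a2 and Sparc at a median of 821 UMIs per cell, and a rule on low UMI counts set after the data were seen kept it unnamed. This low-UMI cluster held 0.190% of the cells in TO 2d 4h and 3.99% in TOE 2d 4h, 1.96% in TO 4d 4h and 1.59% in TOE 4d 4h, and 1.98% in TO 4d 24h and 1.89% in TOE 4d 24h. It held 2.86% of TO 2d 0h and 7.75% of TOE 2d 24h. Counting it as mesenchymal-like, which was also chosen after the data were seen, moved the share most, to a ratio of 7.71 (6.14 to 9.80) at 2d 4h. In TOE 2d 4h, the profile of this cluster had a correlation across 10830 genes of 0.973 with the whole library and of 0.726 with the mesenchymal-like class, where genes are not independent replicates. At Leiden resolution 2, the mesenchymal-like cells included a fibroblast-like sub-cluster of 827 cells with Thy1 at 332 CPM. Taken alone, again after the data were seen, it held 13 cells of TO 4d 24h and 46 cells of TOE 4d 24h, a ratio of 4.07 (2.16 to 8.21). Its ratios at 2d 4h and 4d 4h were 0.696 (0.401 to 1.20) and 0.832 (0.647 to 1.07). Another sub-cluster, of 361 osteoblast-like cells led by Col1a2, Col1a1 and Bglap, had Thy1 at 13.9 CPM. It held 86 cells of TO 4d 24h and 32 cells of TOE 4d 24h, so opposite changes met in the class there. The counts in TO and TOE were 21 and 29 cells at 2d 4h, and 18 and 44 cells at 4d 4h.

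**Figure D1:**
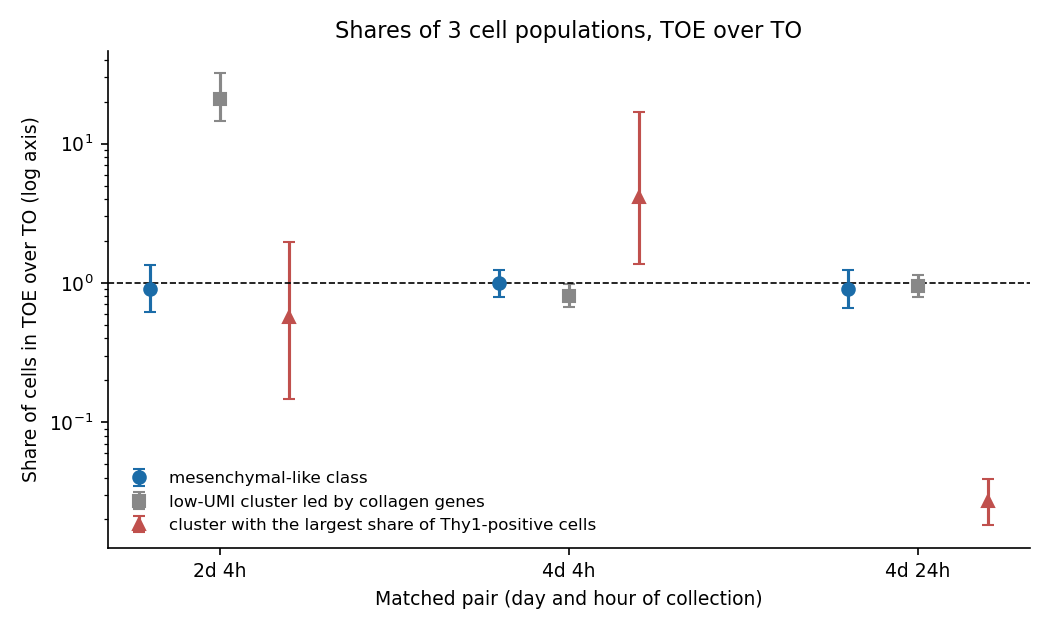
Share of cells in TOE over that in TO, on a log axis, in the matched pairs 2d 4h, 4d 4h and 4d 24h, for the mesenchymal-like class, the low-UMI cluster led by collagen genes and the cluster with the largest share of Thy1-positive cells. Points are ratios, bars are exact 95% intervals for counting error and the dashed line marks equal shares; the mesenchymal-like class lies between 0.907 and 0.996.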

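By the share of cells with a UMI, Thy1, which the paper lists as its marker for mesenchymal cells, pointed to a different cluster at the resolution used. Among clusters not named T/NK-cell-like, the cluster with the largest share of cells with a Thy1 UMI, here called the Thy1 cluster, held 3153 cells and was B-cell-like. A Thy1 UMI was found in 84.6% of its cells at a median of 14748 UMIs, against 8.61% of neutrophil-like cells at a median of 5712 UMIs. Cd79a reached 1391 CPM in the Thy1 cluster and 70.6 in the mesenchymal-like class, and Col1a1 reached 192 and 46575 CPM. The Thy1 cluster held 8 cells (0.0541%) of TO 2d 4h and 5 cells (0.0308%) of TOE 2d 4h, a ratio of 0.569 (0.146 to 1.97). At 4d 4h it held 4 cells (0.0327%) in TO and 18 cells (0.135%) in TOE, a ratio of 4.14 (1.36 to 16.8). At 4d 24h it held 1275 cells (9.29%) in TO and 30 cells (0.251%) in TOE, a ratio of 0.0271 (0.0182 to 0.0388). It made up 8.00% of TO 2d 0h and 4.82% of TOE 2d 24h. Another B-cell-like cluster, of 3535 cells, had the opposite spread, with 270 cells of TO 4d 24h and 1673 cells of TOE 4d 24h, and the B-cell-like class as a whole had a ratio of 1.05 (1.02 to 1.08) at 4d 24h. The direction at 4d 4h and 4d 24h depended on the clustering, and at Leiden resolution 0.5 the ratios were 0.763 and 6.11. At Leiden resolution 2, the same rule picked a cluster of 91 cells with Thy1 at 1576 CPM. It was named mesenchymal-like at that resolution, but all of its cells lay in the endothelial-like class of the main clustering, and none of the mesenchymal markers was among its 10 leading genes, although 10 of 12 were raised. The endothelial markers Pecam1 and Cdh5 were at 15.3 and 11.6 CPM in it, far below the endothelial-like class as a whole. The mesenchymal marker Pdgfrb was at 400 CPM. These values argue against endothelial cells as the main content of this cluster. The cluster of 91 cells had a ratio of 0.627 at 4d 4h and no cell of TO 4d 24h.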

The proportion of mesenchymal cells (MSCs) was significantly higher at 4 and 24 h following each shock wave stimulation (TOE) compared to the non‐stimulated control group (TO). Furthermore, although the violin plots revealed no discernible pattern in the distribution of exosomal markers (CD9, CD63, CD81, TSG101, Rab27a, Flot1, and Flot2) across different cell types (Figure S5), the product of expression levels of these markers and cell numbers in MSCs exhibited a consistent upward trend, suggesting that MSCs likely served as the primary cellular source of the therapeutic sEVs mediating wound healing effects (Figure 5d,e).

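The product of expression and cell number was computed as the sum of ln(1 + UMIs per 10000) over the cells of a population for Cd9, Cd63, Cd81, Tsg101, Rab27a, Flot1 and Flot2. In the Thy1 cluster, the summed expression of the 7 markers in TOE over TO was 1.14 at 2d 4h, 6.15 at 4d 4h and 0.0212 at 4d 24h. At Leiden resolution 0.5, the direction of the last pair of values changed, to 0.955 at 4d 4h and 4.84 at 4d 24h. In the mesenchymal-like class, which was put in place of the Thy1 cluster after the data were seen, the ratios were 1.13, 1.28 and 0.692. The ratios of raw UMIs in this class were 1.11 (exact conditional interval 1.05 to 1.17), 1.40 (1.36 to 1.44) and 0.546 (0.529 to 0.564). Raw UMIs also follow the cells captured and their depth. Relative to all UMIs of the class, the ratios were 1.29 (1.22 to 1.36), 1.57 (1.53 to 1.62) and 0.883 (0.856 to 0.912). Of the 7 markers, 4 had a higher sum in TOE at 2d 4h, 7 at 4d 4h and 1 at 4d 24h. Cd63 had ratios of 1.12, 1.30 and 0.670, and Cd9 of 1.34, 1.60 and 0.662. B-cell-like cells had a higher sum in TOE for 7, 7 and 4 of the markers in the same pairs, and monocyte-like cells for 7, 7 and 0. Neutrophil-like cells had a higher sum in TOE for 3, 0 and 7 markers, with ratios of the sums of 0.871, 0.703 and 1.71. Their ratios of raw UMIs were 1.15 (1.127 to 1.16), 0.930 (0.916 to 0.944) and 1.97 (1.94 to 2.00), so the direction at 2d 4h depended on the measure. Over all libraries, 26.2% of the UMIs of these markers lay in neutrophil-like cells, 20.9% in B-cell-like cells, 13.5% in mesenchymal-like cells, 13.1% in monocyte-like cells and 9.39% in macrophage-like cells. Of the summed ln expression, which weights cells more alike, B-cell-like cells held 39.4%, neutrophil-like cells 29.5%, monocyte-like cells 11.7% and mesenchymal-like cells 2.36%, so the order of the classes depended on the measure. The Thy1 cluster held 3.08% of the UMIs. The share of UMIs in the mesenchymal-like class ranged from 2.55% in TOE 2d 4h to 33.3% in TOE 2d 24h, and was 8.10% with TOE 2d 24h left out. By marker, it held 23.3% of Cd63 UMIs, the largest share of any class, 19.8% of Cd9, 10.2% of Cd81 and 3.56% of Tsg101. The rank for Cd63 rested on the library TOE 2d 24h, without which the class held 15.5% and neutrophil-like cells 27.6%. Neutrophil-like cells held 48.3% of Cd9 UMIs and B-cell-like cells 61.6% of Cd81 UMIs. From the upward trend of this product in MSCs, the paper proposes that MSCs served as the primary cellular source of the therapeutic sEVs.

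**Figure D2:**
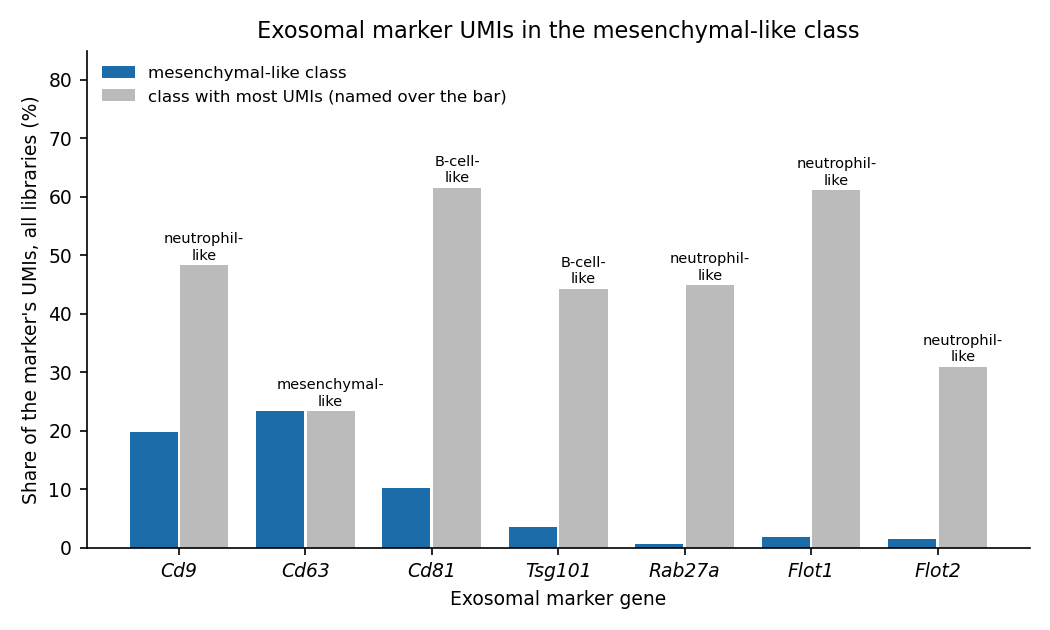
Share of the UMIs of each exosomal marker, over all libraries, that lay in the mesenchymal-like class, beside the class that held the most UMIs of that marker, which is named over its bar. The mesenchymal-like class held the most for Cd63, with 23.3%, only when the library TOE 2d 24h was included, and neutrophil-like or B-cell-like cells for the other 6 markers.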

**FIGURE 5:**
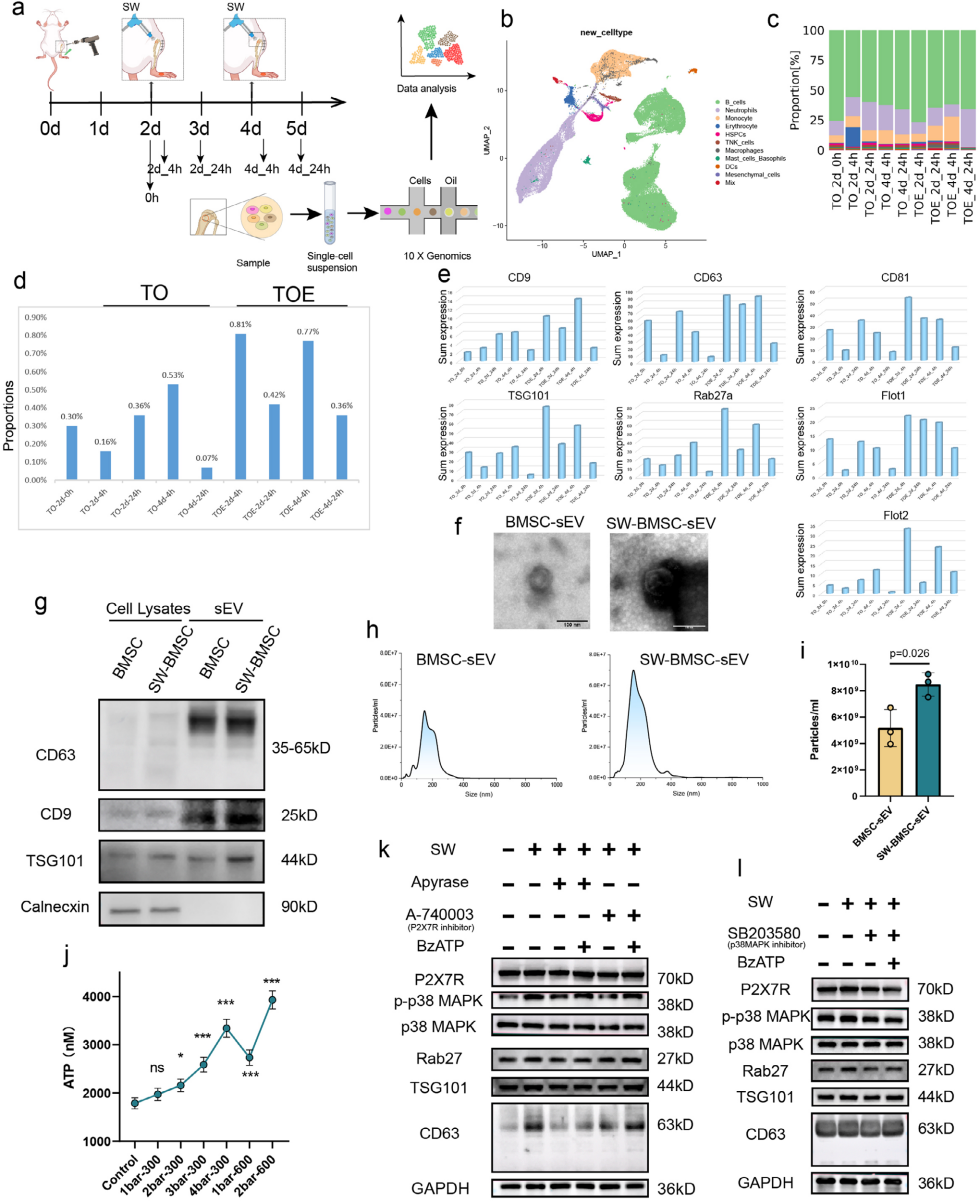
The sEVs that mediate the pro‐healing effects of TOE may be derived from BMSCs. (a) Schematic diagram illustrating single‐cell RNA sequencing (scRNA‐seq) performed on tissue samples from tibial osteotomy sites collected at 4 and 24 h following each shock wave treatment in the TOE group, with non‐treated samples from the TO group serving as controls. (b) UMAP embedding of all sampled cells with annotated clusters. (c) Proportions of indicated cell types in each group. TO‐2d‐0 h denotes the TO group at 2 days post‐injury without shock wave treatment, while TO‐2d‐4 h and TOE‐2d‐4 h serve as comparators, representing samples from the tibial osteotomy site collected 4 h after shock wave application on day 2 post‐injury. Similarly, TO‐2d‐24 h and TOE‐2d‐24 h indicate samples obtained 24 h after shock wave application on day 2 (day 3 post‐injury). The conditions for day 4 post‐injury follow an analogous pattern. (d) Proportions of mesenchymal stem cells in each group. (e) Bar chart showed the overall expression levels of exosomal markers (CD9, CD63, CD81, TSG101, Rab27a, Flot1, and Flot2) in mesenchymal stem cells (calculated as the product of expression and cell counts). (f) TEM images of sEVs extracted from BMSC cells subjected to shock wave (SW‐BMSC‐sEV) stimulation and from unstimulated BMSC cells (BMSC‐sEV as a control). (g) Western blot analysis confirmed the presence of sEV markers (CD63, CD9, and TSG101) in BMSC‐sEV and SW‐BMSC‐sEV groups. (h,i) NTA analysis revealed a monodisperse size distribution of sEVs (peak < 200 nm) both in BMSC‐sEV and SW‐BMSC‐sEV groups, with the particle concentration of sEVs extracted from BMSC cells subjected to SW stimulation exhibiting significantly higher compared to cells without SW stimulation. (*n* = 3) (j) ATP concentrations in BMSC cell supernatants following shock wave stimulation at varying pressures and pulse numbers. (k,l) SW stimulation enhances the expression of exosomal markers (CD63, TSG101, and Rab27), but this effect was attenuated by ATP hydrolase, P2X7R inhibitor, and p38 MAPK inhibitor. Supplementation with BzATP alleviates this inhibition, indicating that SW may promote sEV release through the ATP‐P2X7R‐p38MAPK signaling pathway.

Subsequently, we isolated primary bone marrow‐derived mesenchymal stem cells (BMSCs) and performed shock wave stimulation to validate their capacity for sEV secretion. To further confirm the capacity of BMSCs to secrete sEVs, primary BMSCs at passage 2 (P2) were subjected to rESWT (3 bar, 300 pulses, 5 Hz), and sEVs were isolated from culture supernatants 48 h post‐stimulation. Both shock wave‐treated (SW‐BMSC‐sEVs) and untreated control sEV (BMSC‐sEVs) displayed characteristic exosomal features, including typical cup‐shaped or spherical morphology with a bilayered membrane structure under the TEM analysis, positive expression of exosomal markers (CD63, CD9, and TSG101), and absence of Calnexin. NTA confirmed a monodisperse size distribution with peak diameters under 200 nm for both groups. Notably, the SW‐BMSC‐sEV group exhibited significantly higher particle concentrations compared to the BMSC‐sEV group (Figure 5f–i), reinforcing the hypothesis that BMSCs served as a key source of functional sEVs in TOE‐mediated wound healing.

To explore the molecular mechanisms underlying rESWT‐induced sEV secretion, we conducted Gene Ontology (GO) and KEGG pathway analysis of differentially expressed genes in MSCs after the TOE treatments (Figure S4). 

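UMIs were summed over the mesenchymal-like cells of each library, and log2 ratios of CPM were taken between TOE and TO with a prior of 0.5 UMI. The KEGG and GO terms were not used here, and lists of genes written by hand stood in for them. The median of a list shows a shift in a common direction. It is no test of the enrichment the paper reports, which can hold with genes moving both ways. The immediate-early list is also much narrower than a term on transcription by RNA polymerase II. Of 117 genes of MAPK signaling, 108 had at least 20 UMIs over the pair 2d 4h, and their median log2 ratio was 0.05. This median was at percentile 99.9 of 10000 random lists matched for mean expression, of which 95% had medians between -0.19 and 0.00. The sums rested on 55 cells in each library, with 1350165 UMIs in TO and 1158291 UMIs in TOE. At 4d 24h, with 99 cells and 3189220 UMIs in TO and 78 cells and 1972340 UMIs in TOE, the median of 108 MAPK genes was -0.02, at percentile 0 of random lists with medians between 0.10 and 0.32, and 54 of the genes were higher in TOE. In the Thy1 cluster, the medians were -0.09 at 2d 4h (17 genes, percentile 44.5) and -0.24 at 4d 24h (112 genes, percentile 0.0500). Keeping doublets changed the direction of the latter, to 0.08 at percentile 97.9. With 1 library per condition, these percentiles describe the libraries and carry no test of a single pair. At 2d 4h, the largest falls in the mesenchymal-like class were in Mmp13, Kcnip1, LOC120096183, Cyp7b1 and Rsph10b, and the largest rises in Car12, Prg4, Dpt, Eln and Crabp2. Mmp13 fell from 1336 (Poisson interval 1275 to 1399) to 40.6 (29.8 to 54.0) CPM, and Prg4 rose from 2.22 (0.458 to 6.49) to 262 (233 to 293). In TO 2d 4h, Rsph10b was found in 3 cells of the class, and the other genes with the largest falls in 10 to 22 cells. With 8 and 5 cells in the Thy1 cluster at 2d 4h, its largest falls were in ND5, ND2, ATP6, ND1 and COX3, and the largest rises in Igha, LOC100360628, Pf4, Sec61b and Jchain.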

Across the three pairwise comparisons (TO‐2d‐4 h vs. TOE‐2d‐4 h, TO‐2d‐24 h vs. TOE‐2d‐24 h, and TO‐4d‐24 h vs. TOE‐4d‐24 h), KEGG pathway enrichment consistently highlighted the MAPK signaling pathway. In the TO‐2d‐24 h vs. TOE‐2d‐24 h comparison, GO biological process (BP) terms were primarily enriched in “response to mechanical stimulus.” 

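At 4d 24h, a list of 28 immediate-early transcription factors had a median log2 ratio of -0.95 in the mesenchymal-like class, below all random lists, of which 95% had medians between -0.12 and 0.28. Of these genes, 2 were higher in TOE. The same list had a median of -1.10 in B-cell-like cells, -0.97 in neutrophil-like cells and -0.10 in monocyte-like cells. A list of negative regulators of NF-κB, with 27 genes measured, had a median of 0.07 in the mesenchymal-like class, at percentile 3.82 of random lists with medians between 0.04 and 0.56. Its median was -0.17 in B-cell-like cells, -0.30 in neutrophil-like cells and -0.40 in monocyte-like cells. In the Thy1 cluster, the medians at 4d 24h were -0.27 for immediate-early transcription factors and -0.12 for negative regulators of NF-κB. With doublets kept, the former was 0.39, and with the clusters of Leiden resolution 0.5 it was -1.07. The largest falls in the mesenchymal-like class at 4d 24h were in Igha, Rrad, Cxcl12, Hba-a1 and Hbb-bs, and the largest rises in H19, Aspn, Ptn, LOC103691619 and Edil3. In all other cells of the pair, Hba-a1 fell from 5471 to 43.5 CPM and Hbb-bs from 1444 to 73.2. The falls of these erythroid transcripts were thus not particular to the mesenchymal-like class. Igha, a transcript of plasma cells, fell in the other cells from 324 to 75.3 CPM. Its fall in the mesenchymal-like class was larger, from 1529 to 4.56 CPM. Cxcl12 fell from 241 (225 to 259) to 2.03 (0.553 to 5.19) CPM, and Aspn rose from 7.53 (4.82 to 11.2) to 457 (427 to 488). At 4d 24h, the largest falls in the Thy1 cluster were in LOC108350082, RT1-Da, Hbb-b1, Myadm and Sesn2, and the largest rises in LOC120096280, Zfp7, Cdh1, Col18a1 and Spire2. Of 1027 genes with more than a 2-fold difference in the mesenchymal-like class, 41.6% differed the same way and by at least 0.5 times as much in all other cells of the pair.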

In the TO‐4d‐24 h vs. TOE‐4d‐24 h comparison, BP enrichments were predominantly associated with positive regulation of transcription by RNA polymerase II and negative regulation of NF‐κB transcription factor activity. This suggested that shock wave stimulation on days 2 post‐injury might have primarily elicited a mechanical stimulus response in MSCs at the tibial osteotomy site, whereas stimulation on days 4 post‐injury might have induced transcriptional modulation and inflammatory control activities (Figure S4). 

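At 2d 4h, the median log2 ratio of the immediate-early transcription factors in the mesenchymal-like class was 0.08, at percentile 99.1 of random lists, and that of 24 negative regulators of NF-κB was 0.13, at percentile 95.7. In B-cell-like, neutrophil-like and monocyte-like cells, the immediate-early list was lower in TOE at 2d 4h, with medians of -0.74, -0.64 and -0.32. At 4d 4h, the mesenchymal-like medians were -0.06 for MAPK genes (percentile 3.13), -0.46 for immediate-early transcription factors (percentile 0) and -0.22 for negative regulators of NF-κB (percentile 0.260). The class had 155 cells in TO 4d 4h and 168 cells in TOE 4d 4h. The Thy1 cluster, with 4 and 18 cells there, had medians of 0.10, -0.64 and 0.18 for the same lists, and the second of these changed direction at Leiden resolution 2, to 0.28. At 2d 4h its immediate-early list was -2.40 over 5 genes, and no negative regulator of NF-κB list could be scored. At 4d 4h, the largest falls in the mesenchymal-like class were in Sntg1, Tp73, Cxcl13, Irag1 and LOC102552144, and the largest rises in Chad, Chodl, Trdn, LOC108351758 and Ostn. Those in the Thy1 cluster were in Fosb, mt-Rnr1, Lyz2, Ank2 and Akap2, and in Igll1, Arid4b, Mt1, Lmo4 and Impdh2. In the mesenchymal-like class of TO 4d 4h, LOC102552144 was found in 1 cell, Tp73 in 2 cells and Sntg1 in 5 cells. The falls of these genes thus rested on few cells, while Cxcl13 and Irag1 were found in 54 and 25 cells. Over the 3 pairs, exact sign-flip tests chosen after the data were seen, on each median less that of the random lists, gave p = 0.750 for MAPK genes and p = 0.500 for each of the other lists in the mesenchymal-like class. Whether the lists differed between day 2 and day 4 was not tested.

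**Figure D3:**
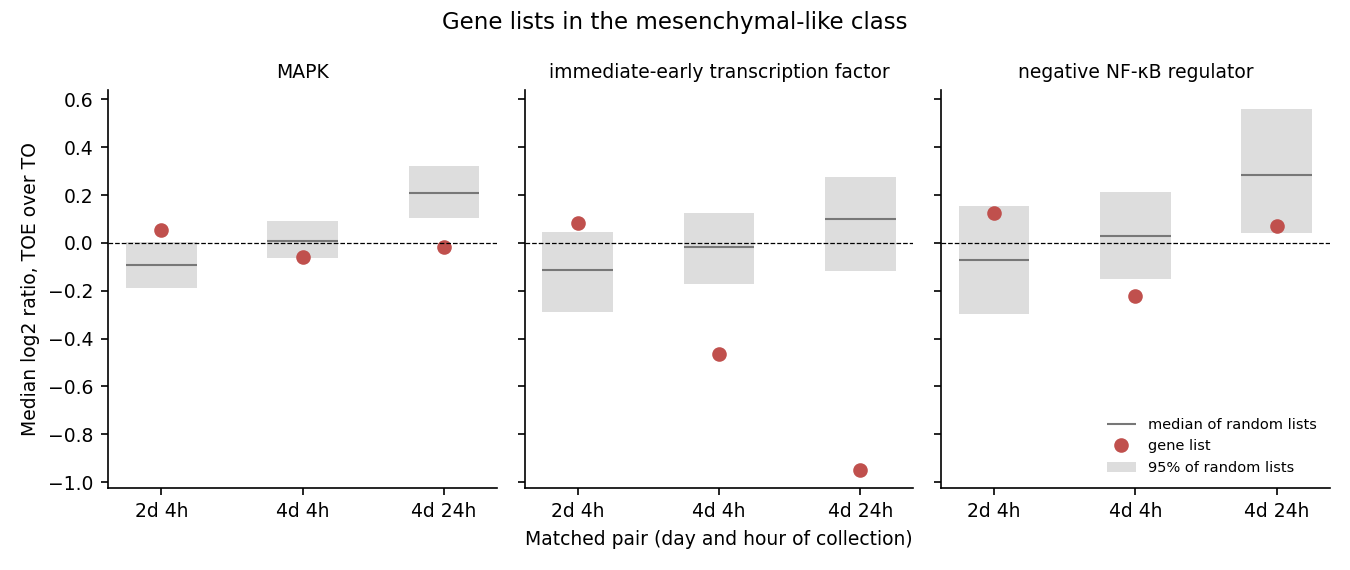
Median log2 ratio of TOE over TO in the mesenchymal-like class for the MAPK, immediate-early transcription factor and negative NF-κB regulator lists in the pairs 2d 4h, 4d 4h and 4d 24h. Red points are the lists, gray bars span 95% of the random lists and gray lines mark their medians; the immediate-early list falls from 0.08 at 2d 4h to -0.95 at 4d 24h.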

Building on prior findings [31], we subsequently examined whether SW promoted sEV release through activation of the ATP/P2X7R/p38MAPK axis. The sEV secretion capacity was indirectly assessed by intracellular levels of exosome‐related markers (CD63, TSG101, and Rab27). Our results demonstrated that SW (3 bar, 300 pulses, 5 Hz) significantly increased extracellular ATP concentration in BMSC supernatants. Concurrently, SW significantly upregulated the expression of exosomal marker proteins and phosphorylated p38MAPK (p‐p38MAPK), while P2X7 receptor (P2X7R) expression remained negligible. However, these effects were attenuated by treatment with apyrase, an ATP‐hydrolyzing enzyme. Notably, the suppression of exosomal marker expression and p‐p38MAPK levels was effectively rescued by BzATP, a P2X7R agonist. Similarly, inhibition of P2X7R or p38MAPK reduced exosomal marker protein and p‐p38MAPK levels, but these effects were reversed by BzATP supplementation (Figure 5j–l). These findings collectively indicated that BMSCs might have been a primary source of therapeutic sEVs mediating wound‐healing effects, and the enhanced sEV secretion induced by SW was regulated through the ATP/P2X7R/p38MAPK signaling axis.

### 3.5 Proteomic Analysis Revealed Distinct Protein Profiles between TO‐sEV and TOE‐sEV

Plasma‐derived sEVs were purified from TO and TOE groups at 24 h post‐second rESWT (day 5 post‐injury) and were subjected to quantitative proteomic profiling using data‐independent acquisition (DIA) mass spectrometry (Figure 6a). The volcano plot and heatmap analyses revealed that there were 357 significantly upregulated and 110 downregulated proteins in TOE‐sEVs compared to TO‐sEVs, based on a fold change (FC) threshold of ≥1.5 or ≤0.6667 and a significance level of *p* < 0.05 (Figure 6b,c). GO enrichment analysis of differentially expressed proteins showed that “cellular process” was the predominant category in biological processes, “cellular anatomical entity” in the cellular components, and “binding” and “catalytic activity” in the molecular functions, suggesting potential roles in cellular regulation and metabolic modulation (Figure 6d). KEGG pathway analysis revealed significant enrichment in the “Ribosome” pathway, while Clusters of Orthologous Groups (KOG) classification highlighted predominant enrichment in “Translation, ribosomal structure and biogenesis” (Figure 6e,f). These findings consistently underscored the central role of ribosome‐related functions and translational processes in TOE‐sEV‐mediated effects.

**FIGURE 6:**
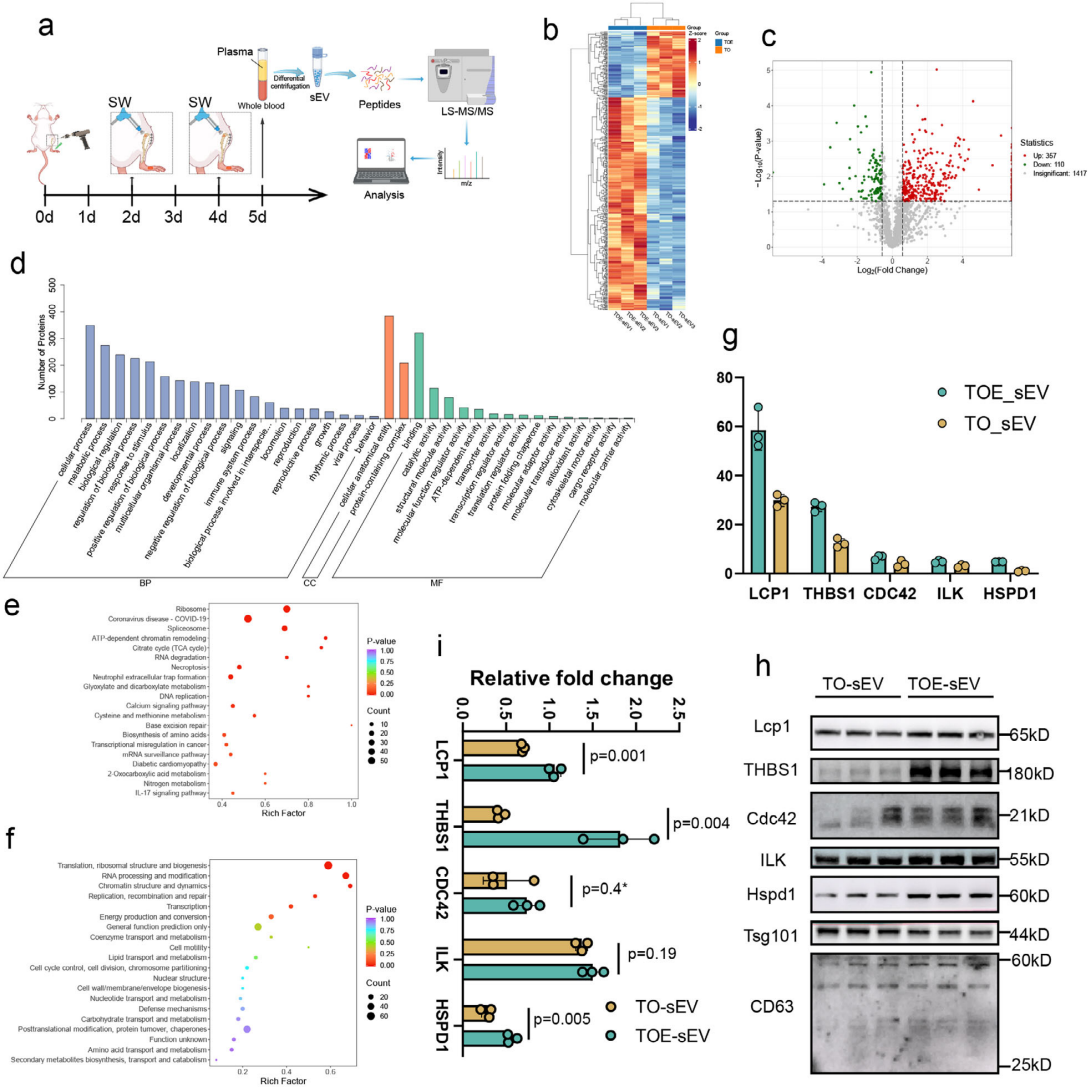
Proteomic analysis revealed distinct protein profiles between TO‐sEV and TOE‐sEV. (a) Schematic diagram illustrating the experimental workflow involving sEV isolation from day 5 post‐injury whole blood of TO and TOE groups, followed by proteomic analysis. (b) Heatmap analysis revealed the upregulated and downregulated proteins between the TOE‐sEV and TO‐sEV groups. (*n* = 3) (c) Volcano plot showed significantly upregulated and downregulated proteins between the TOE‐sEV and TO‐sEV groups. (d) Gene Ontology (GO) enrichment analysis of differentially expressed proteins was performed across three functional categories: biological process (BP), cellular component (CC), and molecular function (MF). (e) KEGG pathway enrichment analysis of total differentially expressed proteins. (f) KOG pathway enrichment analysis of total differentially expressed proteins. (g) Five candidate proteins were selected from the differentially expressed protein pool for further functional validation studies. (h,i) Western blot analysis was performed to validate the expression levels of the five candidate proteins in TO‐sEV and TOE‐sEV group. (*n* = 3) * indicated that statistical analysis was performed using the Mann‐Whitney U test. The remaining data were normally distributed, and presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

Based on proteomic statistical criteria (FC >1.5 and *p* < 0.05) and functional relevance to wound healing processes, we identified five significantly upregulated candidate proteins (Lcp1, Thbs1, Cdc42, ILK, and Hspd1) for subsequent functional validation (Figure 6g). Western blot analysis confirmed significant upregulation of Lcp1, Thbs1, and Hspd1 in TOE‐sEVs (all *p* < 0.05), consistent with the proteomic findings. However, no significant differences were observed in the expression levels of ILK and Cdc42 between the TO‐sEV and TOE‐sEV groups, indicating partial validation of the proteomic data (Figure 6h,i). This discrepancy might primarily arise from methodological differences between DIA mass spectrometry and Western blot analysis.

### 3.6 The Thbs1‐enriched Engineered sEV Enhanced Angiogenesis and Macrophage M2 Polarization In Vitro

To investigate the functional roles of specific proteins in sEV‐mediated wound healing. HEK293T cells were selected for their high transfection efficiency and sEV yield. These cells were engineered to overexpress Lcp1, Thbs1, Cdc42, ILK, and Hspd1. These sEVs were subsequently isolated from the cell supernatant for in vitro and in vivo functional studies (Figure 7a).

**FIGURE 7:**
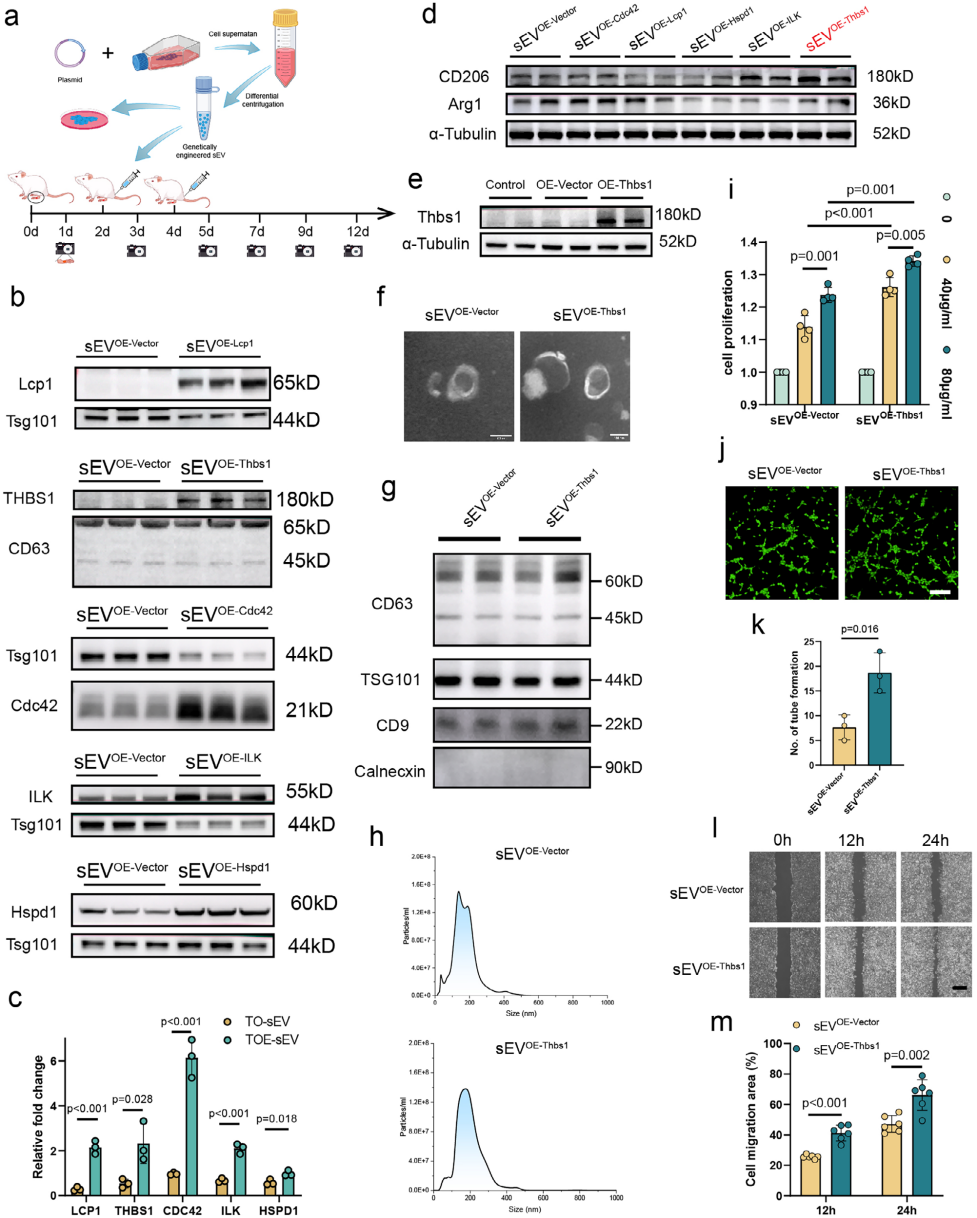
The Thbs1‐enriched engineered sEV exhibited regenerative activities in vitro. (a) Schematic diagram illustrated that supernatant‐derived engineered sEVs from 293T cells overexpressing five differentially expressed candidate proteins were isolated for subsequent in vitro and in vivo functional validation experiments. (b,c) Western blot analysis was performed to validate the expression of corresponding target proteins in engineered sEVs isolated from 293T cells overexpressing the five candidate genes. (*n* = 3) (d) The engineered sEVs overexpressing five candidate genes were applied to IL‐4‐induced BMDM cells for 24 h to evaluate alterations in M2 polarization markers (Arg1 and CD206). Thbs1‐loaded sEVs (sEV^OE‐Thbs1^) increased expression of Arg1 and CD206 markers. (e) Western blot analysis of total Thbs1 expression in untransfected, empty vector‐transfected, and Thbs1‐overexpressing 293T cells revealed negligible endogenous Thbs1 production, thereby eliminating potential confounding effects from intrinsic Thbs1 activity in subsequent functional studies. (f) Transmission electron microscopy (TEM) revealed characteristic cup‐shaped, double‐membrane structures of isolated from the sEV^OE‐Vector^ and sEV^OE‐Thbs1^ group. (scale bar: 100 nm) (g) Western blot analysis confirmed the presence of sEV markers (CD63, CD9, and TSG101) in the sEV^OE‐Vector^ and sEV^OE‐Thbs1^ groups. (h) NTA analysis revealed size distributions (a primary peak < 200 nm) of sEVs across the sEV^OE‐Vector^ and sEV^OE‐Thbs1^ groups. (i) CCK‐8 assay revealed the time‐dependent effects of sEVs on HUVEC viability at 24 h post‐treatment. (*n* = 4) (j,k) Tube formation assay demonstrated the differential angiogenic potential of the sEV^OE‐Vector^ and sEV^OE‐Thbs1^ group. (scale bar: 200 µm, *n* = 3) (l,m) Quantitative analysis of scratch wound closure revealed that sEV^OE‐Thbs1^ enhanced HUVEC cells migration compared to sEV^OE‐Vector^ at 12 and 24 h. (scale bar: 500 µm, *n* = 6) Data are presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

Optimal overexpression conditions were established by systematically evaluating protein expression levels in HEK293T cells cultured in 10 cm dishes using varying plasmid amounts (0, 1, 6, 12, and 24 µg) and transfection durations (24 and 48 h) for each target gene (Lcp1, Thbs1, Cdc42, ILK, and Hspd1). Western blot analysis identified the specific plasmid dose and time point that yielded maximal target protein expression, which were subsequently adopted for sEV production (Figure S6).

Following 48 h of transfection, sEVs were isolated from the conditioned media of HEK293T cells transfected with plasmids encoding Lcp1, Thbs1, Cdc42, ILK and Hspd1. Western blot analysis confirmed significantly elevated levels of each target protein in the respective engineered sEVs compared to empty vector controls, thereby verifying successful protein loading into sEVs (Figure 7b,c).

Preliminary screening of the five engineered sEVs for their effects on IL‐4‐induced M2 polarization of BMDMs revealed that Thbs1‐enriched sEVs (sEV^OE‐Thbs1^) uniquely enhanced the expression of M2 markers compared to control sEV (sEV^OE‐Vector^). Consequently, the sEV^OE‐Thbs1^ were prioritized for further mechanistic studies in in vitro and in vivo wound healing models. To confirm the specificity of Thbs1 overexpression, total Thbs1 protein levels (endogenous and exogenous) were assessed in untransfected HEK293T cells, empty vector‐transfected cells, and Thbs1‐overexpressing cells. Both untransfected and empty vector‐transfected cells exhibited negligible Thbs1 expression, thus ruling out interference from endogenous Thbs1 and eliminating the need for a Thbs1‐knockout control group in subsequent experiments (Figure 7d,e).

Both the sEV^OE‐Thbs1^and sEV^OE‐Vector^ exhibited characteristic cup‐shaped or discoid morphology with double‐layered membranes under the TEM analysis, and expressed exosomal markers (CD63, CD9, and TSG101), and were negative for Calnexin. NTA revealed a size distribution with a prominent primary peak below 200 nm, consistent with the expected sEV size range (Figure 7f–h).

In HUVECs, sEV^OE‐Vector^ promoted cellular proliferation in a dose‐dependent manner, and enhanced migratory capacity and tube‐forming ability in Matrigel assays (Figure 7i–m). Both the sEV^OE‐Vector^ and sEV^OE‐Thbs1^ were efficiently internalized by BMDMs, as confirmed by fluorescence tracking (Figure 8a). Flow cytometric analysis demonstrated that while sEV^OE‐Vector^ treatment had no significant modulatory effect on this LPS‐induced M1 polarization, sEV^OE‐Thbs1^ potently suppressed M1 marker expression. Conversely, sEV^OE‐Vector^ showed no modulatory effect, whereas sEV^OE‐Thbs1^ synergistically enhanced IL‐4‐mediated M2 polarization (Figure 8b–f).

**FIGURE 8:**
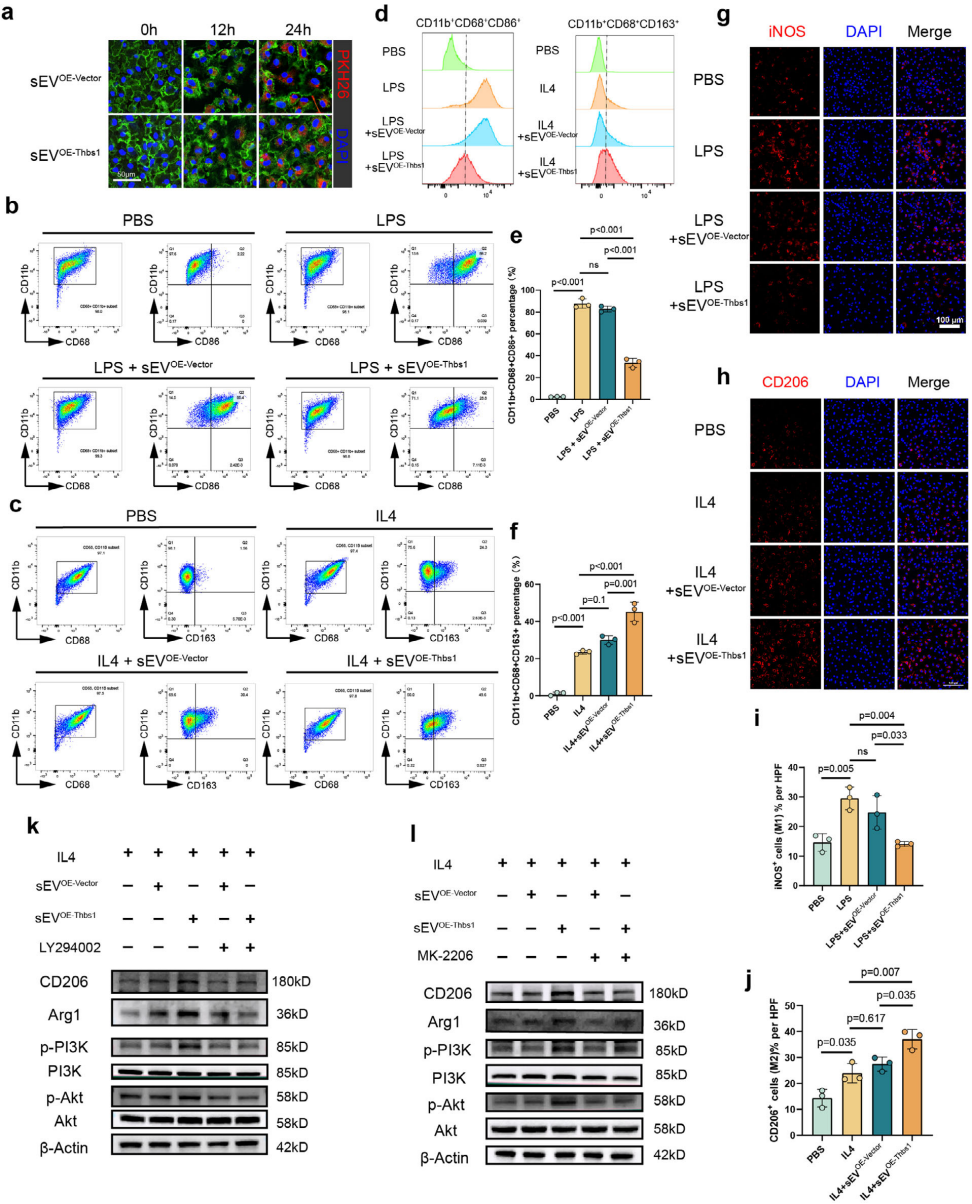
The Thbs1‐enriched engineered sEV exhibited immunomodulatory activities in vitro. (a) PKH26‐labeled the sEV^OE‐Vector^ and sEV^OE‐Thbs1^ group were internalized by BMDMs within 12 and 24 h. (Scale bar: 50 µm) (b,e) Flow cytometry was performed to evaluate the effects of sEV^OE‐Vector^ and sEV^OE‐Thbs1^ on LPS‐induced M1 BMDM macrophage polarization. (*n* = 3) (c,f) Flow cytometry was performed to evaluate the effects of sEV^OE‐Vector^ and sEV^OE‐Thbs1^ on IL4‐induced M2 BMDM macrophage polarization. (*n* = 3) d. Flow cytometry histogram overlay revealed that sEV^OE‐Thbs1^ treatment significantly attenuated LPS‐induced M1 macrophage polarization while promoting IL‐4‐driven M2 macrophage polarization compared to sEV^OE‐Vector^ controls. (g,i) Immunofluorescence imaging analysis was performed to measure the effects of sEV^OE‐Vector^ and sEV^OE‐Thbs1^ on LPS‐induced M1 BMDM macrophage polarization. (scale bars: 100 µm, *n* = 3) (h,j) Immunofluorescence imaging analysis was performed to measure the effects of sEV^OE‐Vector^ and sEV^OE‐Thbs1^ on IL‐4‐induced M2 BMDM macrophage polarization. (scale bars: 100 µm, *n* = 3) (k,l) Western blot analysis was performed to evaluate the effects of sEV^OE‐Vector^ and sEV^OE‐Thbs1^ on IL‐4‐induced M2 BMDM macrophage polarization markers (Arg1 and CD206) and PI3K/AKT signaling pathway activation. Data are presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

Immunofluorescence analysis further elucidated the regulatory effects of thses sEVs on macrophage polarization dynamics. Treatment with sEV^OE‐Thbs1^ significantly attenuated LPS‐induced M1 polarization, whereas sEV^OE‐Vector^ exhibited no significant modulatory effect. Conversely, in the M2 polarization paradigm, sEV^OE‐Thbs1^ synergistically enhanced IL‐4‐induced M2 polarization, as evidenced by increased expression of M2 markers. In contrast, sEV^OE‐Vector^ showed no significant impact on M2 marker expression, consistent with its lack of effect on M1 polarization (Figure 8g–j). These findings collectively demonstrated the selective immunomodulatory capacity of sEV^OE‐Thbs1^ in bidirectional regulation of macrophage polarization, promoting a shift from an M1 to an M2 phenotype. Western blot analysis corroborated these findings, showing that LPS‐induced iNOS expression was significantly reduced by sEV^OE‐Thbs1^ but remained unaffected by sEV^OE‐Vector^ treatment. In contrast, sEV^OE‐Thbs1^ significantly augmented IL‐4‐induced expression of M2 markers (Arg1 and CD206) compared to sEV^OE‐Vector^. Importantly, we found that the sEV^OE‐Thbs1^‐mediated promotion of IL‐4‐induced M2 polarization was associated with activation of the PI3K/AKT pathway. Pharmacological inhibition of either PI3K (LY294002) or AKT (MK‐2206) effectively suppressed the upregulation of M2 markers, indicating that sEV^OE‐Thbs1^ regulated macrophage polarization, at least in part, through the PI3K/AKT signaling pathway in IL‐4‐stimulated BMDMs (Figure 8k,l).

### 3.7 The Thbs1‐Enriched Engineered sEV Promote Wound Healing with Angiogenesis and Modulation of Macrophage Polarization In Vivo

A full‐thickness excisional wound model was established on the dorsal foot of eighteen 8‐week‐old SD rats. Engineered sEVs were administered via local injection into the wound bed on days 2 and 4 post‐injury. On days 5, 7, 9, and 12 post‐injury, the sEV^OE‐Thbs1^ group showed significantly accelerated wound closure relative to both the sEV^OE‐Vector^ and PBS control groups. No significant difference was observed between the sEV^OE‐Vector^ and PBS groups at these time points (Figure 9a,b; and Table S3). Histopathological evaluation revealed that the sEV^OE‐Thbs1^ group exhibited superior tissue regeneration relative to both sEV^OE‐Vector^ and PBS groups. The sEV^OE‐Thbs1^ group exhibited significantly increased epidermal thickness, augmented collagen deposition, enhanced neovascularization as assessed by CD31 immunofluorescence, and upregulated expression of Col1 and Col3 (Figure 9c–h). Immunofluorescence analysis at day 5 post‐injury demonstrated distinct macrophage polarization patterns among the treatment groups. The PBS group displayed the highest accumulation of LPS‐induced M1 macrophages (iNOS^+^cells), while the sEV^OE‐Vector^ group failed to significantly modulate M1 macrophage populations. In contrast, the sEV^OE‐Thbs1^ group effectively reduced M1 macrophage infiltration, while markedly increasing the proportion of IL4‐induced M2 macrophages (CD206^+^cells), an effect not observed with sEV^OE‐Vector^ (Figure 9i–l). Western blot analysis corroborated these findings, showing that sEV^OE‐Thbs1^ upregulated expression of M2 markers (Arg1 and CD206) and VEGFA in IL4‐induced BMDM while downregulating the M1 marker (iNOS) expression in LPS‐induced BMDM compared to both PBS and sEV^OE‐Vector^ groups (Figure 9m). These findings collectively suggested that the sEV^OE‐Thbs1^ might have promoted cutaneous wound healing through dual mechanisms of enhancing angiogenesis and modulating macrophage polarization.

**FIGURE 9:**
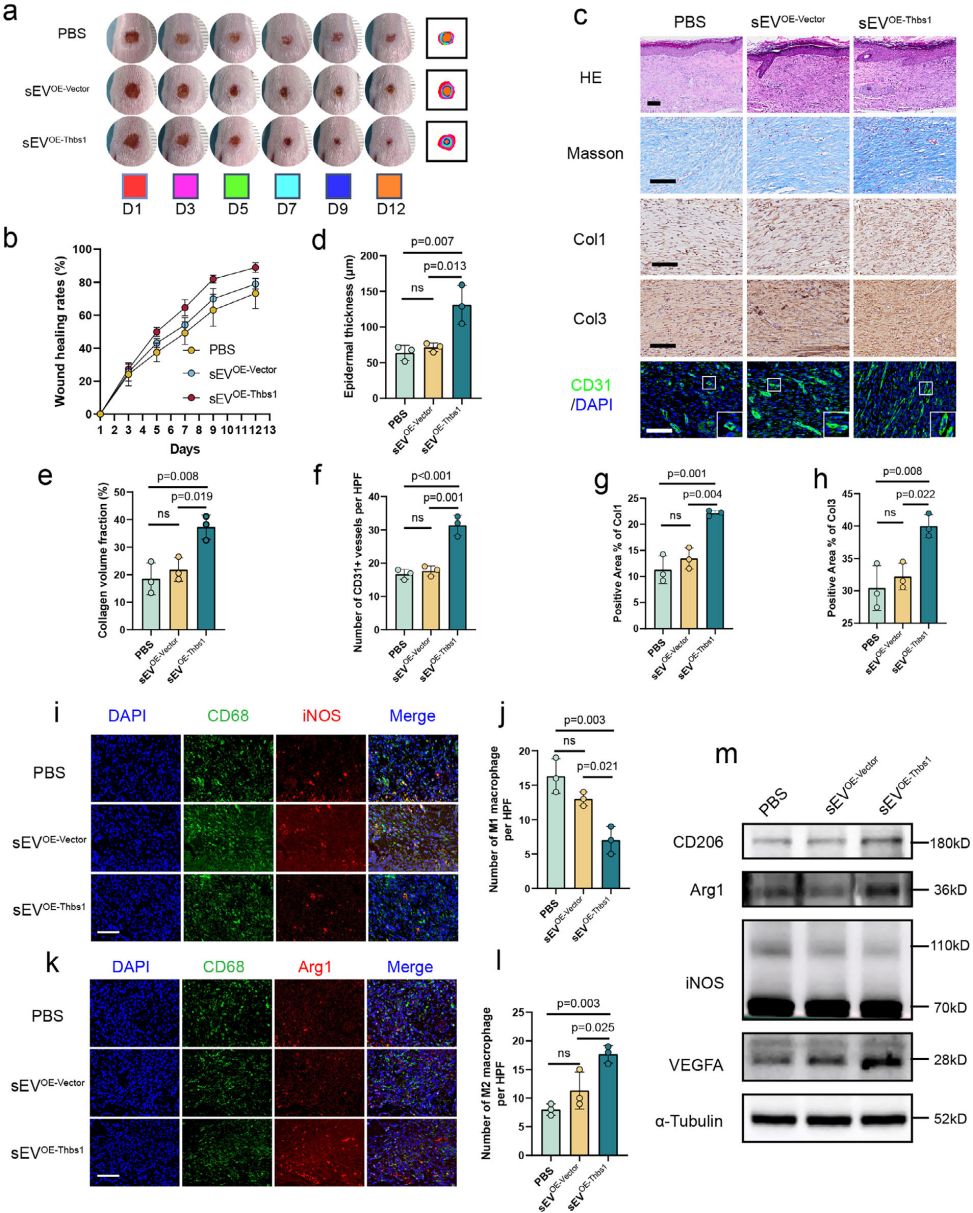
The Thbs1‐enriched engineered sEV promote wound healing with angiogenesis and modulation of macrophage polarization in vivo. (a) Gross images of rat dorsal foot wound healing progression on days 1, 3, 5, 7, 10, and 12 post‐injury demonstrated that local administration of sEV^OE‐Thbs1^ on postoperative days 2 and 4 significantly enhanced wound closure rates compared to sEV^OE‐Vector^ controls. (b) Quantitative analysis of wound healing rates across the five groups was performed using ImageJ software. (*n* = 6) (c–h) Representative histological images (H&E and Masson staining) and immunohistochemical/immunofluorescence staining (Col1, Col3, and CD31) with corresponding quantitative analyses are presented for three groups at day 12 post‐injury. (Scale bars: 100 µm, *n* = 3). (i–l) Immunofluorescence analysis of wound tissues collected on day 5 post‐injury demonstrated differential expression levels of iNOS (M1 macrophage marker) Arg1 and CD206 (M2 macrophage marker) and among the PBS, sEV^OE‐Vector^ and sEV^OE‐Thbs1^ groups. (scale bars: 100 µm, *n* = 3) (m) Western blot analysis of wound tissues collected on day 5 post‐injury revealed differential expression of COL3A1, COL1A1, iNOS, CD206, Arg1, and VEGFA among the PBS, sEV^OE‐Vector^ and sEV^OE‐Thbs1^ groups. Data are presented as the mean ± SD. ns, not significant. *p* < 0.05 was regard as statistically significant.

## 4 Discussion

This study established a novel mechanobiological paradigm wherein rESWT application to the tibial osteotomy site (TOE) systemically enhanced distant wound healing via sEV‐mediated signaling. This approach offered a promising less‐invasive clinical alternative for challenging wound cases, particularly in diabetic or aged patients with impaired healing capacity.

Wound healing is a complex process influenced by numerous endogenous and exogenous factors. Imperfect healing can lead to dysregulated inflammatory responses, excessive fibrosis, or uncontrolled cell proliferation, thereby contributing to pathological conditions such as cancer, fibrosis, or chronic inflammation [32]. Conventional wound management strategies such as debridement, skin transplantation, advanced dressing applications, and hyperbaric oxygen therapy have remained constrained by prolonged healing processes, substantial financial burdens, immunological incompatibility, and frequent infectious complications, collectively driving the demand for innovative regenerative solutions [5, 6].

Recently, the modified Ilizarov tibial cortical transverse transport (TTT) technique, which leverages the tension‐stress effect, has been successfully employed in clinical practice for years to treat diabetic foot ulcers and lower limb ischemic ulcers [9, 33], with reported healing rates as high as 90% [34, 35]. Intriguingly, Li et al. extended this approach to cranial bone transport (CBT), which enhanced meningeal lymphatic drainage to mitigate ischemic stroke damage, promoted rapid neuronal functional recovery [36], and ameliorated Alzheimer's disease pathology [37].

Inspired by TTT, our study innovatively replaced the gradual mechanical distraction with rapid shock wave stimulation to evaluate its effects on wound healing, with the ultimate goal of improving diabetic foot ulcer treatment. Comparative analysis revealed that TOE achieved healing outcomes comparable to TTT, while offering advantages in minimal invasiveness and reduced costs associated with external fixation. To establish an effective rESWT protocol, we initially selected parameters based on their impact on BMSC and MC3T3E1 viability. Previous finite element analyses had indicated that higher radial shockwave pressure amplitudes enhanced pressure transmission to osseous tissues [29]; however, these studies did not consider cellular biological responses. In the present study, we systematically assessed the effects of varying pressure levels and impulse counts on the viability of BMSCs and MC3T3E1 in vitro. Based on these findings, an optimal stimulation protocol was established, utilizing a pressure of 3 bar, 300 impulses, and a frequency of 5 Hz. To contextualize the selection of rESWT, we compared our findings with prior studies that had investigated the effects of rESWT on mesenchymal stem cells. Notably, one study reported that a protocol of 2 bar, 600 impulses, and 5 Hz promoted subchondral bone progenitor cell self‐renewal [38]. Similarly, another study demonstrated that human mesenchymal stem cells treated with 2 bar, 1000 impulses, and 5 Hz exhibited maximal vitality after 11 days [39]. Discrepancies between these outcomes and our findings might have been attributed to differences in shock wave application methodologies. In our study, rESWT was delivered to BMSCs and MC3T3E1 osteoblasts suspended in Eppendorf tubes, whereas the referenced studies utilized a radial shock wave applicator to treat floating MSCs positioned below the liquid surface. Additionally, bone flap preservation in TOE significantly contributed to enhanced wound healing. Preliminary experiments on tibial osteotomy with bone flap preservation demonstrated accelerated wound healing following rESWT compared to non‐preserved groups, suggesting that preserved bone flaps might enhance deep tissue energy absorption from shock waves. In contrast, early soft tissue (e.g., blood clots) in non‐preserved groups might limit energy absorption, though this mechanical mechanism warranted further investigation.

Skin wound repair constitutes a highly complex and tightly regulated process that orchestrates the spatiotemporal reorganization of multiple cell types. Macrophages played a pivotal role in normal wound healing and tissue regeneration, serving as primary regulators of the inflammatory phase [40]. Monocytes were recruited to the wound site within 48–96 h post‐injury, where they differentiate into tissue‐activated macrophages [41]. During the early inflammatory phase, macrophages accumulating at ulcer sites exhibited a “classically activated” pro‐inflammatory M1 phenotype, characterized by expression of inflammatory cytokines and chemokines such as interleukin‐1β (IL‐1β), IL‐12, and tumor necrosis factor‐α (TNF‐α) [42]. To prevent excessive inflammatory responses, these macrophages subsequently polarized into an anti‐inflammatory M2 phenotype, secreting resolution mediators including IL‐10 and transforming growth factor‐β (TGF‐β) to promote inflammation resolution and tissue remodeling [43]. In our study, the TOE group exhibited a significant reduction in M1 macrophage markers and a concomitant increase in M2 markers compared to both TO and control groups at day 5 post‐injury. Notably, administration of the sEV inhibitor GW4869 reversed this pro‐reparative polarization, restoring M1 dominance and suppressing M2 populations, thus confirming the essential role of plasma‐derived sEVs in mediating TOE‐induced macrophage polarization in the wound tissues.

Extracellular vesicles can facilitate intercellular transfer of diverse functional cargoes, including proteins, lipids, microRNAs, other RNAs, and DNA [44, 45]. sEVs, ranging from 30–200 nm, are secreted by nearly all cell types [46]. Stem cell‐derived sEVs served as pivotal mediators of stem cell paracrine effects, offering an ideal cell‐free therapeutic strategy for wound healing [47]. Mesenchymal stem cell (MSC)‐derived sEVs carried pro‐angiogenic and immunomodulatory cytokines, such as VEGF, TGF‐β1, IL‐6, and IL‐10, which collectively enhanced vascularization and immune regulation [48]. Previous studies have reported that epidermal stem cell‐derived sEVs promoted alternative (M2) macrophage polarization, and accelerated diabetic ulcer healing [49, 50], while BMSC‐derived sEVs carrying miR‐146a‐5p promoted diabetic wound healing in mice by modulating macrophage M1/M2 polarization [51]. Analysis of scRNA‐seq data from the tibial osteotomy site indicated that MSCs might have served as the cellular source of sEVs mediating wound healing. Additionally, our study demonstrated that shock wave (SW) stimulation promoted the secretion of sEVs from BMSCs. The P2X7 receptor (P2X7R) is closely associated with extracellular vesicle secretion. Activation of P2X7R triggered downstream phosphorylation of p38 MAPK and activation of ROCK, thereby promoting the release of large extracellular vesicles. Furthermore, it induced NLRP3 inflammasome formation, facilitating the release of sEVs [52]. Our study indicated that SW stimulation enhanced extracellular ATP release, activated P2X7R and promoted p38 MAPK phosphorylation, which increased the expression of sEV markers, such as CD63 and TSG101. However, the mechanism by which p38 MAPK phosphorylation influenced sEV release required further investigation.

Our study demonstrated that sEVs isolated from the whole blood of the TOE group exhibited significant pro‐healing effects both in vitro and in vivo. Specifically, TOE‐sEVs enhanced HUVEC proliferation, migration, and tube formation, as well as the migration of HaCaT keratinocytes and HSFs. Furthermore, TOE‐sEVs modulated macrophage polarization by reducing LPS‐induced M1 markers and increasing IL‐4‐induced M2 markers. In vivo, TOE‐sEV treatment accelerated wound closure and shifted the macrophage balance toward a pro‐reparative phenotype. To further investigate which factors carried by TOE contributed to its effects, we performed proteomic analysis on sEVs.

Proteomic profiling of TOE‐sEVs versus TO‐sEVs identified five differentially expressed candidate proteins, which were subsequently investigated through engineered sEVs. Engineered sEVs, enhanced through genetic engineering, chemical modification, and polymer hybridization, offer improved targeting, stability, and drug‐loading capacity, with potential applications in cancer therapy, inflammatory diseases, and tissue regeneration [53]. Given their high EV secretion capacity and genetic tractability [54], HEK‐293T cells were selected as donor cells for sEV production. Critically, Thbs1‐overexpressing sEVs (sEV^OE‐Thbs1^) significantly enhanced IL‐4‐induced M2 polarization markers, promoted HUVEC proliferation, migration, and tube formation, and accelerated in vivo wound closure by concurrently modulating macrophage polarization and stimulating angiogenesis.

Thrombospondin‐1 (Thbs1, also known as TSP‐1) is a multifunctional extracellular matrix protein that regulates diverse biological processes, including tissue healing [55]. However, its role in wound healing remains controversial. Emerging evidence demonstrated Thbs1 inhibited cutaneous wound repair, with transgenic mice overexpressing Thbs1 in keratinocytes exhibiting delayed healing, reduced granulation tissue formation, and impaired angiogenesis [56]. Additionally, Thbs1 suppressed fibroblast migration in vitro and in vivo [56]. Compellingly, rescue experiments revealed that miR‐27b‐mediated Thbs1 downregulation restored bone marrow‐derived angiogenic cell function and accelerated wound healing [57], while miR‐221‐3p similarly promoted diabetic wound repair through Thbs1 targeting [58]. These collective findings established Thbs1 as a negative regulator of skin wound healing through its pleiotropic suppression of angiogenesis, fibroblast motility, and granulation tissue formation. Conversely, public single‐cell RNA sequencing data from murine wound skin revealed that Thbs1+ keratinocytes represented a distinct migratory subpopulation that actively promoted epidermal wound healing [59], and TSP‐1 deficiency resulted in impaired wound healing and prolonged inflammatory responses [60, 61]. Furthermore, accumulating evidence identified TSP‐1 as a critical regulator of immune responses [62]. In the presence of inflammatory cytokines, TSP‐1 accelerated neutrophil and macrophage apoptosis in a dose‐dependent manner, and enhanced macrophage‐mediated efferocytosis of neutrophils [63], consistent with prior findings that TSP‐1 served as a molecular bridge between neutrophils and macrophages to facilitate phagocytic clearance [61]. Notably, under anti‐inflammatory conditions (IL‐4/IL‐13 or IL‐10), TSP‐1 upregulated M2 macrophage markers (CD206 and Arg1), promoting a pro‐reparative (M2) phenotype [63].

These results are consistent with our findings that Thbs1‐overexpressing sEV significantly enhances IL‐4‐induced macrophage polarization, as evidenced by upregulated expression of M2 markers (CD206 and Arg1). Mechanistically, this effect appeared to be mediated through PI3K/Akt signaling pathway activation. This aligned with prior findings that Thbs1 strongly activated the PI3K pathway in glioblastoma [64] and oral squamous cell carcinoma [65].

### 4.1 Limitation of Studies

The current rESWT parameters for tibial osteotomy site stimulation were optimized based on the in vitro viability assays of BMSC and MC3T3E1 osteoblasts, it remained to be systematically investigated, however, whether these parameters would be optimal for promoting heterotopic wound healing, particularly in the context of diabetic foot wounds. Additionally, the mechanobiological mechanisms underlying rESWT‐induced effects at the osteotomy site remained unelucidated. Future studies should employ finite element modeling to characterize mechanical force distribution and cellular response thresholds at the osteotomy site.

While sEVs played a significant role in mediating TOE‐accelerated wound healing, the potential contributions of alternative signaling pathways remained unexplored. Additionally, the plasma sEVs isolated via differential ultracentrifugation may contain heterogeneous impurities, which could also confound the results. Future research will thus utilize commercial sEV isolation kits to achieve higher purity. Although sc‐RNA seq data suggested BMSCs as the primary source of pro‐healing sEVs, the ubiquitous expression of conventional sEV markers across multiple cell types necessitated rigorous validation using lineage‐specific genetic models.

Notably, stem cell‐derived sEVs represent an advanced therapeutic strategy for diabetic foot. However, their clinical application lacks standardized protocols, such as unified dosage and administration frequency, and the heterogeneity in sEVs composition may lead to variability in therapeutic efficacy. In this study, plasma‐derived sEVs were not used directly as therapeutics but served as carriers for TOE to enhance ectopic wound repair. Should sEVs be developed as stand‐alone therapeutic agents, further studies would be necessary to elucidate their targeting mechanisms, pharmacokinetic profiles, optimal dosing, and treatment duration. Compared to stem cell‐derived sEVs, the TOE model offers superior potential for procedural standardization, analogous to the established use of TTT combined with localized wound care for diabetic foot ulcers (DFU), thereby supporting more consistent and effective wound healing. At the same time, caution is warranted against potential complications, including wound infection, nonunion, and osteomyelitis.

The contributions of other sEV cargo components, such as non‐coding RNAs, lipids, or post‐translationally modified proteins, to wound healing remained uncharacterized, though we performed comprehensive proteomic profiling of TOE‐sEVs. Consequently, the mechanistic basis underlying TOE‐sEV‐mediated wound repair had not been fully elucidated. In subsequent studies, the components within TOE‐sEVs, such as microRNAs or mRNAs, should be systematically explored to further elucidate their roles in wound healing.

While Thbs1‐overexpressing engineered sEV provided a robust model for investigating TOE‐sEV function, key aspects such as the loading efficiency of recombinant Thbs1, safety profiles, and pharmacokinetics remained unexplored. Consequently, further research was essential to evaluate the feasibility and safety of directly employing engineered sEVs as a therapeutic strategy for wound healing. Moreover, whether pathways beyond PI3K/AKT signaling were involved in Thbs1‐overexpressing engineered sEV‐mediated M2 polarization of IL‐4‐induced BMDMs remained unknown.

Finally, the therapeutic efficacy and underlying mechanisms of the TOE strategy for diabetic ulcer healing remained to be fully elucidated. Future studies should explore the application of TOE in diabetic foot ulcer treatment through comprehensive animal models and clinical trials to validate its clinical potential.

## Funding

This work was supported by the Natural Science Foundation of China (Grant number 31970090) and Natural Science Foundation of Jilin (Grant number YDZJ202601ZYTS761).

## Ethics Statement

This study was approved by the Ethics Committee of the First Hospital of Jilin University (Approval No. JDYY20250651).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs73673‐sup‐0001‐SuppMat.docx.

**Supporting File 2**: advs73673‐sup‐0002‐Data.zip.

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. Single‐cell data were uploaded to the GEO database (GSE314229).

# Supplementary material for: Early Radial Extracorporeal Shockwave Stimulation on Proximal Tibial Circular Osteotomy Site Enhanced Heterotopic Skin Wound Healing via Small Extracellular Vesicles
**Source:** Adv Sci (Weinh). 2026 Jan 8;13(16):e17257. doi: 10.1002/advs.202517257
**Supplement:** Supplementary file 1 — Supporting File 1: advs73673‐sup‐0001‐SuppMat.docx.

**Early Radial Extracorporeal Shockwave Stimulation on Proximal Tibial Circular Osteotomy Site Enhanced** **Heterotopic Skin Wound Healing via Small Extracellular Vesicles**

***Supplementary Material***

**Supplementary Fig.1. The effects of radial extracorporeal wave treatment (rESWT) with varying parameters on the viability of BMSC and MC3T3E1 osteoblast cells.**

**Supplementary Fig.2. Comparison of wound healing rates among TOE, TTT, rESWT alone, and TOE without bone flap preservation.**

**Supplementary Fig.3. Marker genes annotated for each indicated cell type in the scRNA-seq data.**

**Supplementary Fig.4. GO and KEGG analyses of differentially expressed genes in mesenchymal cells (MSCs) between (a)TO-2d-4h and TOE-2d-4h, (b)TO-2d-24h and TOE-2d-24h, (c)TO-4d-24h and TOE-4d-24h in the scRNA-seq data.**

**Supplementary Fig.5. Violin plots illustrating the distribution of exosomal markers (CD9, CD63, CD81, TSG101, Rab27a, Flot1, and Flot2) across distinct cell subpopulations.**

**Supplementary Fig.6. Overexpression of five candidate genes using varying plasmid amounts and their expression levels at 24 and 48 hours.**

**Supplementary Table.1. Quantitative analysis of wound healing rates across the five groups, corresponding to Figure 1d.**

**Supplementary Table.2. Quantitative analysis of wound healing rates across PBS, TO-sEV, and TOE-sEV groups, corresponding to Figure 4d.**

**Supplementary Table.3. Quantitative analysis of wound healing rates across PBS, sEV^OE-Vector^, and sEV^OE-Thbs1^ groups, corresponding to Figure 9b.**

**Supplementary Table.4. Quantitative analysis of wound healing rates across the five groups, corresponding to Supplementary Fig.2.**

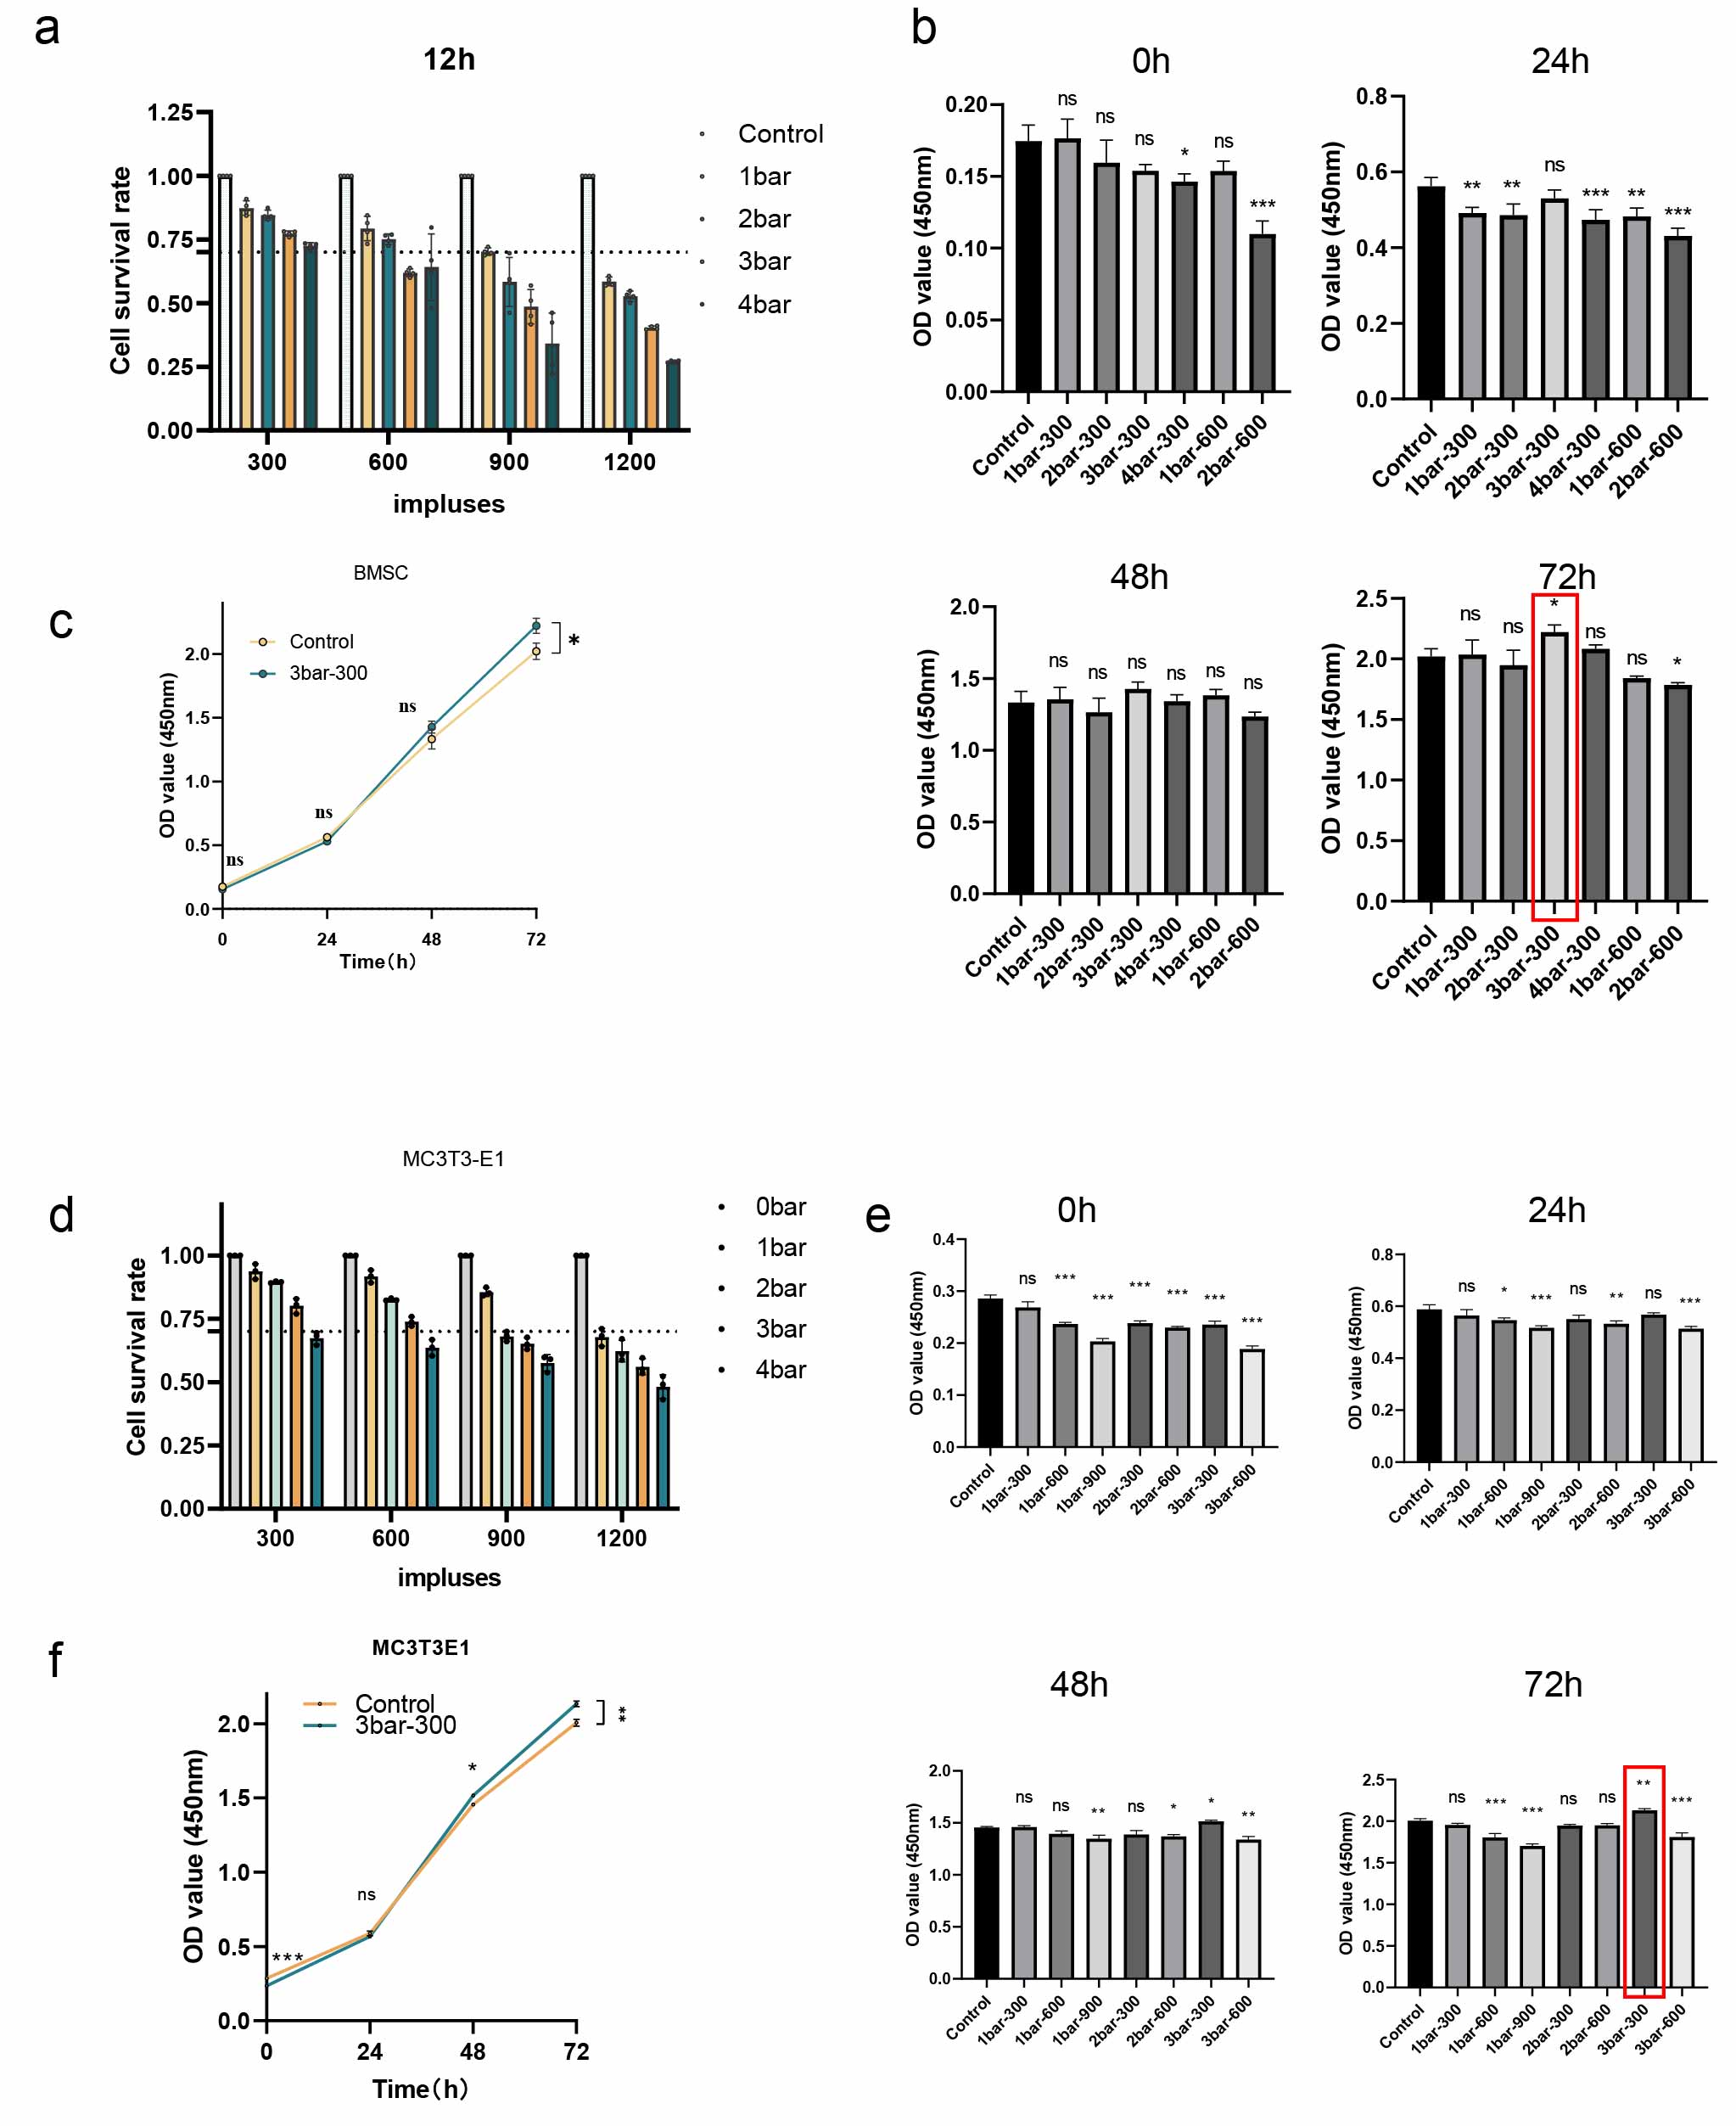

**Supplementary Fig.1. The effects of radial extracorporeal wave treatment (rESWT) with varying parameters on the viability of BMSC and MC3T3E1 osteoblast cells. a and d.** At the 12-hour time point, the viability of both BMSC and MC3T3E1 osteoblast cells exhibited a progressive decline with increasing shock wave pressure (1–4 bar) and stimulation frequency (300–1200 impulses), suggesting that higher energy doses may adversely affect cell survival. Based on these observations, only pressure-impulse combinations maintaining >70% viability at 12 hours were selected for subsequent experiments to ensure cellular fitness while retaining therapeutic potential (n=4). **b.** Immediately after treatment, the 4 bar-300 impulse and 2 bar-600 impulse groups showed significantly lower BMSC viability compared to controls (p<0.05). At 24 hours, all groups except 3 bar-300 impulses (which showed marginal reduction) exhibited significant decreases in BMSC viability. By 48 hours, no significant differences persisted between any treatment group and controls. Notably, at 72 hours, divergent effects emerged: the 3 bar-300 impulse group demonstrated significantly enhanced BMSC viability (p<0.05), while the 2 bar-600 impulse group remained suppressed (p<0.05), suggesting parameter-dependent temporal patterns in cellular recovery and proliferation. **c.** The line graph demonstrated a sustained increase in optical density (OD) values from 0 to 72 hours in the 3 bar-300 impulse group, with values significantly exceeding those of the control group by 72 hours (*p < 0.05). **e.** Immediately after treatment, all groups showed significantly lower MC3T3E1 osteoblast viability compared to controls (p<0.05), except for the 1 bar-300 impulse group. At 24 hours, all groups exhibited significant decreases in MC3T3E1 osteoblast viability, except for the 1 bar-300 impulse, 2 bar-300 impulse, and 3 bar-300 impulse groups. At 48 and 72 hours, the 3 bar-300 impulse group showed a significant increase in MC3T3E1 osteoblast viability compared to the control group **(f.)**. These results suggested that 3 bar-300 impulse stimulation not only enhances the proliferative activity of BMSC and MC3T3E1 osteoblast but also maintains this beneficial effect without observable cytotoxic accumulation throughout the 72-hour observation period. Data are presented as the mean ± SD. ns, not significant. p < 0.05 was regard as statistically significant.

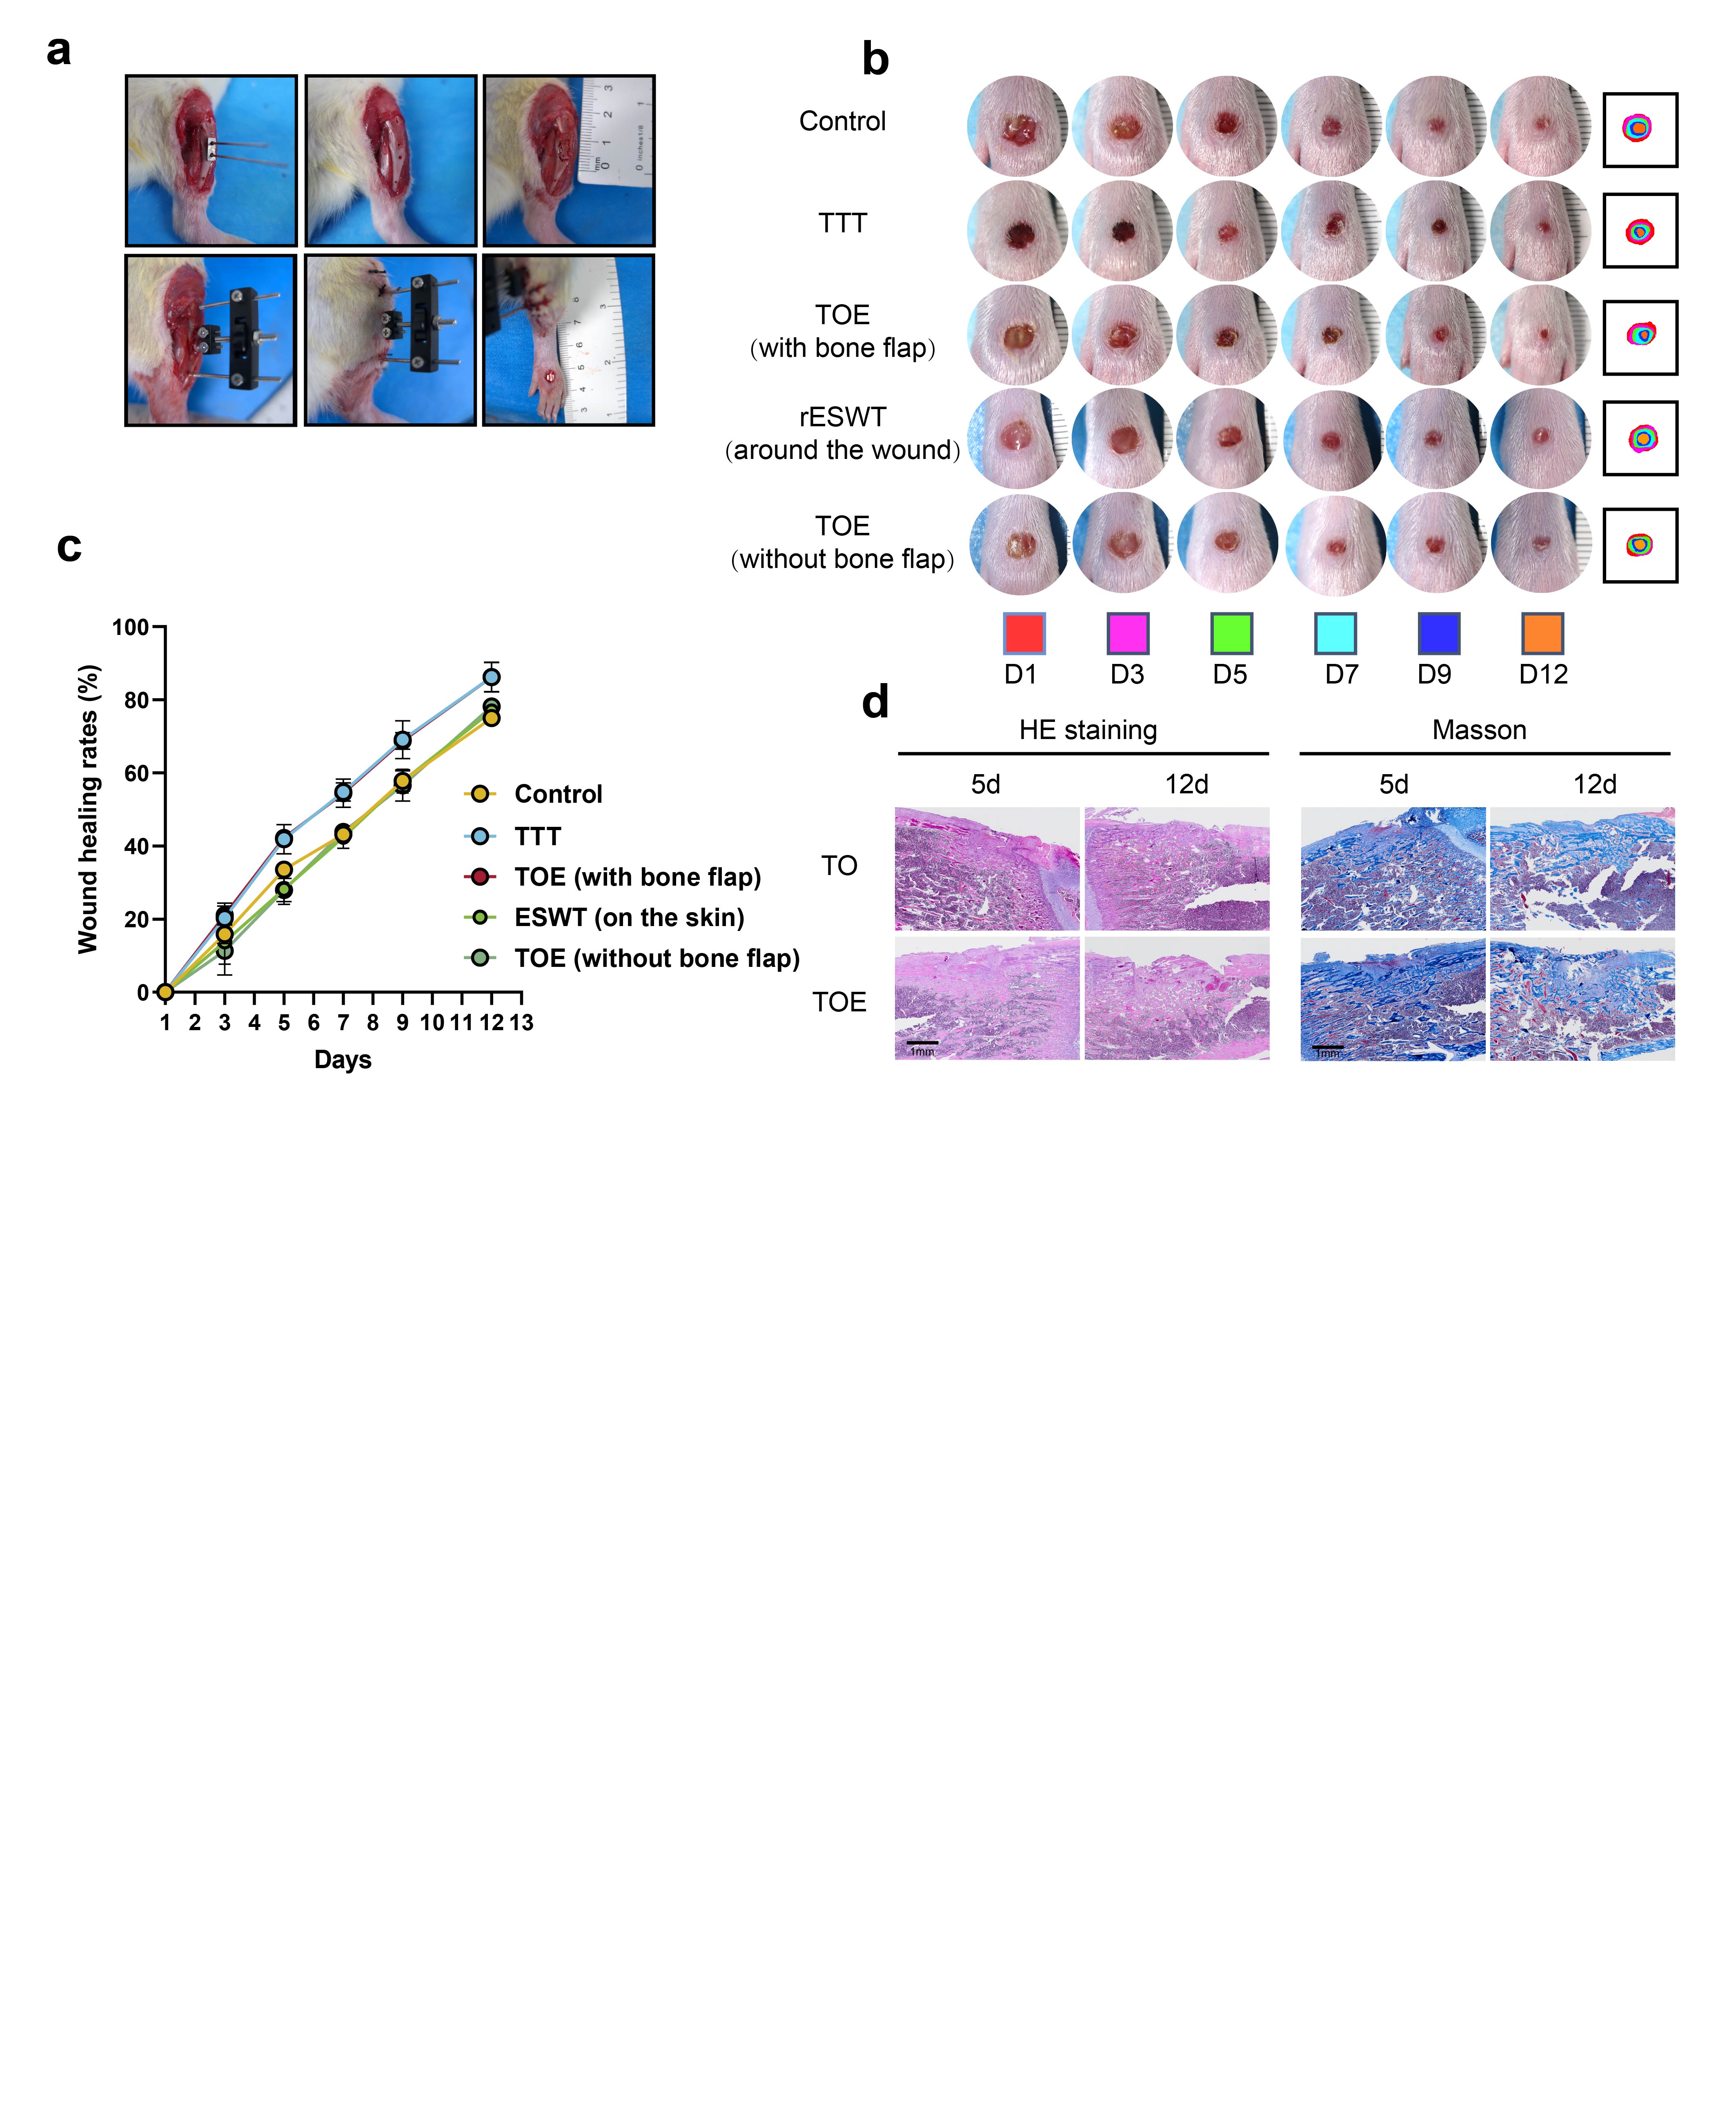

**Supplementary Fig.2. Comparison of wound healing rates among TOE, TTT, rESWT alone, and TOE without bone flap preservation.**

**a.** Surgical Procedure for Tibial Transverse Transport (TTT). In brief, eight-week-old rats were anesthetized with isoflurane, and the proximal of tibia was exposed. A drill guide was used to position and drill holes with 0.8 mm diameter Kirschner wires (K-wires) to outline the bone segment. After removing the guide, additional K-wires were employed around the initial holes to create an 8 mm × 4 mm rectangular bone segment, which was then mobilized. Screws were sequentially installed according to the external fixator assembly protocol. Finally, a 4 mm diameter full-thickness skin defect was created on the distal dorsal foot. Following a three-day postoperative latency period, the bone segment was transversely distracted outward at 0.25 mm every 12 hours for three days, achieving a total transport distance of 1.5 mm. After maintaining this position for three days, the bone segment was compressed inward at the same rate of 0.25 mm every 12 hours for three days.

**b.** Gross images of rat dorsal foot wounds on days 1, 3, 5, 7, 9 and 12 post-injury. The control group consisted of a skin wound healing model without any additional interventions. TTT underwent Tibial Transverse Transport Surgical Procedure. TOE (with bone flap preservation) underwent both tibial osteotomy and rESWT. TOE (without bone flap preservation) underwent both tibial osteotomy (removal of the bone flap) and rESWT. The rESWT (alone) group received rESWT applied directly to the wound periphery without any tibial surgical intervention.

**c.** Quantitative analysis of wound healing rates across the five experimental groups was performed using ImageJ software. (n=3)

**d.** Representative H&E and Masson-stained sections of the tibial osteotomy sites on postoperative days 5 and 12 between TO and TOE groups.

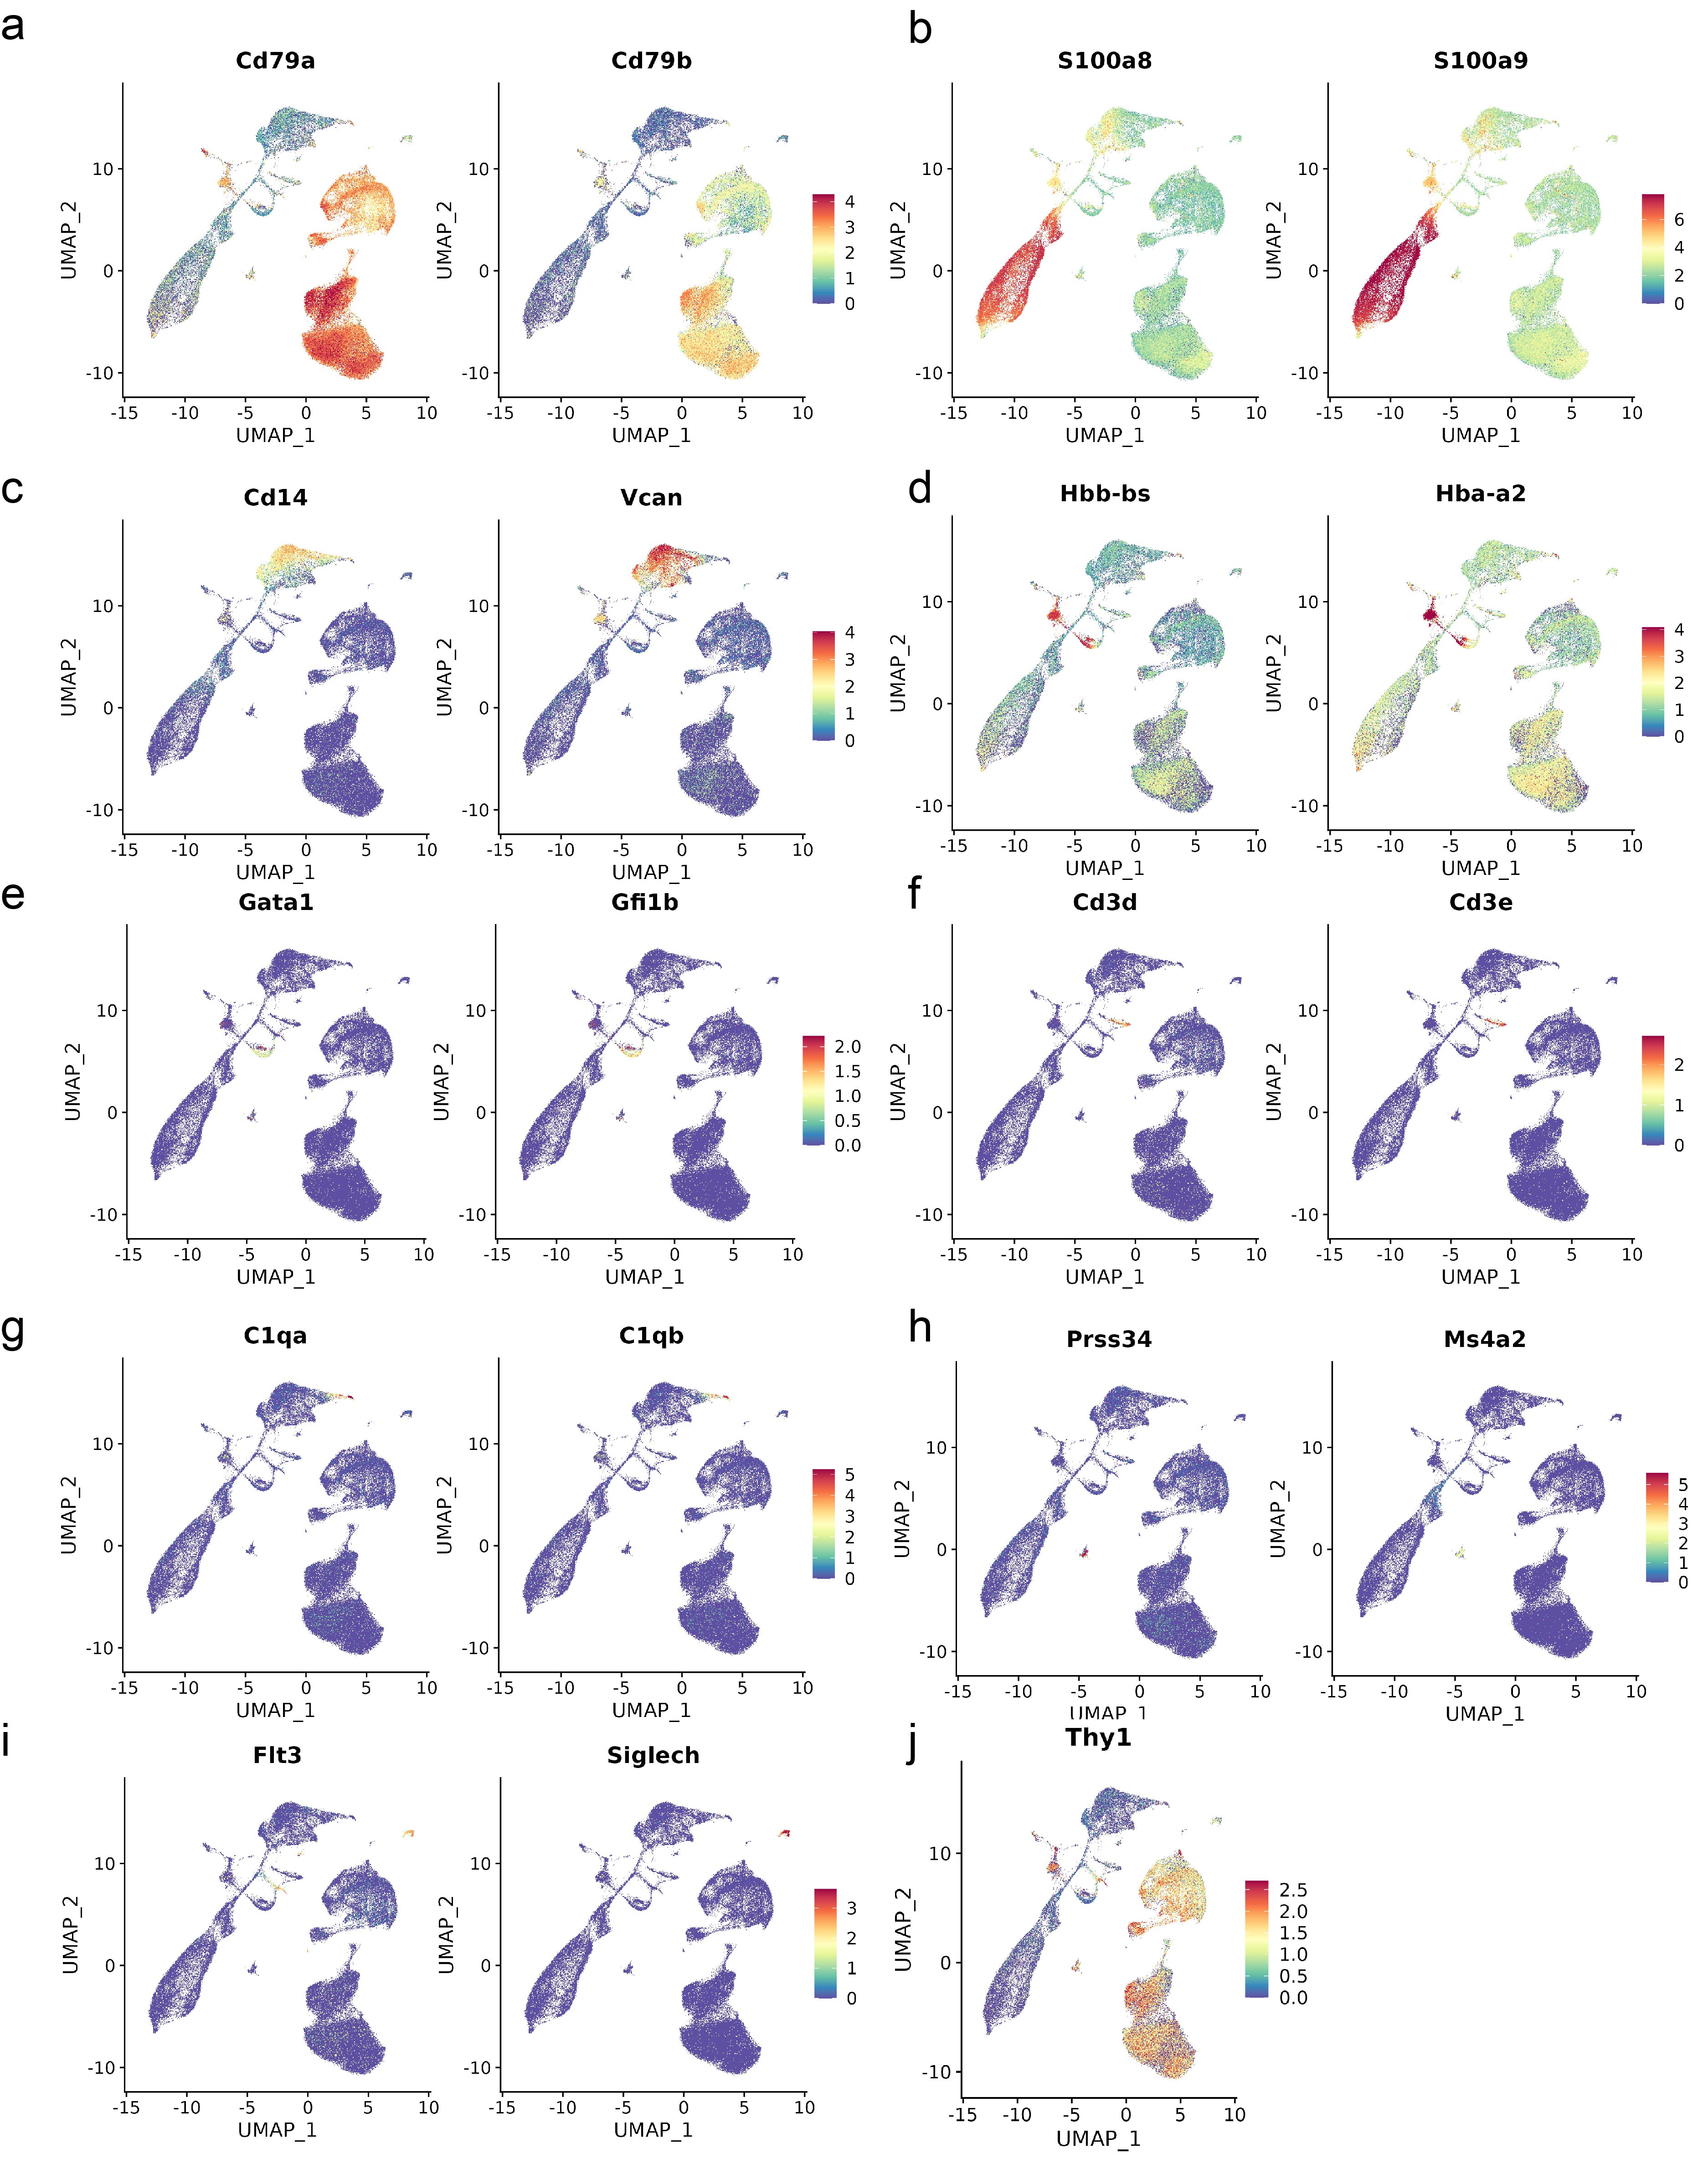

**Supplementary Fig.3. Marker genes annotated for each indicated cell type in the scRNA-seq data. a.** CD79a and CD79b for B cells. **b.** S100a8 and S100a9 for neutrophils. **c.** CD14 and Vcan for monocyte. **d.** Hbb-bs and Hba-a2 for erythrocyte. **e.** Gata1 and Gfi1b for hematopoietic stem and progenitor cells (HSPCs). **f.**CD3d and CD3e for T-cell and NK-cells. **g.** C1qa and C1qb for macrophages. **h.** Prss34 and Ms4a2 for mast cells and basophils. **i.** Flt3 and Siglech for DC cells. **j.** Thy1 for mesenchymal cells.

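Thy1 was found in several classes. Of 127188 Thy1 UMIs in all cells kept, 76.6% (Clopper-Pearson interval 76.4% to 76.8%) lay in B-cell-like cells, 8.39% (8.24% to 8.54%) in mesenchymal-like cells, 4.11% in dendritic-cell-like cells and 4.03% in endothelial-like cells. A Thy1 UMI was present in 72.2% of mesenchymal-like cells at a median depth of 31861 UMIs and in 49.4% of B-cell-like cells at a median of 4317 UMIs. In monocyte-like cells, which should lack the gene, the share was 13.2% at a median of 13626 UMIs. With each cell thinned to 1000 UMIs, the shares were 18.7% of mesenchymal-like cells, 16.9% of B-cell-like cells, 16.4% of endothelial-like cells and 0.899% of monocyte-like cells. Thinning left out 2290 shallower B-cell-like cells and 125 monocyte-like cells, and no mesenchymal-like cell. Thy1 reached 521 CPM in endothelial-like cells, 248 in mesenchymal-like cells, 241 in B-cell-like cells and 11.5 in monocyte-like cells, with UMIs pooled over libraries. Averaged over libraries, it was 413 in endothelial-like cells, 202 in mesenchymal-like cells and 238.2 in B-cell-like cells, so the order of the latter classes depended on the pooling. Without the 91 cells that Leiden resolution 2 set apart as mesenchymal-like, Thy1 in endothelial-like cells was at 55.5 CPM. The high level of this class thus rested on those cells. Gata1 and Gfi1b, listed for HSPCs, were highest in the erythroid-like class, with 108 and 142 CPM. Each of the other listed markers, from Cd79a to Siglech, was highest by CPM in the matching class among the named classes. C1qa reached 709 in macrophage-like cells and 1654 in the unnamed clusters.

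**Figure D4:**
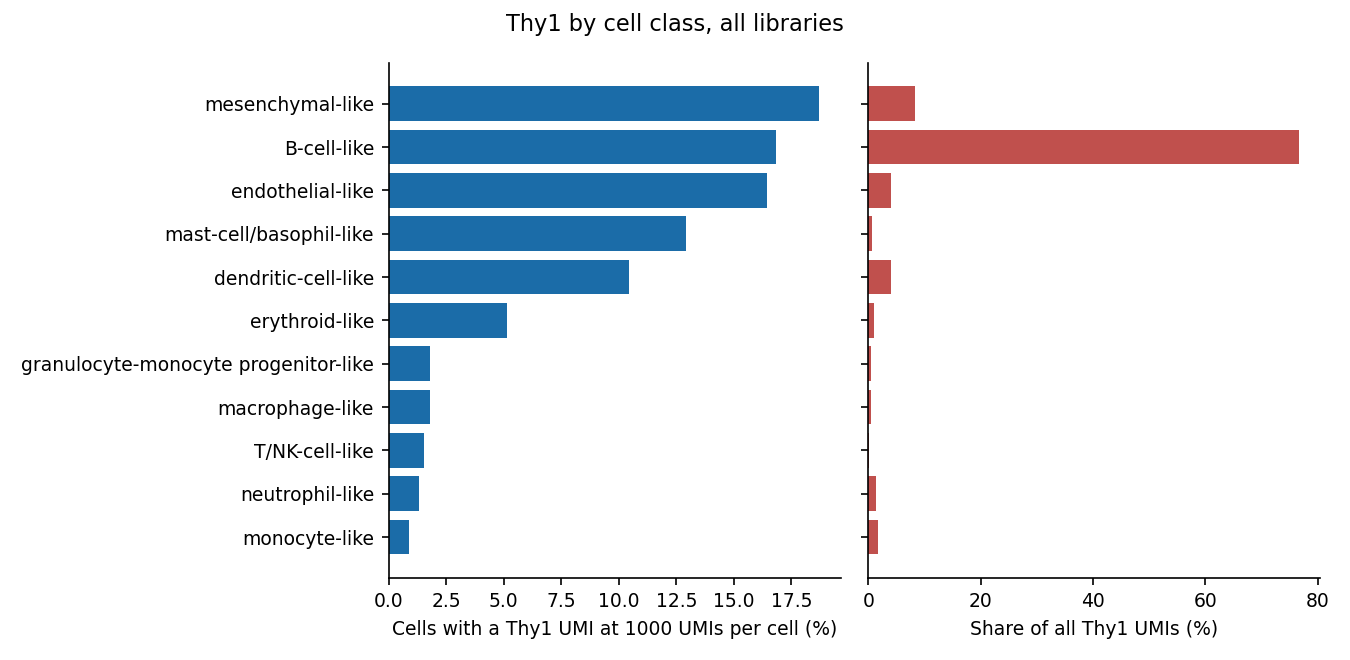
Thy1 by cell class over all libraries, with the share of cells that carry a Thy1 UMI after thinning to 1000 UMIs per cell on the left and the share of all Thy1 UMIs on the right. The plasma-cell-like class of 66 cells is not drawn; mesenchymal-like and B-cell-like cells stand close on the left, at 18.7% and 16.9%, and B-cell-like cells hold 76.6% of the UMIs on the right.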

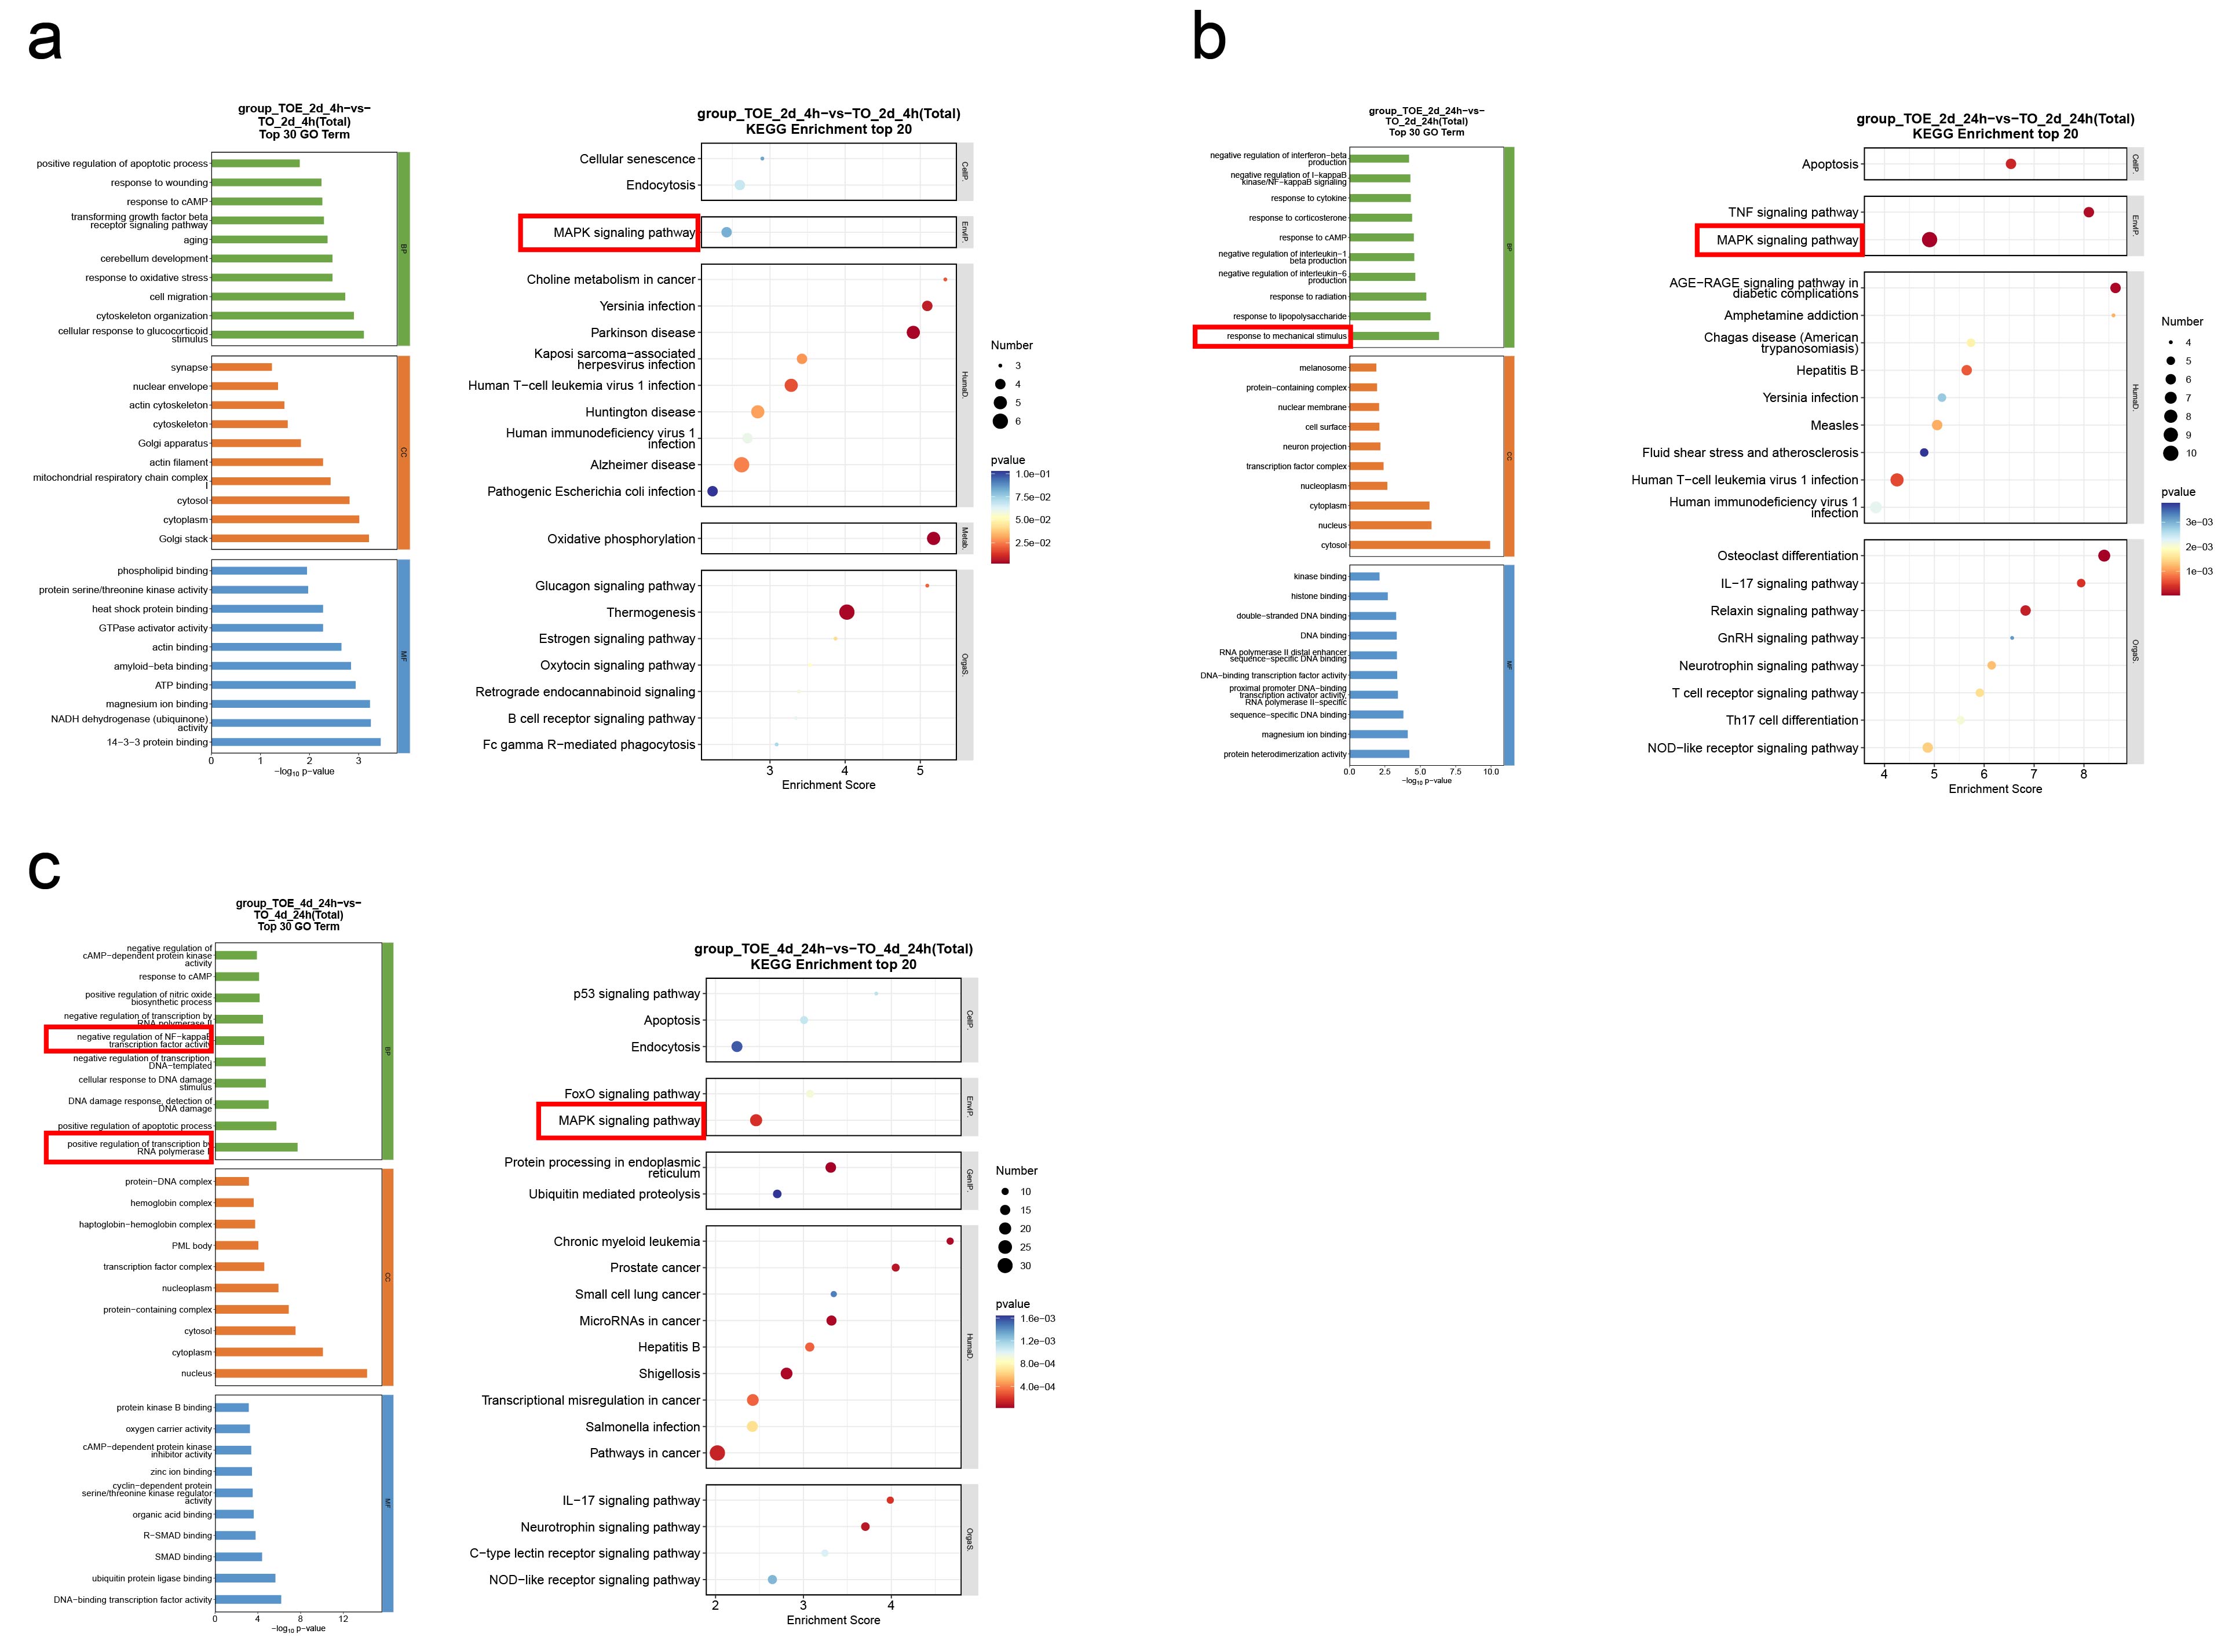

**Supplementary Fig.4.** GO and KEGG analyses of differentially expressed genes in mesenchymal cells (MSCs) between (**a**)TO-2d-4h and TOE-2d-4h, (**b**)TO-2d-24h and TOE-2d-24h, (**c**)TO-4d-24h and TOE-4d-24h in the scRNA-seq data. Across the three pairwise comparisons (TO-2d-4h vs. TOE-2d-4h, TO-2d-24h vs. TOE-2d-24h, and TO-4d-24h vs. TOE-4d-24h), KEGG pathway enrichment consistently highlighted the MAPK signaling pathway. In the TO-2d-24h vs. TOE-2d-24h comparison, GO biological process (BP) terms were primarily enriched in "response to mechanical stimulus." In the TO-4d-24h vs. TOE-4d-24h comparison, BP enrichments were predominantly associated with positive regulation of transcription by RNA polymerase II and negative regulation of NF-κB transcription factor activity. This suggested that shock wave stimulation on day 2 post-injury may primarily elicite a mechanical stimulus response in MSCs at the tibial osteotomy site, whereas stimulation on day 4 induce transcriptional modulation and inflammatory control activities.

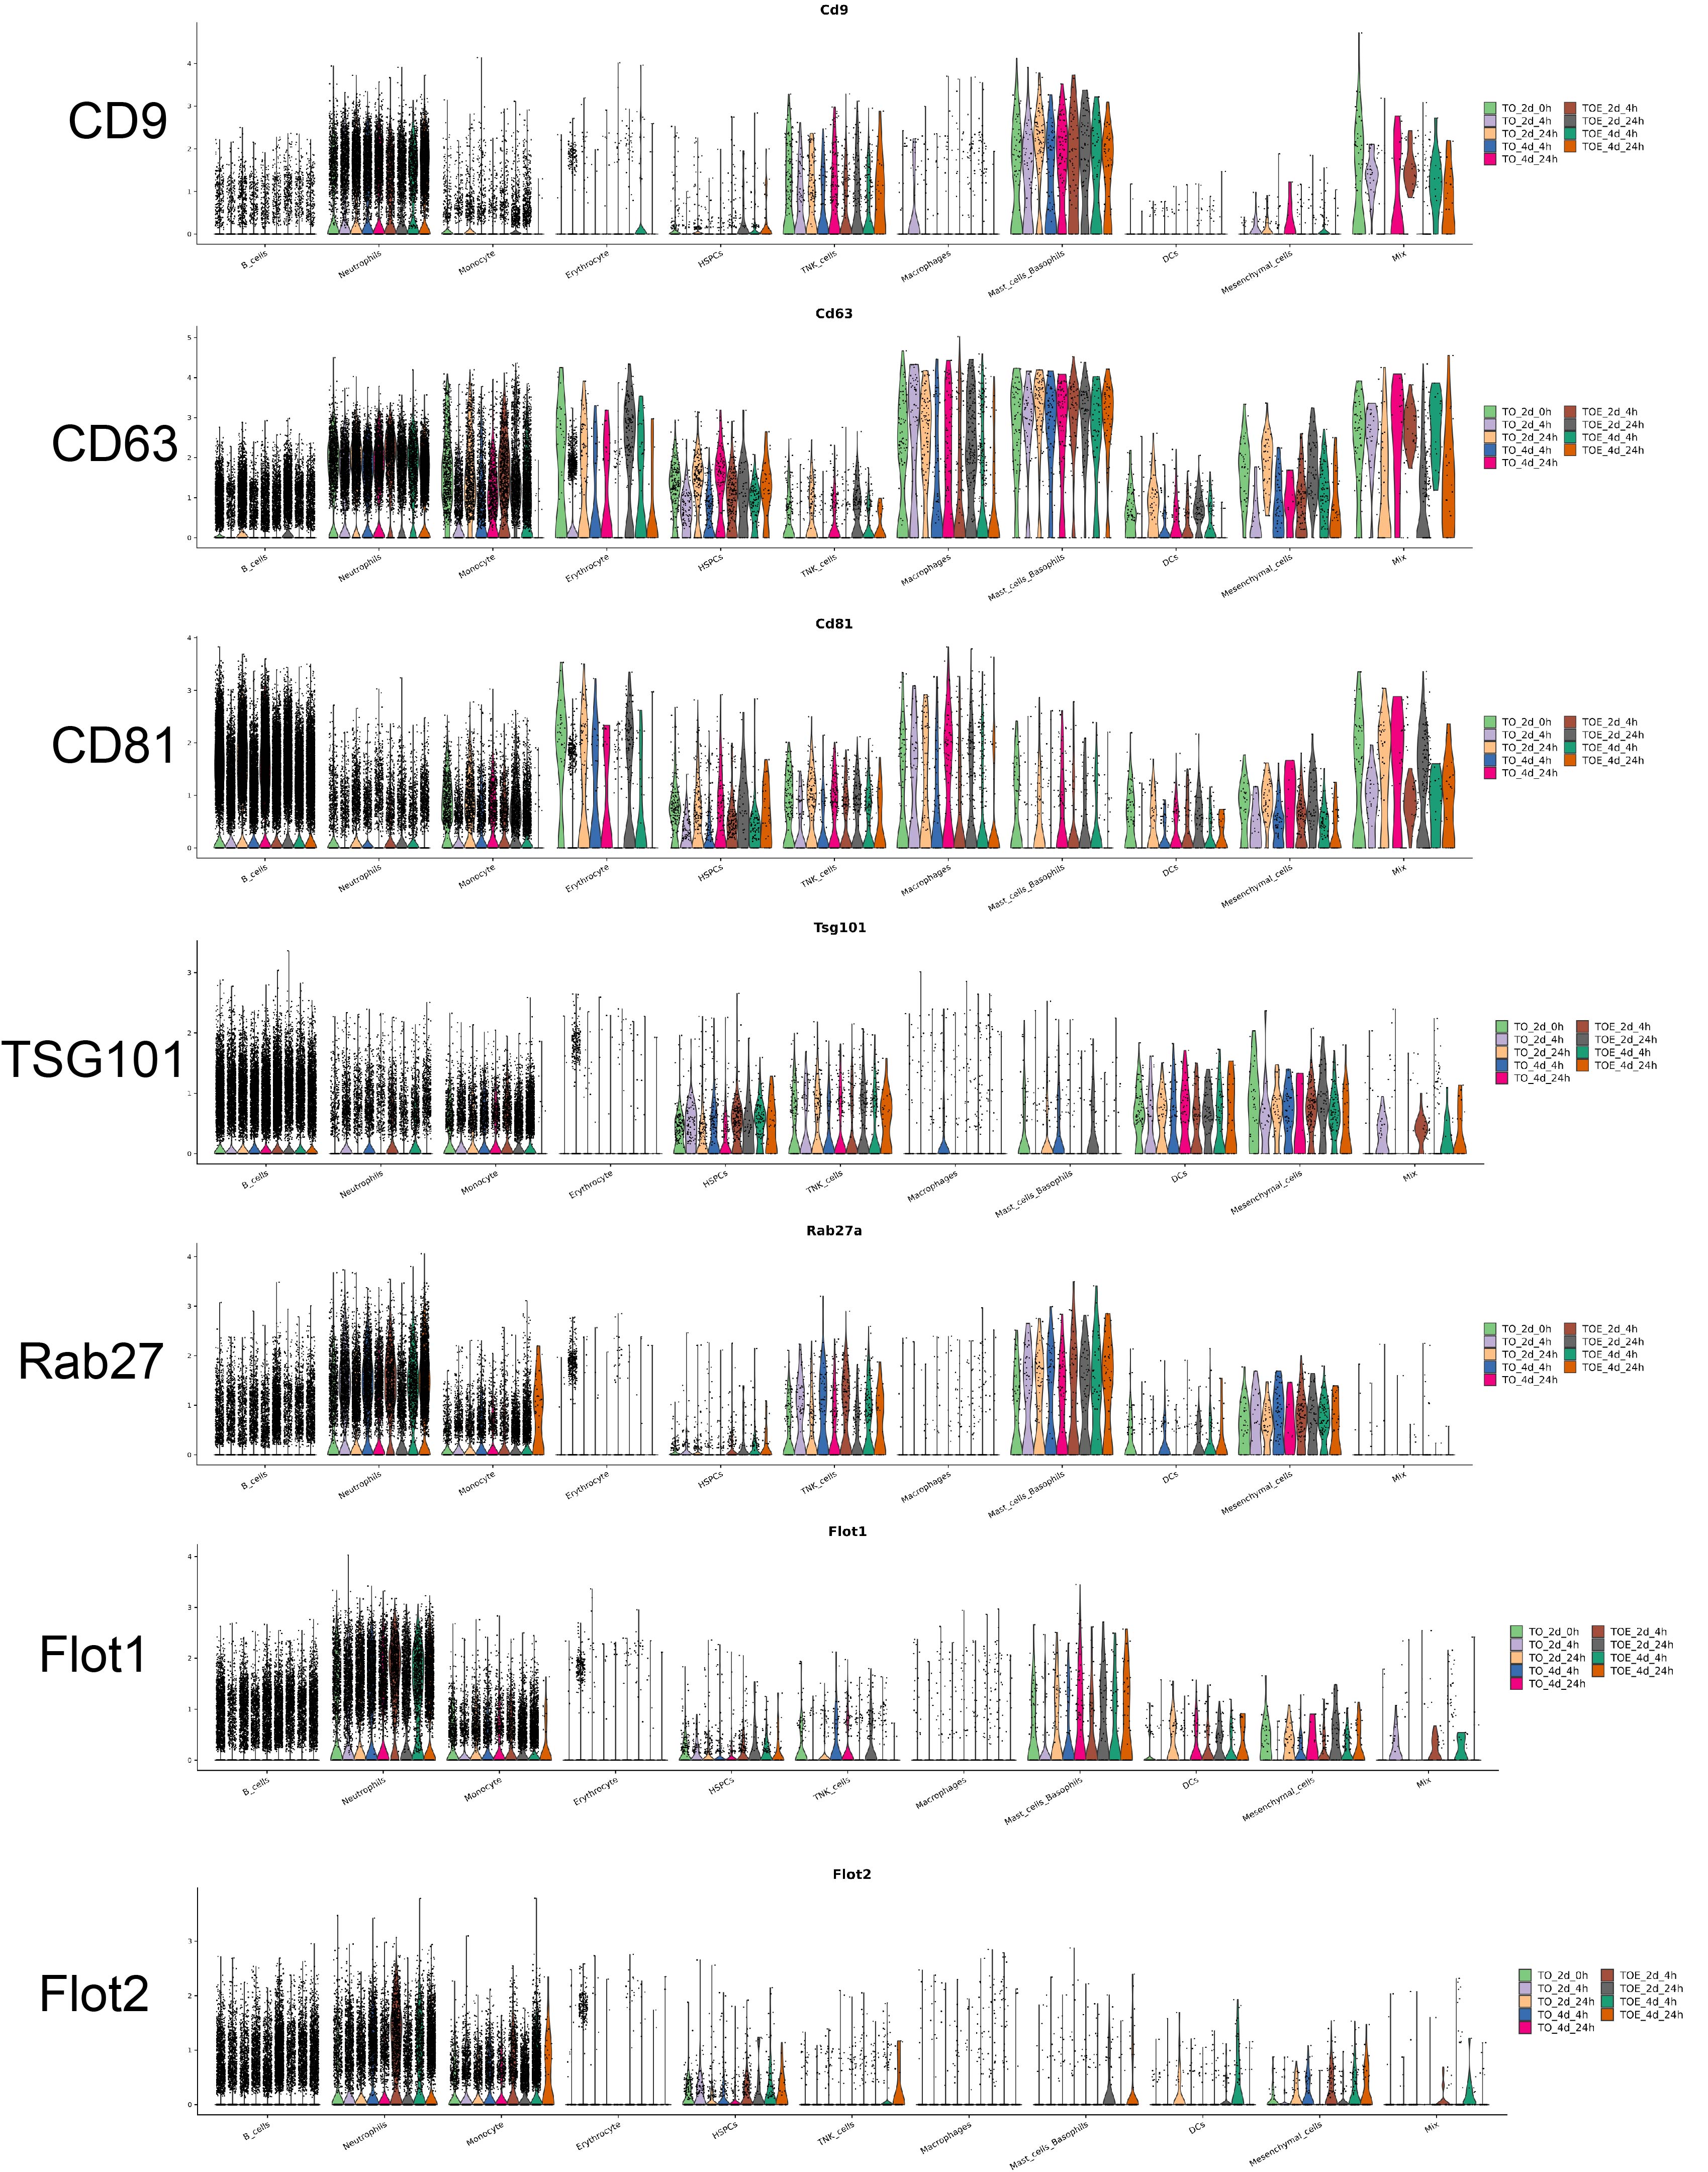

**Supplementary Fig.5.** Violin plots illustrating the distribution of exosomal markers (CD9, CD63, CD81, TSG101, Rab27a, Flot1, and Flot2) across distinct cell subpopulations.

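Levels of the exosomal markers were compared between classes as the CPM of a class, averaged over the libraries in which it had at least 10 cells. Cd63 reached 1795 in the mesenchymal-like class, which by mean ln expression per cell was the highest class in 5 of 8 libraries, and 2036 in mast-cell/basophil-like cells. Cd9 reached 353 in the mesenchymal-like class and 530.2 in endothelial-like cells, and Cd81 reached 330.0 and 495 in the same classes. Tsg101 reached 50.3 in the mesenchymal-like class and 87.1 in dendritic-cell-like cells. Rab27a was lowest in the mesenchymal-like class, with 13.3, and reached 294 in mast-cell/basophil-like cells and 277 in neutrophil-like cells. Flot1 and Flot2 were highest in neutrophil-like cells, with 456 and 154, against 36.3 and 20.3 in the mesenchymal-like class. For Cd63, the level in B-cell-like cells, the lowest of all classes, was 34.2.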

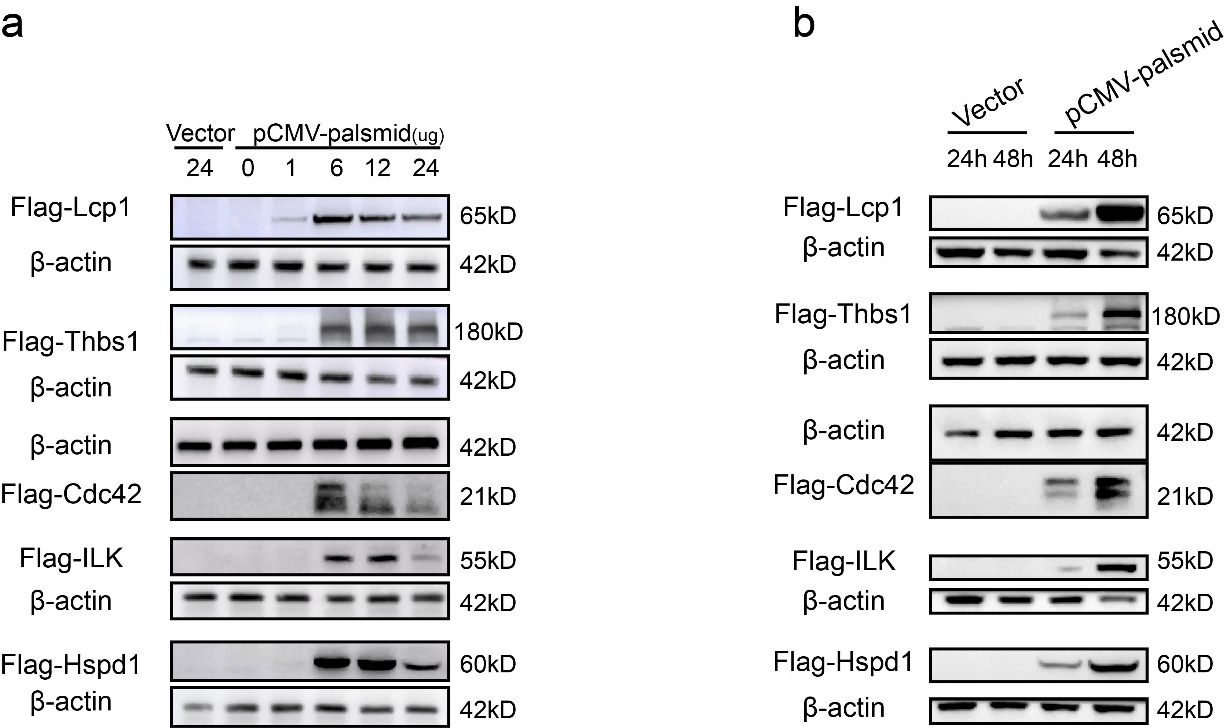

**Supplementary Fig.6. Overexpression of five candidate genes using varying plasmid amounts and their expression levels at 24 and 48 hours.**

**a.** Western blot analysis confirmed the expression of tagged proteins in 293T cells transfected with five overexpression plasmids (0, 1, 6, 12, and 24 μg/10-cm dish) and empty vector control (24 μg) at 24h post-transfection.

**b.** Western blot analysis detected the expression of tagged proteins in 293T cells at 24h and 48h post-transfection with overexpression plasmids (6 μg for Lcp1 and Cdc42, 12 μg each for Thbs1, ILK, and Hspd1). The expression levels of all plasmids were higher at 48 h compared to 24 h.

**Supplementary Table.1.** Quantitative analysis of wound healing rates across the five groups, corresponding to Figure 1d. Data are presented as the mean ± SD. p < 0.05 was regarded as statistically significant.

|  | **Wound healing rate** | **day1** | **day3*** | **day5** | **day7** | **Day9** | **day12** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Group 1 | **Control** | 0 | 21.70±3.61% | 43.34±4.71% | 51.12±5.21% | 58.67±4.12% | 64.87±4.24% |
| Group 2 | **TO** | 0 | 30.72±7.94% | 46.82±5.74% | 58.02±8.42% | 63.81±5.48% | 75.16±4.84% |
| Group 3 | **TE** | 0 | 22.24±9.09% | 42.45±5.17% | 55.76±6.20% | 61.25±6.54% | 69.22±6.04% |
| Group 4 | **TOE(contralateral)** | 0 | 30.85±14.24% | 54.06±6.29% | 72.18±4.41% | 80.9±3.64% | 91.11±1.90% |
| Group 5 | **TOE(ipsilateral)** | 0 | 32.01±4.45% | 64.43±5.18% | 69.72±3.70% | 85.66±4.12% | 94.78±2.30% |
| P (1vs 2) | | | 0.250 | 0.801 | 0.272 | 0.387 | 0.002 |
| P (1vs 3) | | | 1.000 | 0.998 | 0.647 | 0.889 | 0.391 |
| P (1vs 4) | | | 0.732 | 0.017 | <0.001 | <0.001 | <0.001 |
| P (1vs 5) | | | **0.013** | **<0.001** | <0.001 | <0.001 | <0.001 |
| P (2vs 3) | | | 0.613 | 0.639 | 0.961 | 0.893 | 0.131 |
| P (2vs 4) | | | 1.000 | 0.178 | 0.002 | <0.001 | <0.001 |
| P (2vs 5) | | | 1.000 | **<0.001** | 0.015 | <0.001 | <0.001 |
| P (3vs4) | | | 0.878 | 0.009 | <0.001 | <0.001 | <0.001 |
| P (3vs5) | | | 0.303 | **<0.001** | 0.003 | <0.001 | <0.001 |
| P (4vs5) | | | 1.000 | **0.022** | 0.947 | 0.462 | 0.557 |
| * On day 3, data from all groups conformed to a normal distribution but did not satisfy the assumption of homogeneity of variance; thus, ANOVA followed by Dunnett's T3 post-hoc test was employed. For the remaining days, ANOVA followed by Tukey's post-hoc test was used. | | | | | | | |

|  | **Wound healing rate (n=6)** | **day1** | **day3** | **day5** | **day7** | **day9** | **day12** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Group 1 | **PBS** | 0 | 20.12±3.29% | 37.99±1.97% | 54.58±6.43% | 67.06±6.00% | 77.73±3.48% |
| Group 2 | **TO-sEV** | 0 | 20.02±6.00% | 41.75±6.77% | 56.88±7.40% | 71.50±4.82% | 82.56±3.83% |
| Group 3 | **TOE-sEV** | 0 | 28.28±8.00% | 46.58±6.69% | 75.26±5.57% | 85.99±5.60% | 92.89±2.91% |
| P (1vs 2) | | | 0.078 | 0.494 | 0.817 | 0.365 | 0.067 |
| P (1vs 3) | | | 0.083 | 0.045 | <0.001 | <0.001 | <0.001 |
| P (2vs 3) | | | 0.078 | 0.322 | 0.001 | 0.001 | <0.001 |

**Supplementary Table.2.** Quantitative analysis of wound healing rates across PBS, TO-sEV, and TOE-sEV groups, corresponding to Figure 4d. Data are presented as the mean ± SD. For all days, ANOVA followed by Tukey's post-hoc test was used. p < 0.05 was regarded as statistically significant.

**Supplementary Table.3.** Quantitative analysis of wound healing rates across PBS, sEV^OE-Vector^, and sEV^OE-Thbs1^ groups, corresponding to Figure 9b. Data are presented as the mean ± SD. p < 0.05 was regarded as statistically significant.

|  | **Wound healing rate (n=6)** | **day1** | **day3*** | **day5** | **day7** | **day9*** | **day12*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Group 1 | **PBS** | 0 | 24.11±6.99% | 37.47±5.62% | 49.16±6.92% | 63±9.67% | 73.21±9.26% |
| Group 2 | **sEV^OE-Vector^** | 0 | 25.51±5.42% | 43.10±2.71% | 54.05±4.36% | 69.86±6.32% | 78.85±3.12% |
| Group 3 | **sEV^OE-Thbs1^** | 0 | 27.27±2.86% | 49.86±2.69% | 64.56±4.92% | 81.89±2.33% | 88.85±2.92% |
| P (1vs 2) | | | 0.971 | 0.062 | 0.302 | 0.426 | 0.461 |
| P (1vs 3) | | | 0.682 | <0.001 | 0.001 | 0.011 | 0.021 |
| P (2vs 3) | | | 0.86 | 0.024 | 0.013 | 0.011 | 0.001 |
| * On day 3, 10, and 12, data from all groups conformed to a normal distribution but did not satisfy the assumption of homogeneity of variance; thus, ANOVA followed by Dunnett's T3 post-hoc test was employed. For the remaining days, ANOVA followed by Tukey's post-hoc test was used. | | | | | | | |

**Supplementary Table.4.** Quantitative analysis of wound healing rates across the five groups, corresponding to Supplementary Fig.2. Data are presented as the mean ± SD. For the all days, ANOVA followed by Tukey's post-hoc test was used. p < 0.05 was regarded as statistically significant.

|  | **Wound healing rate (n=3)** | **day1** | **day3** | **day5** | **day7** | **day9** | **day12** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Group 1 | **Control** | 0 | 15.85±2.58% | 33.51±1.49% | 43.15±1.87% | 57.78±2.77% | 74.98±1.04% |
| Group 2 | **TTT** | 0 | 20.27±4.15% | 41.86±4.02% | 54.75±2.53% | 69.08±5.14% | 86.19±4.04% |
| Group 3 | **TOE (with bone flap preservation)** | 0 | 21.06±2.50% | 42.20±1.81% | 54.45±3.87% | 68.72±2.27% | 86.22±4.06% |
| Group 4 | **rESWT alone** | 0 | 13.81±6.11% | 28.18±4.15% | 42.43±3.05% | 57.72±3.23% | 76.93±1.26% |
| Group 5 | **TOE (without bone flap preservation)** | 0 | 11.33±6.61% | 27.95±3.18% | 43.85±0.79% | 56.56±4.27% | 78.15±0.98% |
|  |  |  |  |  |  |  |  |
| P (1vs 2) | | | 0.779 | 0.052 | 0.002 | 0.024 | 0.003 |
| **P (1vs 3)** | | | 0.667 | 0.042 | 0.003 | 0.029 | 0.003 |
| P (1vs 4) | | | 0.982 | 0.296 | 0.997 | 1 | 0.896 |
| P (1vs 5) | | | 0.766 | 0.263 | 0.997 | 0.993 | 0.619 |
| **P (2vs 3)** | | | 1 | 1 | 1 | 1 | 1 |
| P (2vs 4) | | | 0.486 | 0.002 | 0.001 | 0.024 | 0.012 |
| P (2vs 5) | | | 0.215 | 0.002 | 0.003 | 0.013 | 0.029 |
| **P (3vs 4)** | | | 0.384 | 0.002 | 0.002 | 0.028 | 0.012 |
| **P (3vs 5)** | | | 0.16 | 0.002 | 0.004 | 0.016 | 0.028 |
| P (4vs 5) | | | 0.964 | 1 | 0.961 | 0.995 | 0.979 |

# Supplementary material for: Early Radial Extracorporeal Shockwave Stimulation on Proximal Tibial Circular Osteotomy Site Enhanced Heterotopic Skin Wound Healing via Small Extracellular Vesicles
**Source:** Adv Sci (Weinh). 2026 Jan 8;13(16):e17257. doi: 10.1002/advs.202517257
**Supplement:** Supplementary file 2 — Supporting File 2: advs73673‐sup‐0002‐Data.zip.

Figure 1 e and f

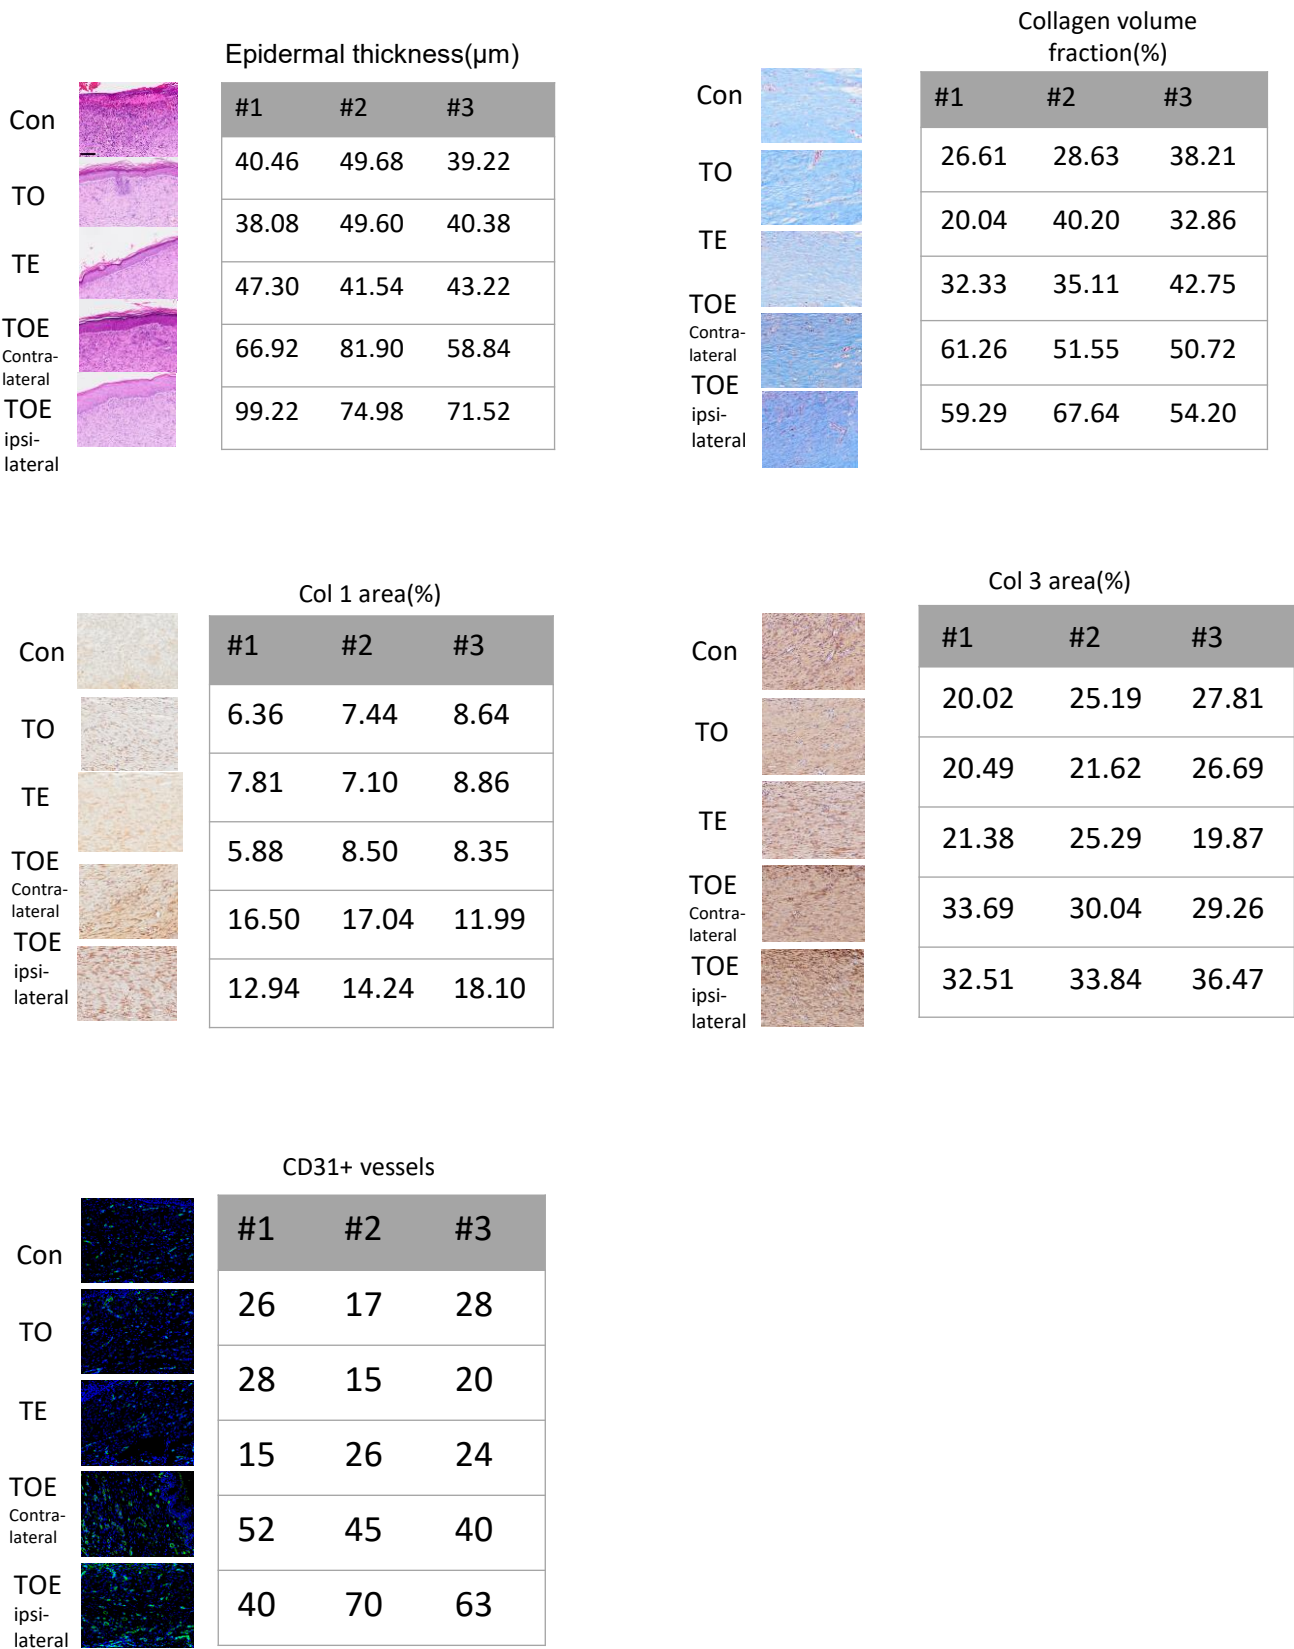

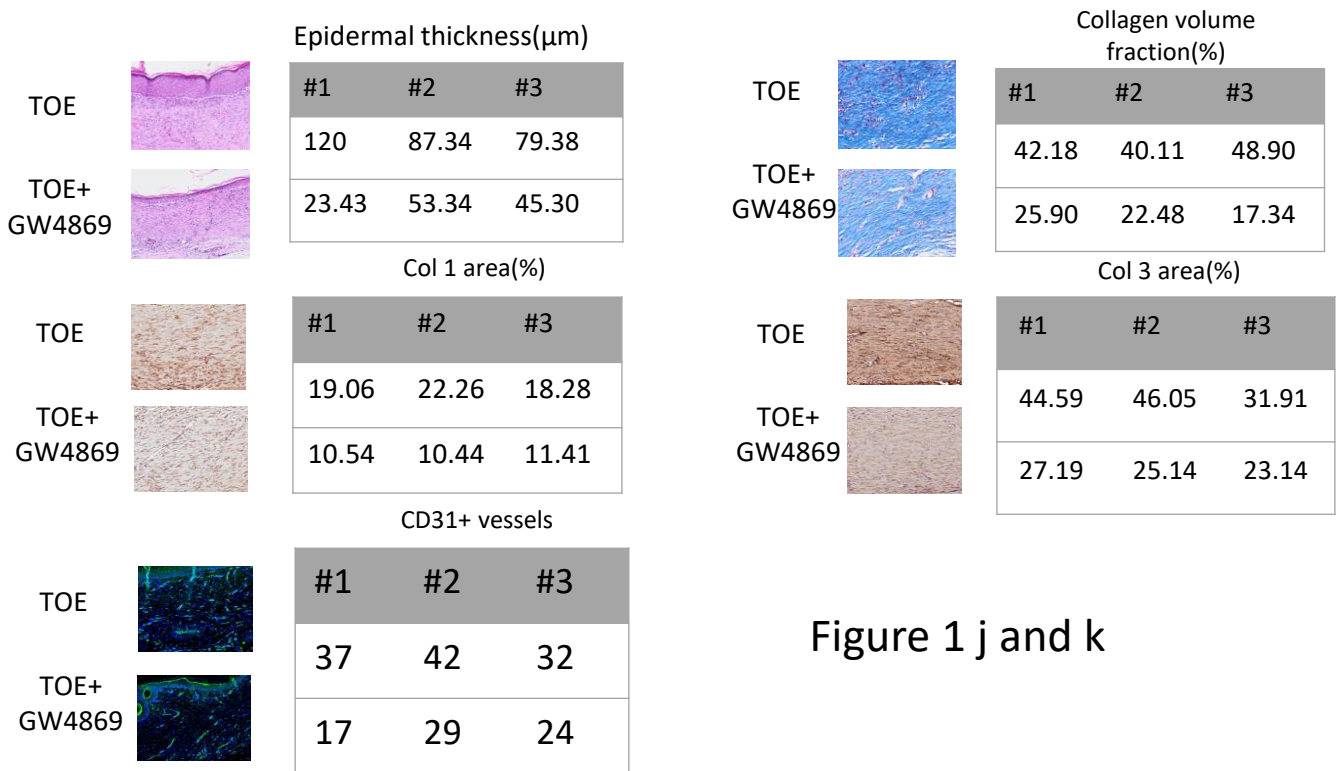

Figure 1 j and k

Figure 3 h and i

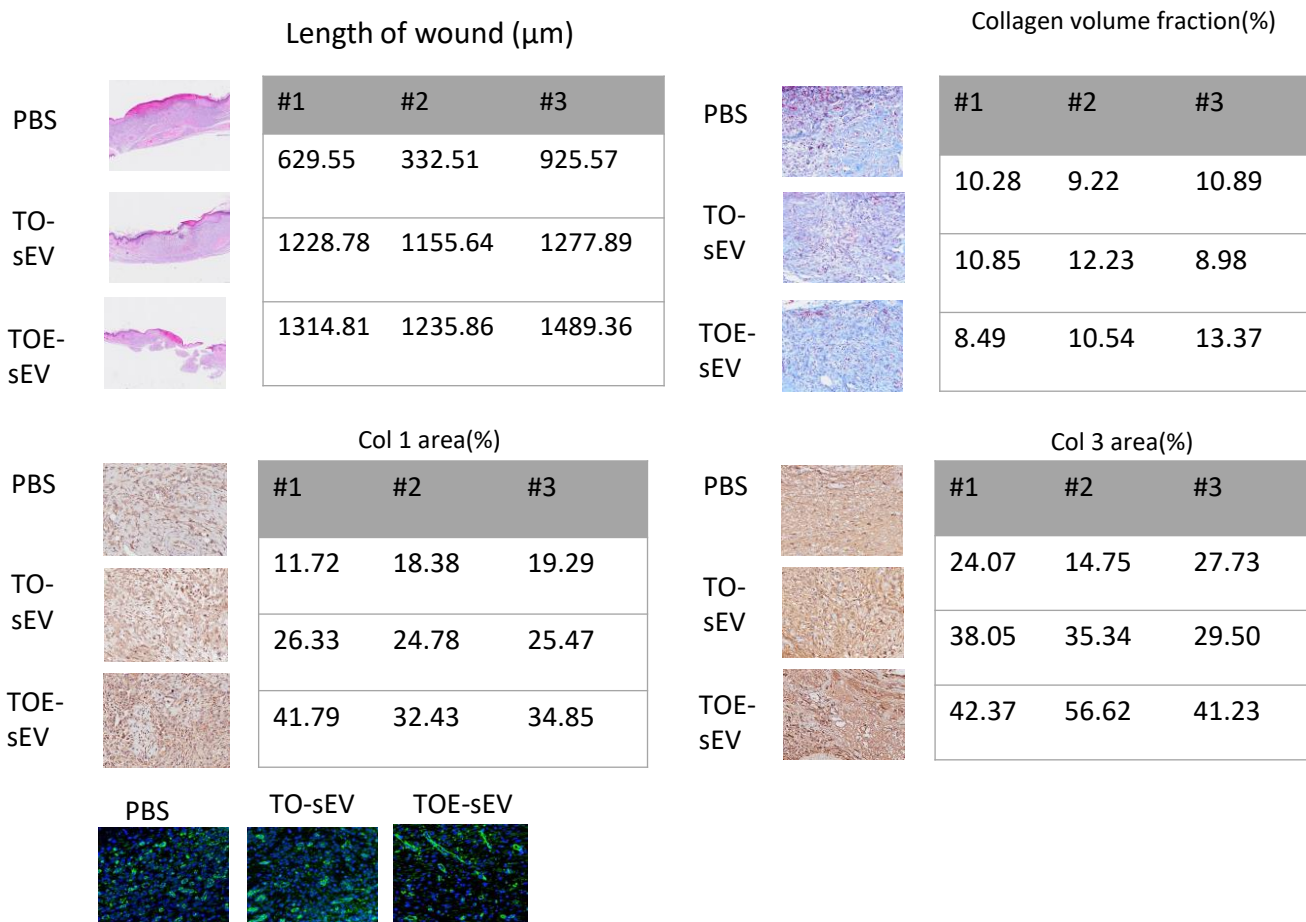

Figure 9 c-h

Epidermal thickness(μm)

|                           |                                                                                   | #1     | #2     | #3     |
|---------------------------|-----------------------------------------------------------------------------------|--------|--------|--------|
| PBS                       | 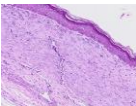  | 71.54  | 67.83  | 51.70  |
| sEV <sup>OE</sup> -Vector | 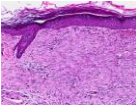 | 64.66  | 76.73  | 72.82  |
| sEV <sup>OE</sup> -Thbs1  | 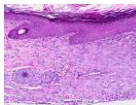 | 128.95 | 159.11 | 104.73 |

Collagen volume fraction(%)

|                           |                                                                                   | #1    | #2    | #3    |
|---------------------------|-----------------------------------------------------------------------------------|-------|-------|-------|
| PBS                       | 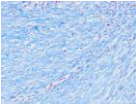 | 13.41 | 17.35 | 24.76 |
| sEV <sup>OE</sup> -Vector | 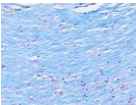 | 18.34 | 20.57 | 38.22 |
| sEV <sup>OE</sup> -Thbs1  | 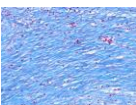 | 24.76 | 26.53 | 41.16 |

Col 1 area(%)

|                           |                                                                                     | #1    | #2    | #3    |
|---------------------------|-------------------------------------------------------------------------------------|-------|-------|-------|
| PBS                       | 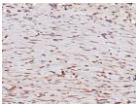  | 10.40 | 9.20  | 14.27 |
| sEV <sup>OE</sup> -Vector | 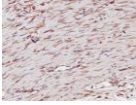 | 11.53 | 13.28 | 15.56 |
| sEV <sup>OE</sup> -Thbs1  | 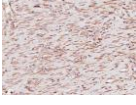 | 22.23 | 21.58 | 22.59 |

Col 3 area(%)

|                           |                                                                                     | #1    | #2    | #3    |
|---------------------------|-------------------------------------------------------------------------------------|-------|-------|-------|
| PBS                       | 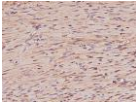 | 29.59 | 27.48 | 34.24 |
| sEV <sup>OE</sup> -Vector | 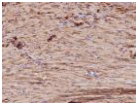 | 31.52 | 30.58 | 34.51 |
| sEV <sup>OE</sup> -Thbs1  | 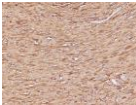 | 38.51 | 39.52 | 41.95 |

CD31+ vessels

|                           |                                                                                     | #1 | #2 | #3 |
|---------------------------|-------------------------------------------------------------------------------------|----|----|----|
| PBS                       | 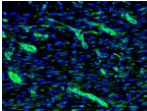 | 15 | 18 | 17 |
| sEV <sup>OE</sup> -Vector | 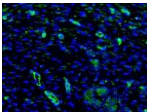 | 16 | 19 | 18 |
| sEV <sup>OE</sup> -Thbs1  | 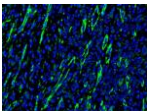 | 32 | 34 | 28 |

Figure 1n

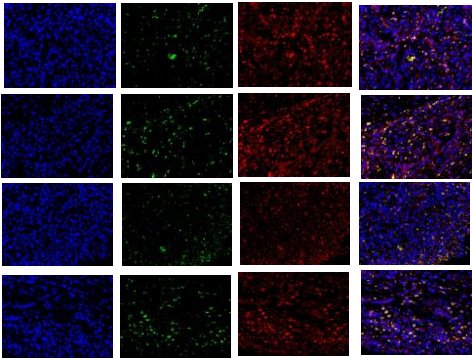

Figure 1 p

| M1 | Control | TO | TOE | TOE+G<br>W4869 |
|----|---------|----|-----|----------------|
| #1 | 43      | 44 | 25  | 35             |
| #2 | 35      | 38 | 16  | 30             |
| #3 | 38      | 32 | 22  | 47             |

Figure 1 o

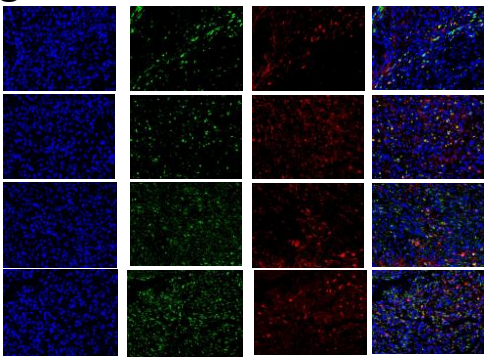

| M2 | Cont<br>rol | TO | TOE | TOE+G<br>W4869 |
|----|-------------|----|-----|----------------|
| #1 | 10          | 10 | 14  | 13             |
| #2 | 6           | 8  | 17  | 8              |
| #3 | 9           | 11 | 15  | 9              |

Figure 3 j and l

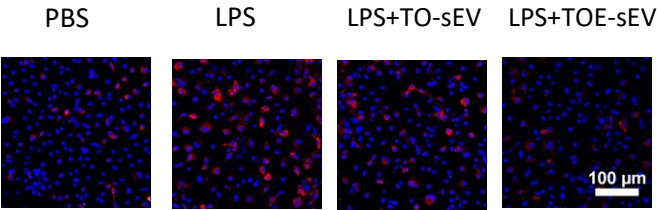

| M1 | PBS   | LPS   | LPS+TO-sEV | LPS+TOE-sEV |
|----|-------|-------|------------|-------------|
| #1 | 11.26 | 22.91 | 15.79      | 11.46       |
| #2 | 8.678 | 21.9  | 19.78      | 12.5        |
| #3 | 9.877 | 18.22 | 16.44      | 13.54       |

Figure 3 k and m

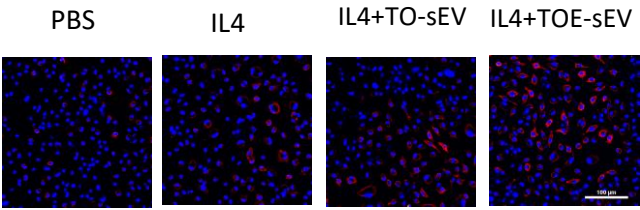

| M2 | PBS  | IL4   | IL4+TO-sEV | IL4+TOE-sEV |
|----|------|-------|------------|-------------|
| #1 | 7.32 | 15.47 | 18.18      | 26.34       |
| #2 | 7.23 | 13.71 | 13.09      | 25.58       |
| #3 | 6.87 | 10.61 | 17.22      | 24.46       |

Figure 4 j and l

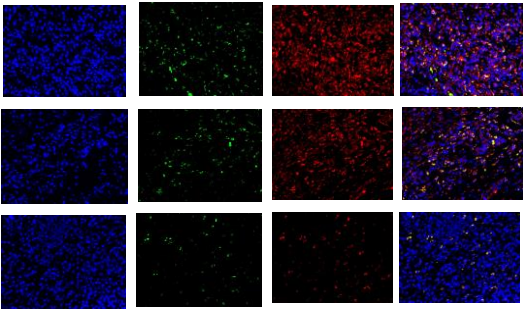

| M1 | PBS | TO-sEV | TOE-sEV |
|----|-----|--------|---------|
| #1 | 42  | 19     | 14      |
| #2 | 51  | 29     | 7       |
| #3 | 38  | 25     | 9       |

Figure 4 k and m

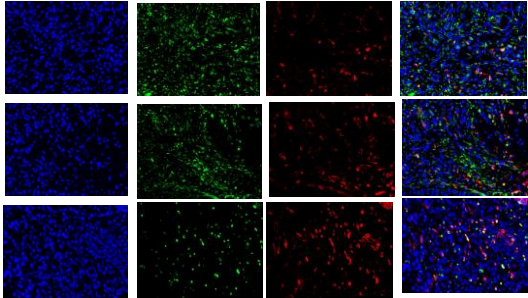

| M2 | PBS | TO-sEV | TOE-sEV |
|----|-----|--------|---------|
| #1 | 13  | 10     | 28      |
| #2 | 4   | 14     | 22      |
| #3 | 10  | 17     | 34      |

Figure 8 g and h

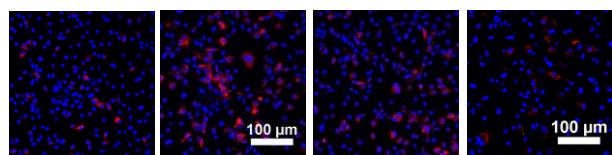

| M1 | PBS   | LPS   | LPS+sEVO<br>E-Vector | LPS+sEVO<br>E-Vector |
|----|-------|-------|----------------------|----------------------|
| #1 | 11.27 | 33.2  | 19.41                | 13.21                |
| #2 | 16.89 | 29.78 | 30.67                | 14.14                |
| #3 | 15.73 | 25.53 | 24.23                | 14.88                |

Figure 8 i and j

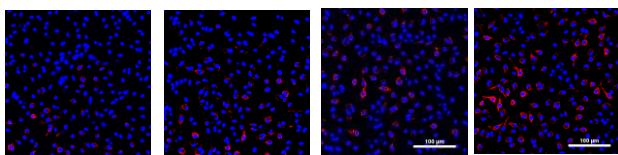

| M2 | PBS   | IL4   | IL4+sEVO<br>E-Vector | IL4+sEVOE<br>-Vector |
|----|-------|-------|----------------------|----------------------|
| #1 | 17.22 | 21.59 | 29.84                | 32.77                |
| #2 | 10.61 | 22.04 | 27.93                | 39.84                |
| #3 | 15.18 | 28.23 | 24.52                | 38.51                |

Figure 9 i and j

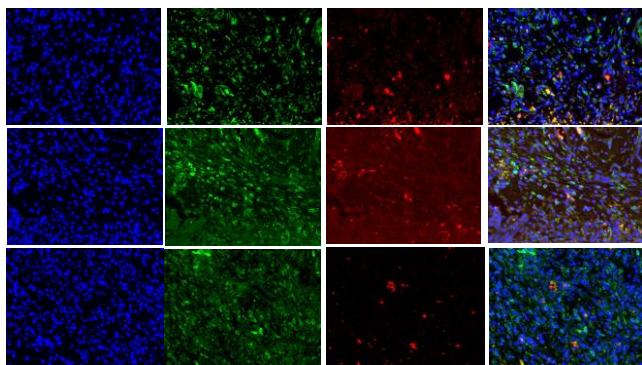

| M1 | PBS | sEVOE-<br>Vector | sEVOE-<br>Thbs1 |
|----|-----|------------------|-----------------|
| #1 | 19  | 13               | 5               |
| #2 | 16  | 14               | 9               |
| #3 | 14  | 12               | 7               |

Figure 9 k and l

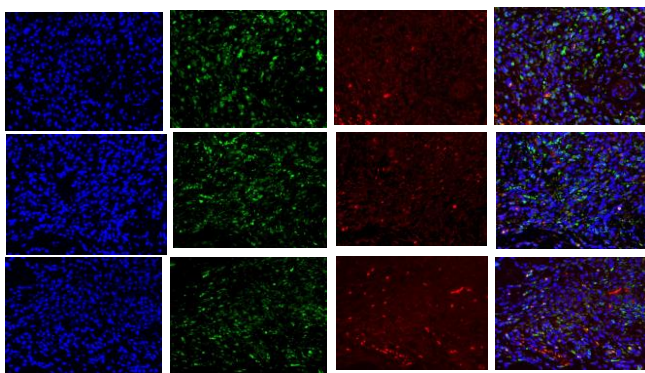

| M2 | PBS | sEVOE-<br>Vector | sEVOE-<br>Thbs1 |
|----|-----|------------------|-----------------|
| #1 | 7   | 9                | 18              |
| #2 | 8   | 10               | 19              |
| #3 | 9   | 15               | 16              |

# Supplementary material for: Early Radial Extracorporeal Shockwave Stimulation on Proximal Tibial Circular Osteotomy Site Enhanced Heterotopic Skin Wound Healing via Small Extracellular Vesicles
**Source:** Adv Sci (Weinh). 2026 Jan 8;13(16):e17257. doi: 10.1002/advs.202517257
**Supplement:** Supplementary file 2 — Supporting File 2: advs73673‐sup‐0002‐Data.zip.

Figure 2e

|    | TO        | TOE       | TOE +<br>GW4869 |
|----|-----------|-----------|-----------------|
| #1 | 1.53e+010 | 2.21e+010 | 1.61e+010       |
| #2 | 1.4e+010  | 2.11e+010 | 1.77e+010       |
| #3 | 1.76e+010 | 2.52e+010 | 1.9e+010        |

Figure 2j

|   | #1  | #2  | #3  |
|-----------------------------------------------------------------------------------|-----|-----|-----|
|  | 410 | 451 | 406 |
|                                                                                   | 543 | 599 | 736 |

Figure 2f

| 24h | PBS |   |   |   | TO-sEV   |          |          |          | TOE-sEV  |          |          |          |
|-----|-----|---|---|---|----------|----------|----------|----------|----------|----------|----------|----------|
| #1  | 1   | 1 | 1 | 1 | 1.079861 | 1.063657 | 1.024884 | 1.015625 | 1.133681 | 1.115741 | 1.128472 | 1.152778 |
| #2  | 1   | 1 | 1 | 1 | 1.081676 | 1.06362  | 1.095782 | 1.133023 | 1.184934 | 1.160671 | 1.151079 | 1.138101 |
| #3  | 1   | 1 | 1 | 1 | 1.15643  | 1.16244  | 1.14496  | 1.12913  | 1.20994  | 1.2285   | 1.19847  | 1.19902  |

| 48h | PBS |   |   |   | TO-sEV   |          |          |          | TOE-sEV  |          |          |          |
|-----|-----|---|---|---|----------|----------|----------|----------|----------|----------|----------|----------|
| #1  | 1   | 1 | 1 | 1 | 1.137064 | 1.143097 | 1.146448 | 1.180295 | 1.232574 | 1.211126 | 1.215483 | 1.201408 |
| #2  | 1   | 1 | 1 | 1 | 1.059782 | 1.155086 | 1.131866 | 1.173107 | 1.220239 | 1.255588 | 1.219199 | 1.229943 |
| #3  | 1   | 1 | 1 | 1 | 1.249833 | 1.265844 | 1.226484 | 1.21481  | 1.29553  | 1.363576 | 1.333889 | 1.334556 |

Figure 2h

| 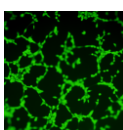  | 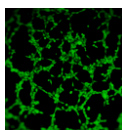  |    | TO-<br>sEV | TOE-<br>sEV | TO<br>non-<br>sEV | TOE<br>non-<br>sEV |
|------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|----|------------|-------------|-------------------|--------------------|
|  |  | #1 | 25         | 36          | 5                 | 7                  |
|                                                                                    |                                                                                     | #2 | 26         | 34          | 12                | 14                 |
|                                                                                    |                                                                                     | #3 | 28         | 43          | 13                | 15                 |

Figure 2l

| 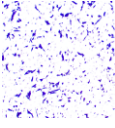  | #1  | #2  | #3  |
|-------------------------------------------------------------------------------------|-----|-----|-----|
| 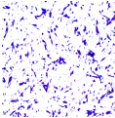 | 145 | 147 | 155 |
|                                                                                     | 257 | 272 | 245 |

Figure 2i

|     |                                                                                     |                                                                                     |                                                                                     |                                                                                     |
|-----|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|
|     | 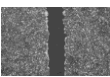 |  | 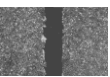 |  |
| 12h |  |  |  |  |
| 24h |  |  |  |  |

| 12h | TO-sEV   | TOE-sEV  | TO non-sEV | TOE non-sEV |
|-----|----------|----------|------------|-------------|
| #1  | 44.45113 | 50.77497 | 38.36332   | 34.8321     |
| #2  | 43.94111 | 52.40535 | 35.91287   | 41.54029    |
| #3  | 46.21606 | 49.59005 | 34.65683   | 45.18369    |

| 24h | TO-sEV   | TOE-sEV  | TO non-sEV | TOE non-sEV |
|-----|----------|----------|------------|-------------|
| #1  | 62.31579 | 69.5465  | 55.42658   | 53.21571    |
| #2  | 59.79615 | 67.94762 | 50.41559   | 56.52691    |
| #3  | 61.14962 | 68.08029 | 49.0641    | 56.11802    |

Figure 2k

|     |                                                                                       |                                                                                       |
|-----|---------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
|     |  |  |
| 12h |  |  |
| 24h |  |  |

|    | 12h      |          | 24h      |          |
|----|----------|----------|----------|----------|
|    | TO-sEV   | TOE-sEV  | TO-sEV   | TOE-sEV  |
| #1 | 26.23778 | 35.85257 | 35.9508  | 43.0752  |
| #2 | 32.47863 | 28.22037 | 41.46773 | 40.78478 |
| #3 | 17.87302 | 36.84637 | 31.74603 | 68.50426 |
| #4 | 24.00121 | 30.39178 | 30.75061 | 39.02625 |
| #5 | 30.76384 | 32.20398 | 32.30554 | 51.55431 |
| #6 | 23.67116 | 40.29516 | 24.73423 | 55.18126 |

Figure 3b-d

| M1 | PBS  | LPS  | LPS+<br>TO-<br>sEV | LPS+<br>TOE-<br>sEV |
|----|------|------|--------------------|---------------------|
| #1 | 4.53 | 92.4 | 92.2               | 39.6                |
| #2 | 2.73 | 93.1 | 80.3               | 53.4                |
| #3 | 2    | 89.3 | 85                 | 45.7                |

Figure 3e-g

| M2 | PBS  | IL4  | IL4+<br>TO-<br>sEV | IL4+<br>TOE-<br>sEV |
|----|------|------|--------------------|---------------------|
| #1 | 2.16 | 23.7 | 38.7               | 55.2                |
| #2 | 1.91 | 22.9 | 35.4               | 54.5                |
| #3 | 1.68 | 24.9 | 29.9               | 54.2                |

Figure 5i

|    | BMSC-sEV  | SW-BMSC-<br>sEV |
|----|-----------|-----------------|
| #1 | 4.87e+009 | 8.67e+009       |
| #2 | 6.71e+009 | 9.25e+009       |
| #3 | 3.95e+009 | 7.51e+009       |

Figure 7l

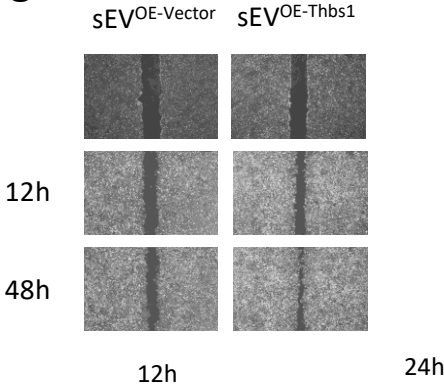

Figure 7j

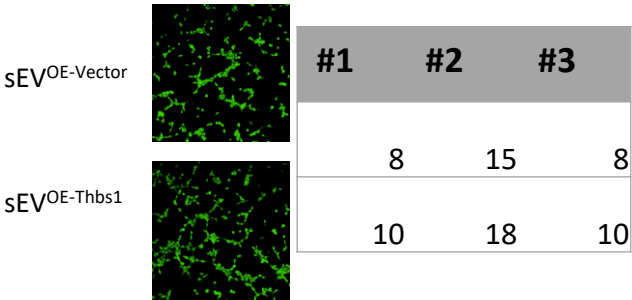

|    | sEVOE-<br>Vector | sEVOE-<br>Thbs1 | sEVOE-<br>Vector | sEVOE-<br>Thbs1 |
|----|------------------|-----------------|------------------|-----------------|
| #1 | 25.41798         | 33.27068        | 40.9983          | 49.40476        |
| #2 | 25.25568         | 37.86834        | 54.94318         | 71.06583        |
| #3 | 25.66675         | 42.86822        | 42.48746         | 60.54264        |
| #4 | 27.60894         | 46.18321        | 47.30505         | 69.13168        |
| #5 | 26.24274         | 40.8897         | 52.00129         | 67.58074        |
| #6 | 23.83204         | 46.59166        | 45.32814         | 78.88815        |

Figure 7i

|    | PBS |   |   |   | sEVOE-Vector |          |          |          | sEVOE-Thbs1 |          |          |          |
|----|-----|---|---|---|--------------|----------|----------|----------|-------------|----------|----------|----------|
| #1 | 1   | 1 | 1 | 1 | 1.100814     | 1.141719 | 1.129412 | 1.18371  | 1.271674    | 1.229683 | 1.228959 | 1.220271 |
| #2 | 1   | 1 | 1 | 1 | 1.250327     | 1.253809 | 1.236744 | 1.303265 | 1.32451     | 1.345407 | 1.362473 | 1.333217 |
| #3 | 1   | 1 | 1 | 1 | 1.100814     | 1.141719 | 1.129412 | 1.18371  | 1.271674    | 1.229683 | 1.228959 | 1.220271 |

Figure 8 b and e

|    | PBS  | IL4  | PBS+<br>sEVOE-<br>Vector | PBS+<br>sEV OE-<br>Thbs1 |
|----|------|------|--------------------------|--------------------------|
| #1 | 2.43 | 92.7 | 85.4                     | 34.6                     |
| #2 | 2.22 | 84.7 | 82.9                     | 28.8                     |
| #3 | 2.65 | 86.2 | 80.2                     | 36.9                     |

Figure 8 c and f

|    | PBS  | IL4  | IL4+<br>sEVOE-<br>Vector | IL4+<br>sEV OE-<br>Thbs1 |
|----|------|------|--------------------------|--------------------------|
| #1 | 1.77 | 22.3 | 27.5                     | 46.6                     |
| #2 | 1.56 | 24.3 | 30.4                     | 49.6                     |
| #3 | 0.08 | 23.8 | 32.1                     | 39.4                     |

# Supplementary material for: Early Radial Extracorporeal Shockwave Stimulation on Proximal Tibial Circular Osteotomy Site Enhanced Heterotopic Skin Wound Healing via Small Extracellular Vesicles
**Source:** Adv Sci (Weinh). 2026 Jan 8;13(16):e17257. doi: 10.1002/advs.202517257

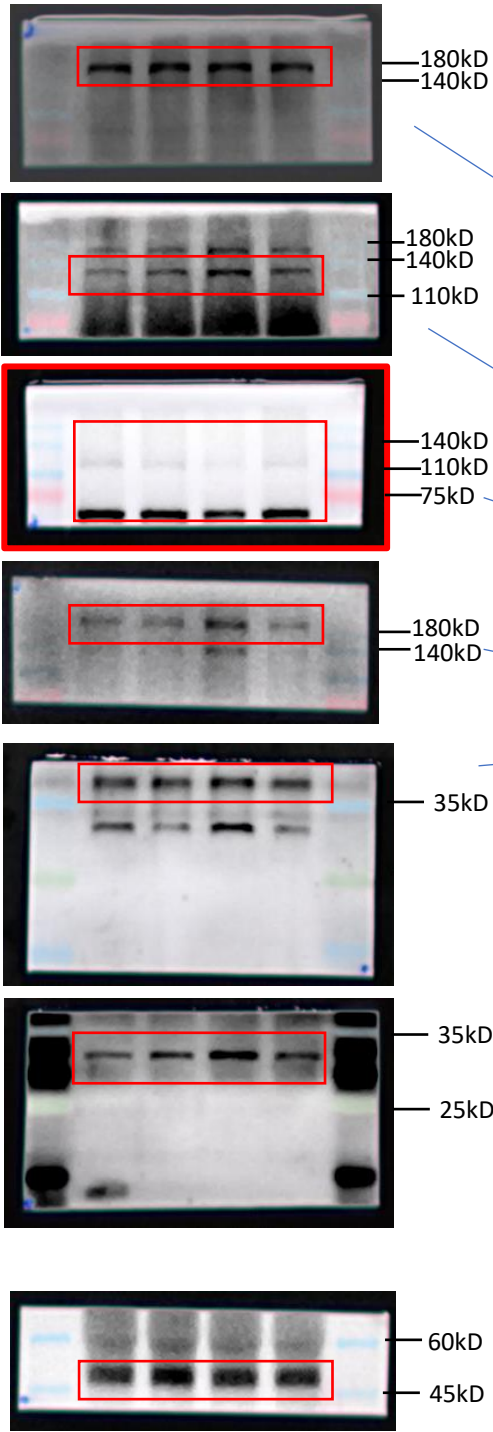

Figure 1. I

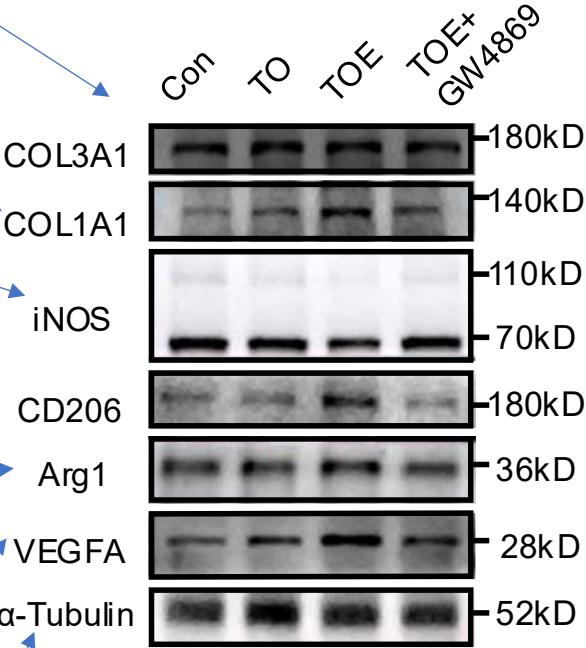

Figure 2.c

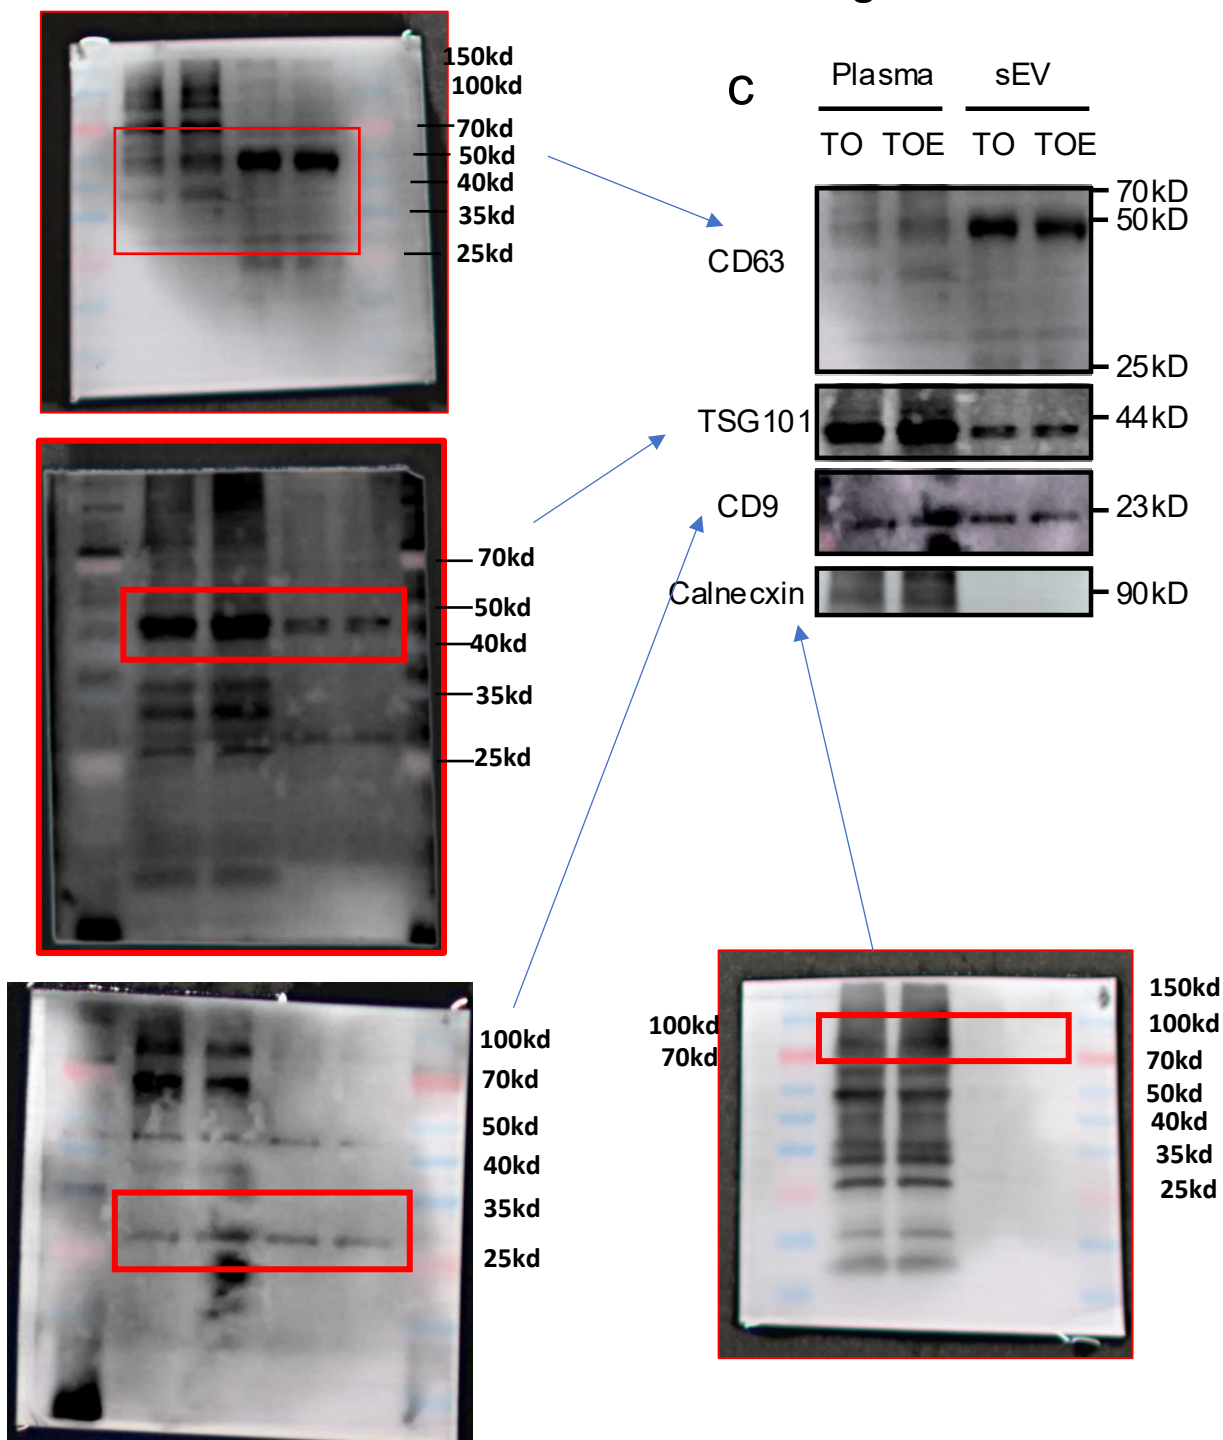

Figure 3.h&i

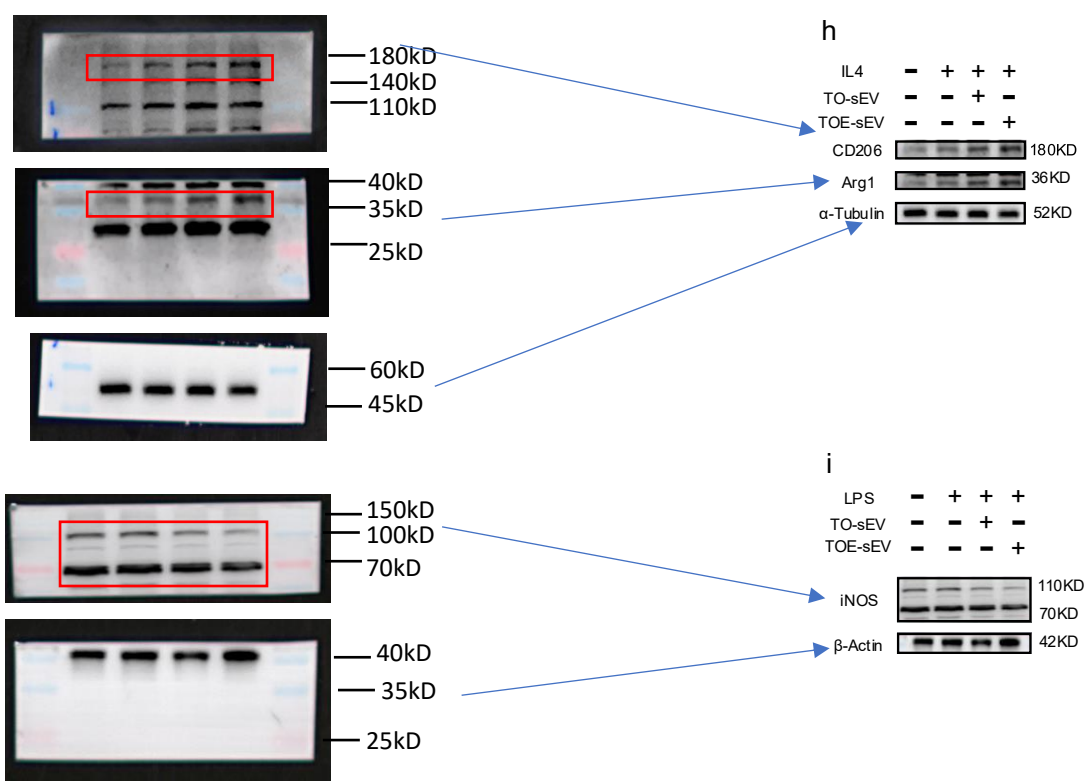

Figure 4.e

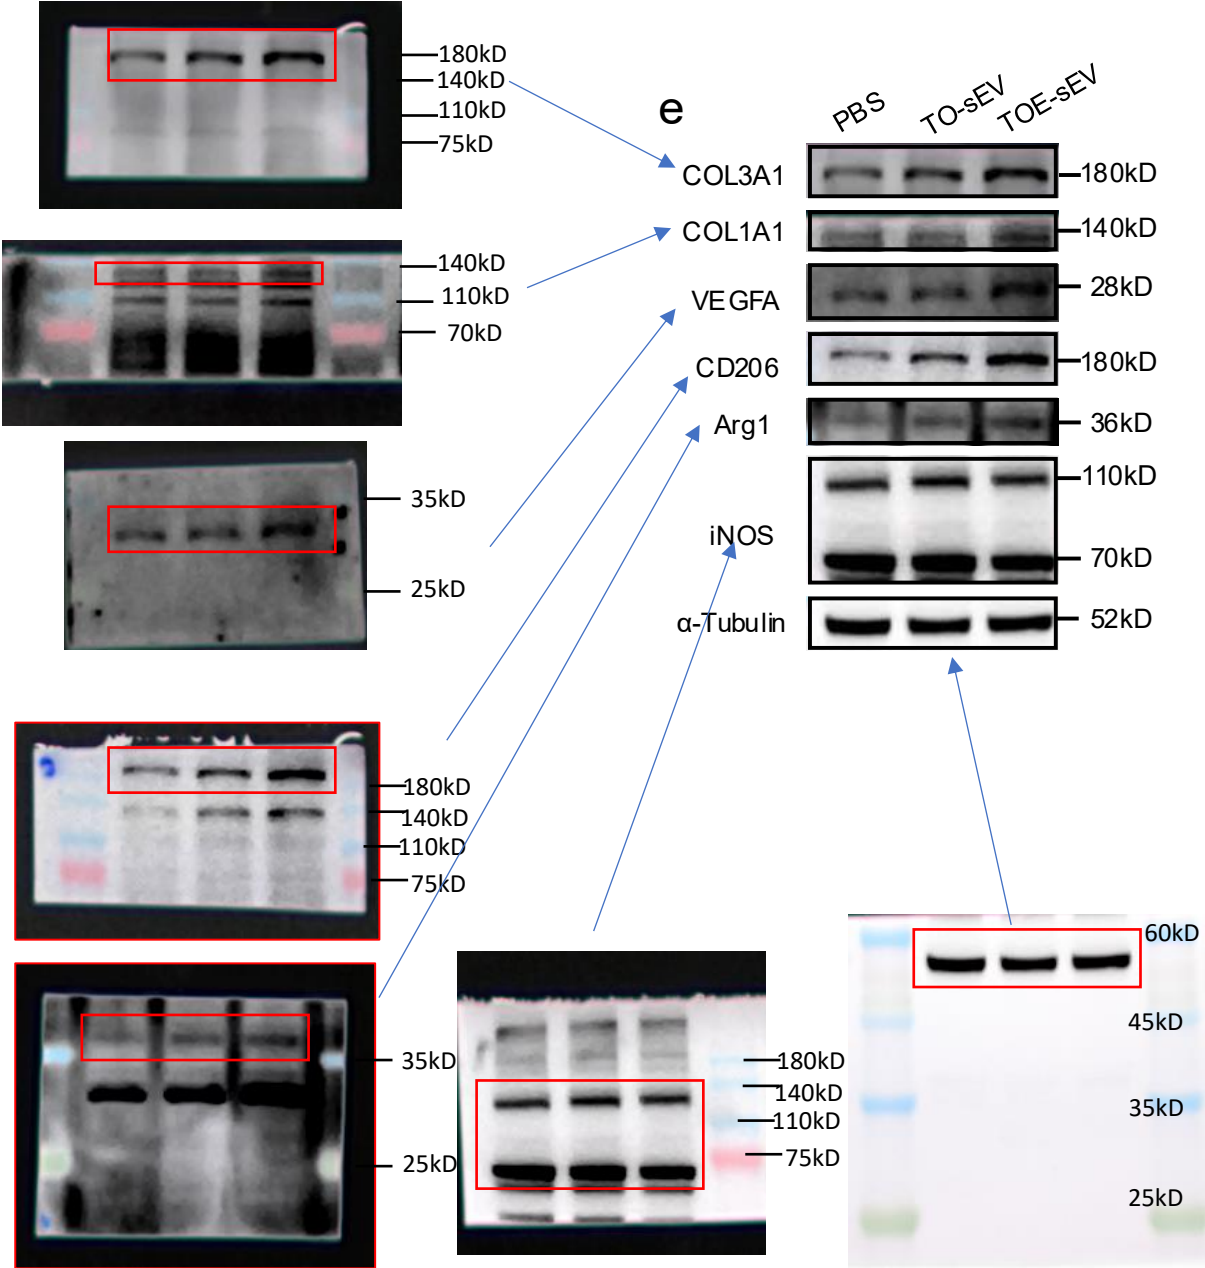

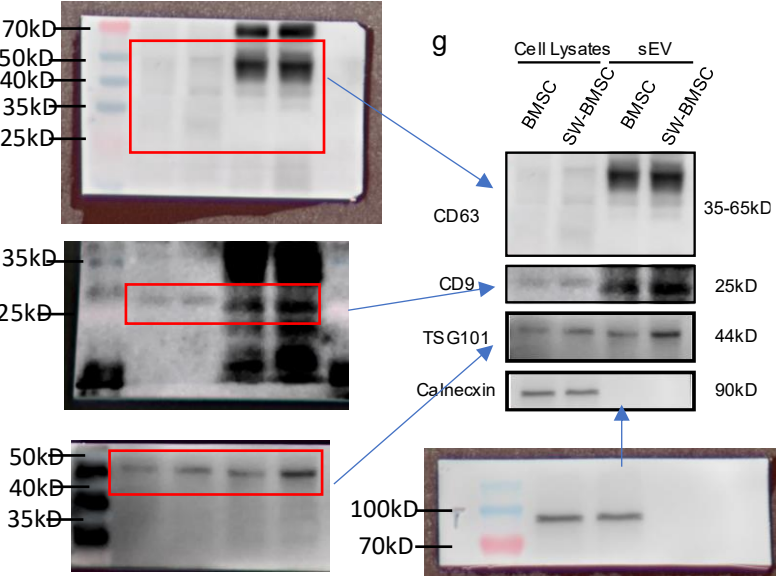

Figure 5.g

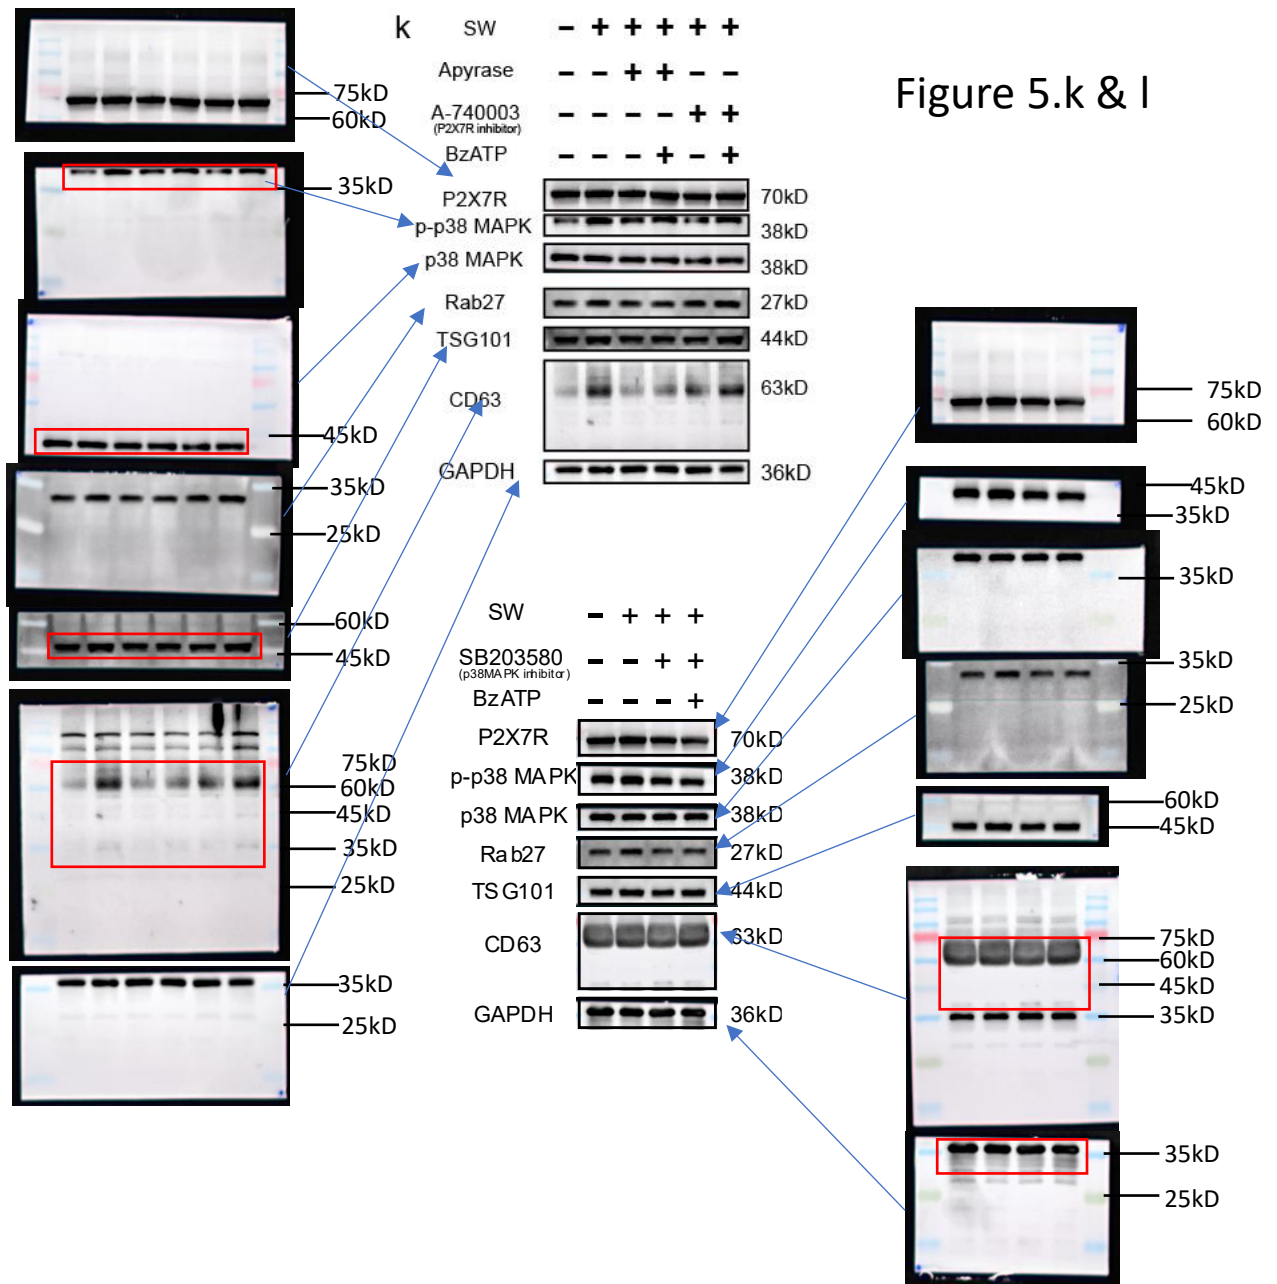

Figure 5.k & l

Figure 6.h

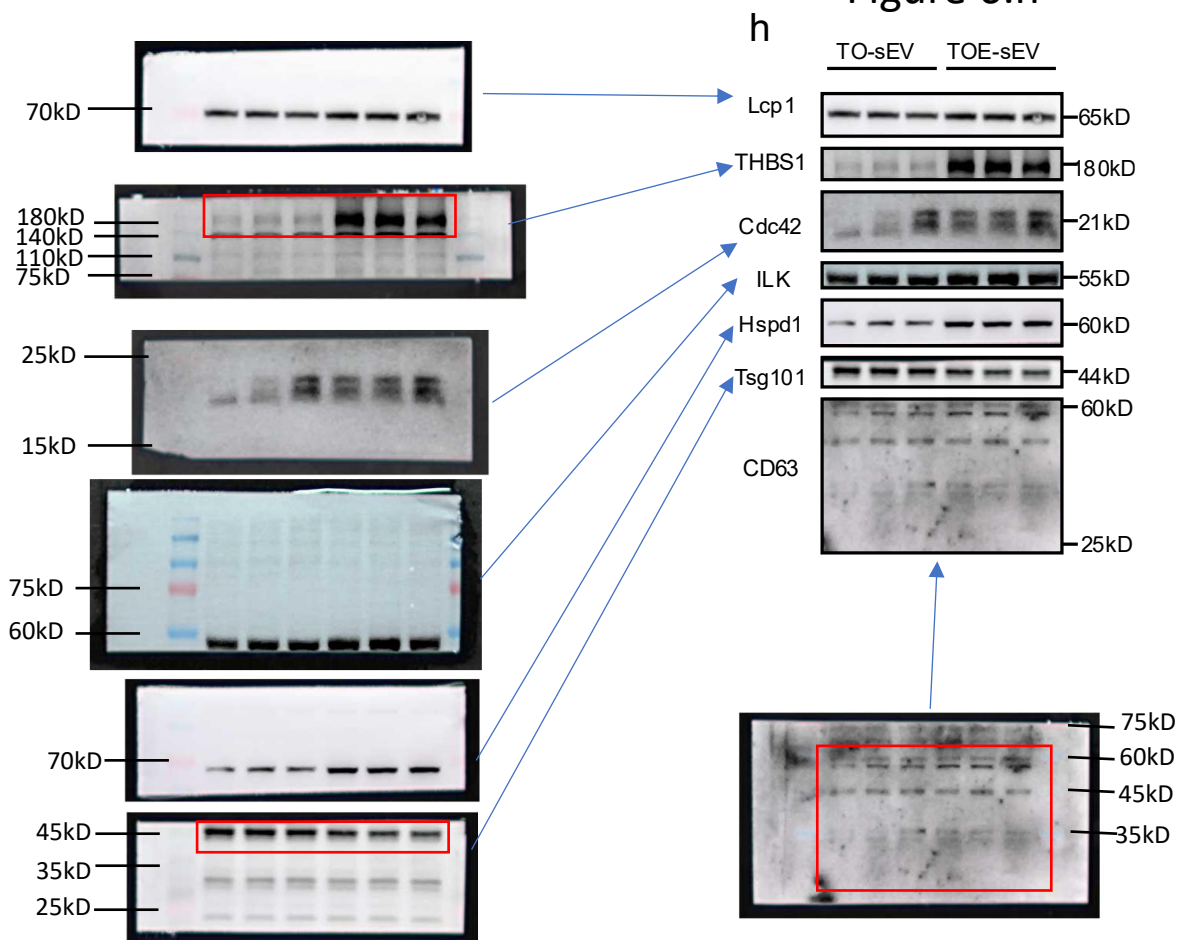

Figure 7.b

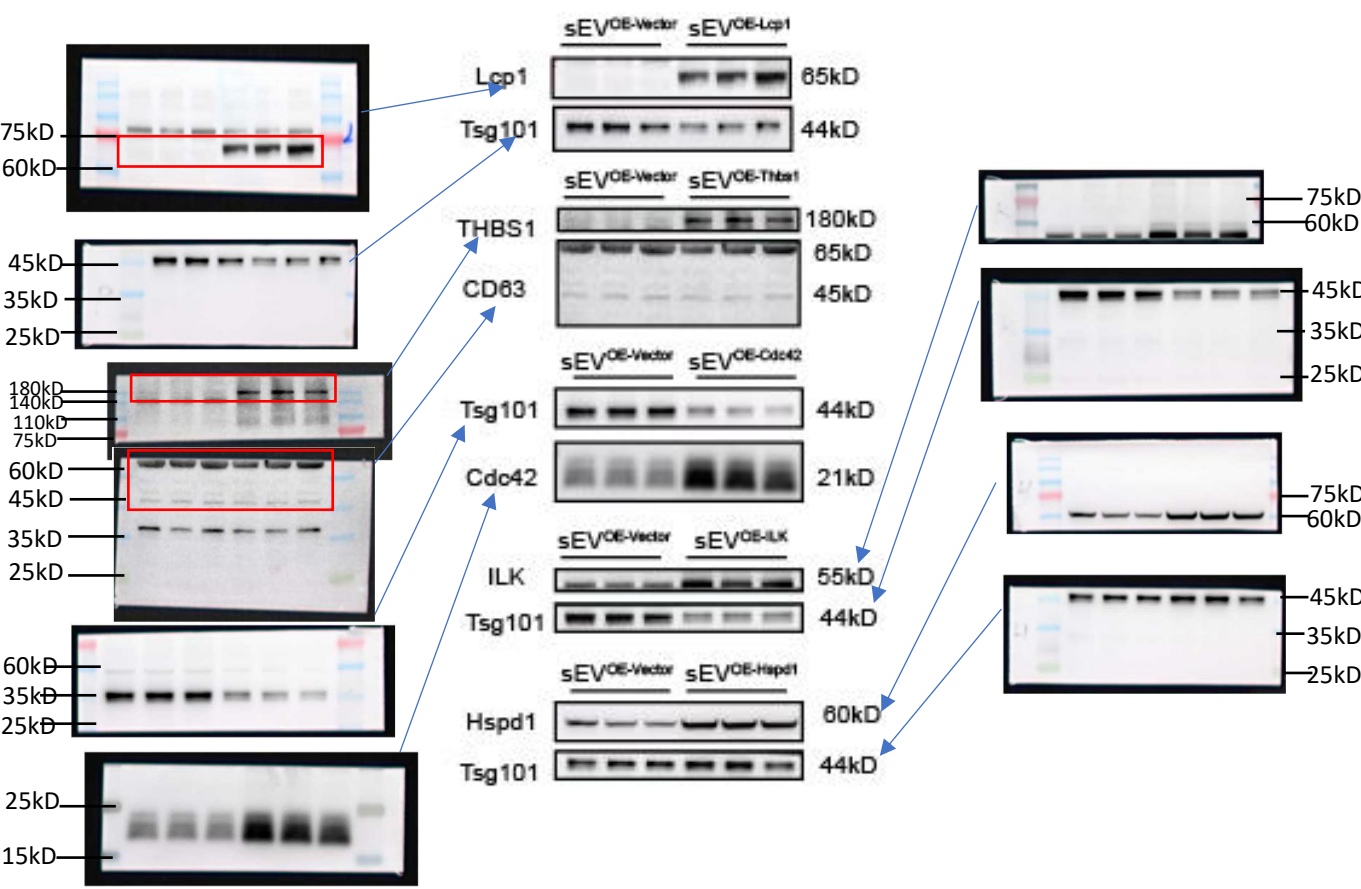

Figure 7.d

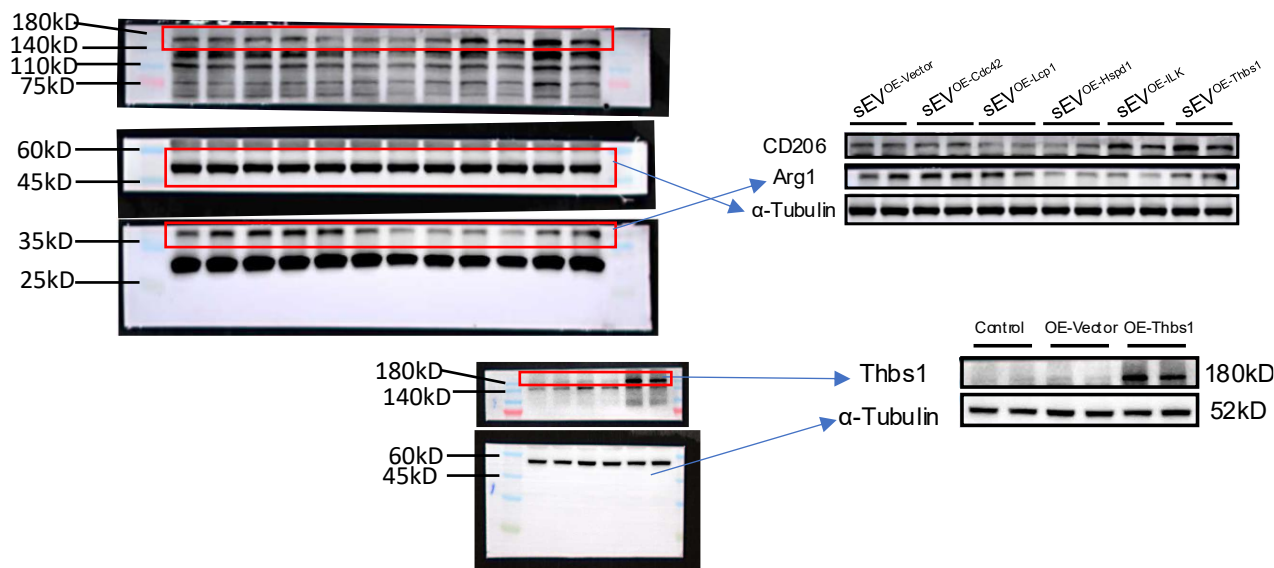

Figure 7.g

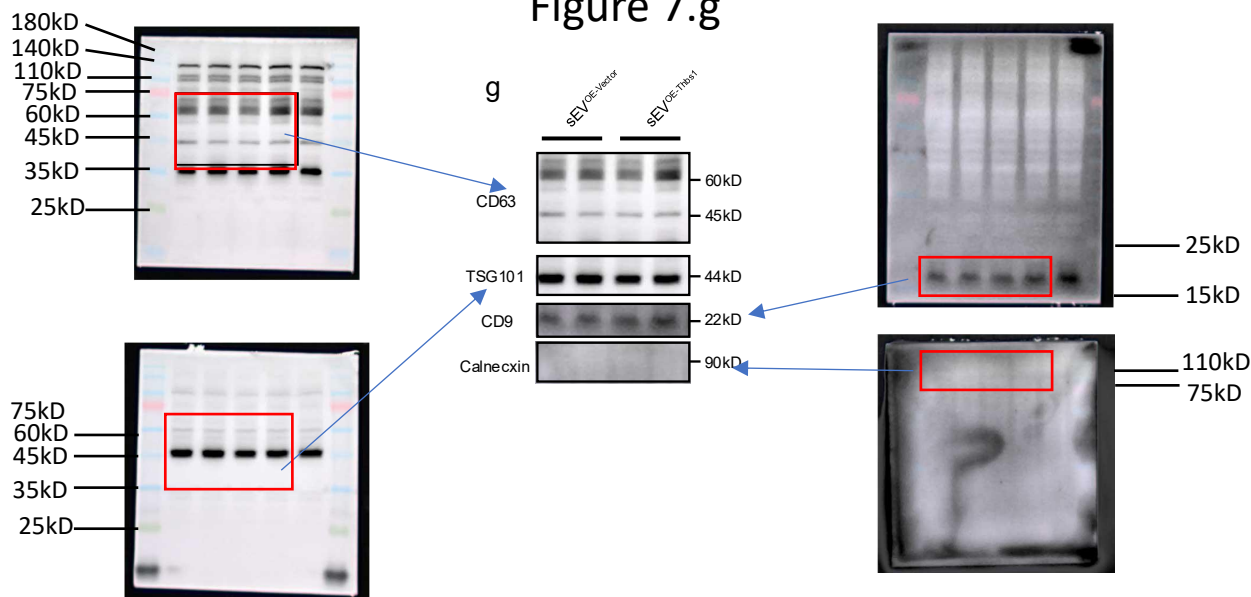

Figure 8.k &l

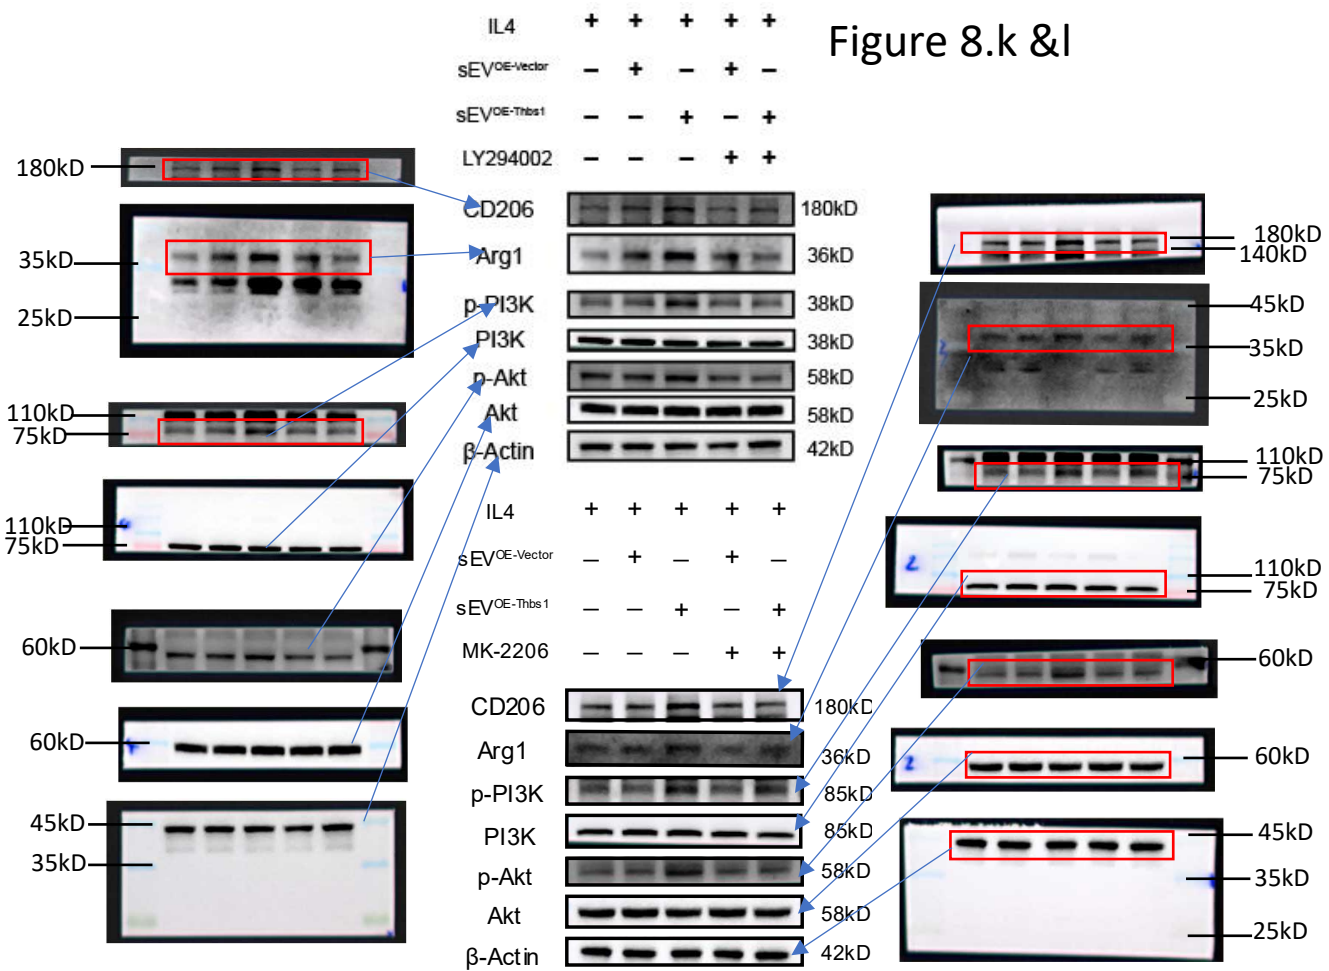

Figure 9.m

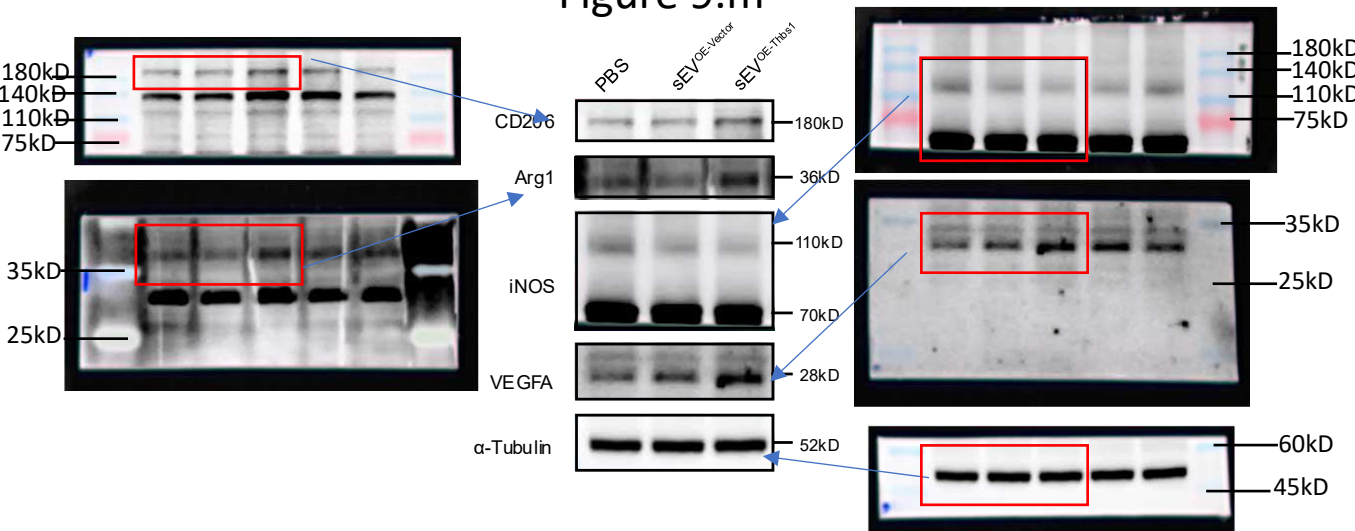

**Supplement:** Supplementary file 2 — Supporting File 2: advs73673‐sup‐0002‐Data.zip.

How the deposited data were processed for this re-analysis (not part of the article)

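Cells from the tibial osteotomy site of rats were profiled by single-cell RNA sequencing on the 10x Genomics Chromium platform, with 1 library per condition. The conditions were osteotomy alone (TO) or osteotomy with radial shock waves (TOE), on day 2 or day 4, at 0, 4 or 24 h after the session. The authors' counts of UMIs per gene and barcode, made with Cell Ranger 9.0.0 and not normalized, were analysed for 8 conditions and 41801 listed genes. The text of the paper does not name the genome build, the annotation or the thresholds of its quality filter. TO 2d 24h was not analysed here. How many rats entered a library is not named in the paper's text.

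Barcodes with at least 200 genes and at most 20% mitochondrial UMIs were kept. Doublets were scored within each library with Scrublet as provided in scanpy 1.11.5, at an expected rate of 8%. The automatic threshold marked almost no cells in some libraries, so a fixed score of 0.25, chosen after the scores were seen, was applied to all. Counts were scaled to 10000 UMIs per cell and log transformed. The 2000 most variable genes, scaled with values limited to 10, entered a principal component analysis of 30 components. A graph of 15 neighbours was clustered by the Leiden method at resolution 1 with igraph 0.11.9, with no integration of libraries, since the methods of the paper name only PCA and UMAP in Seurat. The computations used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

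A cluster was named after the class whose markers it raised most, where at least 3 markers were raised. The markers, the gene lists, the comparisons and most alternatives were written before the data were examined. After the clusters had been seen, a cluster whose median UMI count per cell was under that of its library divided by 3 was left unnamed as well, even where markers led it. This rule affected a cluster led by collagen genes and a cluster led by C1qa. The Thy1 cluster was defined as the cluster, outside the T/NK-cell-like class, with the largest share of cells with a Thy1 UMI. Since that cluster turned out to be B-cell-like, each of its results was also computed in the mesenchymal-like class, an alternative chosen after the data were seen.

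Shares of cells were taken over all cells kept in a library, with exact Clopper-Pearson intervals, and their ratios between TOE and TO with exact conditional intervals. Levels are given as CPM, the UMIs of a gene relative to all UMIs of the same cells, with exact Poisson intervals. These intervals are at 95% and cover counting error only. Every condition had 1 library, so no pair was tested by itself and no count of changed genes was made. After the data were seen, an exact sign-flip test and a paired t interval with 2 degrees of freedom were added over the log2 ratios of the 3 pairs, which take pairs of different day and hour as replicates. Exosomal markers were summed over cells as ln(1 + UMIs per 10000). For gene lists, UMIs were summed per library over a class, genes with at least 20 UMIs over a pair were kept, and the median log2 ratio with a prior of 0.5 UMI was set against 10000 random lists of the same size matched for mean expression. The lists were MAPK signaling (117 genes), immediate-early transcription factors (28 genes) and negative regulators of NF-κB (30 genes). Genes named in the text were those the paper names for these data, the cell type markers, and in each pair the 5 genes with the largest rise and the 5 genes with the largest fall among genes with at least 50 UMIs. This rule was written for the Thy1 cluster and applied to the mesenchymal-like class in the same way. Genes, barcodes or markers singled out beyond it were chosen after their values were seen.

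The gene list step was tested on simulated data drawn from the summed counts of the mesenchymal-like class. A shift of 1 in log2 was recovered as 1.00 over 9470 genes at 2d 4h, 1.00 over 12834 genes at 4d 4h and 0.997 over 10729 genes at 4d 24h. In each pair, the shifted list lay above the random lists in 20 of 20 runs. Lists without a shift lay outside 95% of the random lists in 1 of 20 runs at 2d 4h, 0 of 20 at 4d 4h and 1 of 20 at 4d 24h. The counts of each gene were drawn by themselves from a pooled profile. Variation between cells or libraries and genes that move together were thus left out. The runs therefore do not show how often a real list without a shift would lie outside that range.

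The alternatives were a stricter filter (at least 500 genes and at most 10% mitochondrial UMIs), no filter, doublets kept, Leiden resolutions of 0.5 and 2, 50 principal components, another seed, membership by the UMIs of single cells, other denominators, other ways to sum the markers, and other minimum counts, priors and scales for the gene lists. Further lists, written after the data were seen, were used to compare libraries by hour of collection. They hold genes of the circadian clock in the day phase and in the opposite phase, heat shock genes, mitochondrial genes and genes that respond to glucocorticoids. The GO and KEGG lists of the paper were not used here. Sequencing reads were not part of the files, so counting and barcode calling stayed as the authors made them.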

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

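The tests of free RNA in TO 2d 4h, of red-cell removal, of crowding by neutrophil-like cells of stromal tissue, of raised progenitor markers and of a split by library were chosen after the results were seen, and the other tests on the Thy1 cluster were set before them.

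Within each arm, each class was examined for a library far from the other 3 of its arm, by the ratio of Dixon's test. Of 26 groups examined, 5 stood out in this way, and chance alone marks about 1 in 20 groups.

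The Thy1 cluster held 4.82% of TOE 2d 24h, far from the next TOE library at 0.251%. Its share in TOE over TO went in opposite directions in the pairs, with 4.14 at 4d 4h and 0.0271 at 4d 24h, and so did its summed exosomal marker expression, with 6.15 and 0.0212. Both differences between the pairs were not tested, and the ratio at 4d 4h rests on 4 and 18 cells. The tables argue against haematopoietic progenitors, since 2 of 18 markers of HSPCs and granulocyte-monocyte progenitors were raised in it, against 9 in the granulocyte-monocyte progenitor-like cluster, and Kit, Cd34, Mpo and Elane ranked 14, 23, 25 and 20 among the 30 clusters. They argue against the denominator as the cause at 4d 24h, since the ratio without B-cell-like and erythroid-like cells was 0.0254. Free RNA as the main origin of the gene differences in this cluster could not be decided. Of 2350 genes over 2-fold at 4d 24h, 1483 differed the same way in other cells, and 23.7% also by at least 0.5 times as much. The cluster had 23914464 UMIs in TO 4d 24h and 382700 UMIs in TOE 4d 24h, so counting noise alone can lower this share. Of its 3153 cells, 1133 came from TO 2d 0h, 1275 from TO 4d 24h and 680 from TOE 2d 24h. TOE 4d 24h held 30 cells, a share near those of the 4 h libraries, so the cluster did not split by hour alone. At Leiden resolution 0.5, the cluster chosen by the same rule shared only 35 cells with it. Few cells of this cluster in TOE 4d 24h are consistent with cells of the same kind split by library in a clustering without integration. With library means taken out of the principal components of B-cell-like cells, the cluster that took up 1840 cells of the Thy1 cluster also took up 1370 cells of a cluster in which TOE 4d 24h had the most cells and 1097 cells of a cluster mostly from the 4 h libraries, and its ratio at 4d 24h was 0.927. With its TOE 4d 24h cells removed first, as a control, the ratio was still 0.316, so part of the change can come from this step itself. With library means taken out, the ratios were 1.46 (1.27 to 1.68) at 2d 4h and 0.649 (0.542 to 0.777) at 4d 4h. The latter was opposite in direction to the 4.14 of the Thy1 cluster. What set the libraries apart, and a biological difference between the pairs, stay open as untested.

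Erythroid-like cells made up 18.2% of TO 2d 4h, far from the next TO library at 6.02%. This share came mostly from a cluster of 1993 cells whose profile correlated at 0.991 with the rest of its library and at 0.832 with the other erythroid-like cells. Hbb-bs reached 2863 CPM in this cluster, 2256 in the rest of the library and 30135 in the other erythroid-like cells of TO 2d 4h. The values are consistent with droplets holding free RNA of the whole library. Cd79a, at 597 CPM against 616 in the rest of the library, and S100a9, at 13443 against 17496, also lay near it. Col1a1, at 4430 against 908, and Prtn3, at 472 against 244, lay above it, so free RNA of the whole library does not account for these genes. Without the cluster, the share of TO 2d 4h was 4.68%, within 4.32% to 5.99% in the other TO libraries, which argues against a higher share of haemoglobin-rich erythroid cells in TO 2d 4h.

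Neutrophil-like cells made up 26.9% of TOE 4d 24h, far from the next TOE library at 11.4%. Crowding by neutrophil-like cells would lower all other classes alike, but the classes' shares relative to the median of the other 7 libraries differed up to 15.6-fold. Removal of red cells does not account for the few macrophage-like cells, whose share was 0.0950 of the median of the other libraries. For the erythroid-like cells alone, red-cell removal is consistent with a share of the early erythroid-like cluster of 0.670%, within 0.305% to 1.97% in the other libraries. The haemoglobin-rich erythroid-like cluster had 0 cells in TOE 4d 24h. Other differences in tissue handling, and a biological difference at 4d 24h, stay open as untested.

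Granulocyte-monocyte progenitor-like cells made up 1.73% of TO 4d 24h, far from the next TO library at 0.988%. No technical explanation was tested for this share, and a biological difference of day or hour stays open as untested.

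Endothelial-like cells made up 0.695% of TO 4d 4h, far from the next TO library at 0.284%. The mesenchymal-like share of TO 4d 4h, 1.27%, was also the highest of the TO libraries, which is consistent with more stromal tissue in that sample. A biological difference stays open as untested.

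The endothelial-like class of 465 cells, from the libraries the paper clustered, is set out because the paper lists no marker genes for it. That it holds cells follows from the clustering and was no test. All 7 of its 7 markers were raised, with Pecam1 at 487 and Cdh5 at 393 CPM. No technical explanation was tested for the presence of this class.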

How the results depend on the processing

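The mesenchymal-like class in place of the Thy1 cluster, the count with the low-UMI cluster and the fibroblast-like sub-cluster alone were chosen after the results were seen, and the other alternatives were set before. Of 212 values under an alternative, 133 stayed the same, 62 moved by more than their counting interval or random range and 17 reversed. No replicate block was fitted because every library has the same replicate number. Over the 3 pairs, the exact sign-flip test chosen after the results were seen gave p = 0.75 for the share of the Thy1 cluster, with a mean ratio of 0.399. The same exact sign-flip test gave p = 1 for the mesenchymal-like share with the low-UMI cluster counted and for the exosomal sums of both populations, whose mean ratios were 1.86, 1.00 in the mesenchymal-like class and 0.530 in the Thy1 cluster.

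For the Thy1 cluster, Leiden resolution 0.5 gave share ratios of 0.763 at 4d 4h and 6.11 at 4d 24h, and exosomal sums of 0.955 and 4.84, all reversed. Leiden resolution 2, whose chosen cluster lay in the main endothelial-like class, reversed the values at 4d 4h, with a share ratio of 0.627 and an exosomal sum of 0.730. With 50 principal components, the share ratios reversed to 0.759 at 4d 4h and 2.62 at 4d 24h. These settings picked other cells, as the chosen cluster shared 35, 0 and 16 cells with the main one. Membership by cell reversed the share ratios to 0.862 and 1.35 and the exosomal sums to 0.957 and 1.47, over another set of cells by construction. Without a cell filter, the share ratio was 3.07 at 2d 4h and reversed to 0.840 at 4d 4h and 1.26 at 4d 24h, and the cause was not tested. With doublets kept, the share ratio at 4d 24h was 0.0730 and the exosomal sum 0.0578. The stricter filter moved the exosomal sum to 0.234 at 2d 4h and 1.94 at 4d 4h, and the cause was not tested. Raw UMIs gave sums of 5.33 at 2d 4h and 0.0158 at 4d 24h. The mean per cell, which leaves out cell number, gave 1.37 at 4d 4h and 0.900 at 4d 24h. The mesenchymal-like class gave 1.28 and 0.692. The share of exosomal marker UMIs in the cluster, 3.08%, became 4.24% at resolution 0.5, 0.827% at resolution 2, 4.23% by cell, 3.25% with doublets kept and 13.5% in the mesenchymal-like class.

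The share ratio of mesenchymal-like cells at 4d 4h rose above 1 when cells were counted by markers, to 1.19 with at least 2 markers and 1.13 with at least 3. Both values lay within the interval of the main ratio. Of the alternatives set before the data were examined, those that moved the ratio beyond that interval lowered it. The rule of at least 2 markers counted from 8.30% of all cells in TOE 2d 4h to 79.8% in TOE 2d 24h, mostly outside the mesenchymal-like class. It became 0.635 with the stricter filter and 0.650 without a filter at 4d 4h, and the cause was not tested. Counting cells by at least 2 markers gave 0.442 at 2d 4h and 0.612 at 4d 24h, and by at least 3 markers 0.5684 and 0.643, over another set of cells. The alternatives chosen later gave 7.71 at 2d 4h with the low-UMI cluster and 4.07 at 4d 24h for the sub-cluster alone.

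For the gene lists in the Thy1 cluster, resolution 0.5 gave -0.56 for immediate-early genes at 2d 4h, -1.07 for them at 4d 24h and -0.34 for NF-κB regulators at 4d 24h. Resolution 2 gave -0.23 for immediate-early genes at 2d 4h and reversed them to 0.28 at 4d 4h. With doublets kept, NF-κB regulators at 4d 4h were -0.53, MAPK genes at 4d 24h reversed to 0.0774 and immediate-early genes at 4d 24h became 0.39, and the cause was not tested. In the mesenchymal-like class, immediate-early genes reversed to 0.0834 at 2d 4h and were -0.95 at 4d 24h, and MAPK genes were -0.0157 at 4d 24h. The median of gene ratios as the scale gave -0.11 for MAPK genes at 4d 24h.

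The share of B-cell-like cells moved as follows, and the cause was not tested apart from the change of denominator. With doublets kept, it was 30.2%, 47.6%, 52.2% and 19.7% in TO 2d 0h, 2d 4h, 4d 4h and 4d 24h, and 63.7%, 14.7%, 51.2% and 56.0% in TOE 2d 4h, 2d 24h, 4d 4h and 4d 24h. Outside the erythroid-like class, it was 68.8%, 61.0%, 58.3% and 60.7% in the same TO libraries, and 69.3%, 56.8% and 56.7% in TOE 2d 4h, 2d 24h and 4d 4h. Resolution 2 gave 63.2% in TO 2d 0h, 54.3% in TO 4d 24h, 65.8% in TOE 2d 4h, 53.1% in TOE 2d 24h and 58.8% in TOE 4d 24h. Without a filter, the same libraries had 63.1%, 54.0%, 65.8%, 52.8% and 57.9%. The stricter filter gave 67.0% in TO 2d 0h, 57.9% in TO 4d 24h, 57.9% in TOE 2d 24h and 60.9% in TOE 4d 24h.

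No value was given by the minimum of 50 UMIs for MAPK and immediate-early genes at 2d 4h and NF-κB regulators at 4d 4h, nor by resolution 2 at 4d 24h, where the chosen cluster had no TO cell. The NF-κB list at 2d 4h had too few genes. Depth limits the Thy1 cluster at 2d 4h, with 27330 UMIs in TO and 66769 UMIs in TOE, and the mesenchymal-like class to between 55 and 168 cells per paired library.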

Differences from the paper's values

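The low-UMI count and the fibroblast-like sub-cluster were tests chosen after the results were seen. The cell populations were rebuilt from marker genes, so the denominators are all cells of the paper's annotation for its values and all cells kept here for the others. A share is said to differ where it is more than 1.5 times the paper's value or the reverse, and the paper's value lies outside its 95% interval.

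For the mesenchymal-like class, the share was 0.798% in TO 2d 0h, where the paper's value was about 0.30% in Fig. 5d, read by eye. In TO 2d 4h it was 0.372%, and the paper's value about 0.16% in Fig. 5d, read by eye. In TO 4d 4h it was 1.27%, and the paper's about 0.53% in Fig. 5d, read by eye. In TO 4d 24h it was 0.721%, and the paper's about 0.07% in Fig. 5d, read by eye. In TOE 2d 4h it was 0.339%, and the paper's about 0.81% in Fig. 5d, read by eye. In TOE 2d 24h it was 3.29%, and the paper's about 0.42% in Fig. 5d, read by eye. In TOE 4d 4h it was 1.26%, and the paper's about 0.77% in Fig. 5d, read by eye. In TOE 4d 24h it was 0.654%, and the paper's about 0.36% in Fig. 5d, read by eye. Of the alternatives set before the data were examined, only the denominator without B-cell-like and erythroid-like cells no longer differed, in TOE 2d 4h with 1.15%, and all others differed in every library. The fibroblast-like sub-cluster alone, chosen after seeing the values, no longer differed in TO 2d 4h (0.230%), TO 4d 24h (0.0947%), TOE 4d 4h (0.932%) and TOE 4d 24h (0.385%).

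For the Thy1 cluster, the share was 8.00% in TO 2d 0h, 0.0541% in TO 2d 4h, 0.0327% in TO 4d 4h and 9.29% in TO 4d 24h, against the paper's values of about 0.30%, about 0.16%, about 0.53% and about 0.07% in Fig. 5d, read by eye. It was 0.0308% in TOE 2d 4h, 4.82% in TOE 2d 24h and 0.135% in TOE 4d 4h, against the paper's about 0.81%, about 0.42% and about 0.77% in Fig. 5d, read by eye. Of the alternatives set before the data were examined, 50 principal components no longer differed in TO 2d 0h (0.318%), no cell filter (0.107%) and the denominator without B-cell-like and erythroid-like cells (0.170%) in TO 2d 4h, and Leiden resolution 0.5 (0.440%) in TOE 2d 24h. The other alternatives differed in those libraries, and all alternatives differed in TO 4d 4h, TO 4d 24h, TOE 2d 4h and TOE 4d 4h.

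The paper states that the share of mesenchymal cells was higher in TOE at each matched time, and the ratios for the mesenchymal-like class were 0.911, 0.996 and 0.907. With the low-UMI cluster counted, chosen after seeing the values, the ratio at 2d 4h was 7.71, and with the fibroblast-like sub-cluster alone, also chosen after seeing the values, the ratio at 4d 24h was 4.07. For the Thy1 cluster, the ratio was 0.569 at 2d 4h and 0.0271 at 4d 24h. Without a cell filter it was 3.07 at 2d 4h and 1.26 at 4d 24h, and Leiden resolution 0.5, 50 principal components and membership by cell gave 6.11, 2.62 and 1.35 at 4d 24h.

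The paper states that the exosomal markers rose in TOE when expression and number of mesenchymal cells were multiplied. In the mesenchymal-like class, 4, 7 and 1 of 7 markers were higher in TOE at 2d 4h, 4d 4h and 4d 24h, and the sum over markers at 4d 24h was 0.692. In the Thy1 cluster that sum was 0.0212, and it was 4.84 at Leiden resolution 0.5 and 1.47 by cell.

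The paper names a population of HSPCs from Gata1 and Gfi1b, which were highest in erythroid-like cells here, at 108 and 142 CPM. It uses Thy1 as the marker of mesenchymal cells, and 76.6% of Thy1 UMIs lay in B-cell-like cells.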

Other observations

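The tests of a response to the shock wave session, of library batches, of the mix of mesenchymal cells and of free RNA in the low-UMI cluster were chosen after the results were seen, as was the test of handling stress in the mesenchymal-like class, and the tests of time of day and of handling stress over all classes were set before them.

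The 4 h libraries of both arms lay apart from the 0 h and 24 h libraries. For all 20 cases of class and TO 4 h library, the nearest library was another 4 h library, and so it was in 3 of 40 cases for the 0 h and 24 h libraries. A response to the shock wave session is argued against by these 20 cases, since the TO rats had no session. Time of day cannot be told apart from the other explanations, because the opposite-phase clock list could be scored in the mesenchymal-like class only. There the day-phase list had a median log2 ratio of -0.283, outside 95% of random lists (percentile 0.66). The opposite-phase list had a median of 0.515, within the random range (percentile 87.7). Both lists stood outside 95% of random lists, in opposite directions, in 0 classes. Stress during tissue handling is consistent with heat shock and immediate-early lists that were both high in 3 of 10 classes, the B-cell-like, T/NK-cell-like and neutrophil-like cells, and the other 7 classes did not meet this rule. In the mesenchymal-like class, the immediate-early list was low, with a median log2 ratio of -0.426, which argues against the same stress there. The mitochondrial list was low in 9 of 10 classes, and its cause was not tested. A difference between library or sequencing batches cannot be told apart from the hour of collection, as both would split the same libraries. Ribosomal protein genes shifted alike in unrelated classes, with a median correlation of 0.939 over pairs of classes, where genes are not independent replicates. A biological effect of the hour after handling stays open as untested.

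The low-UMI cluster led by collagen genes had a profile in TOE 2d 4h that correlated at 0.973 with the whole library, and its Col1a1 reached 1031 CPM against 836 in the library and 92039 in the mesenchymal-like class. These values are consistent with droplets holding free RNA in that library, so the ratio of 7.71 with this cluster counted may rest on such droplets. In TO 2d 4h, its Col1a1 reached 18209 CPM over 28 cells, so damaged mesenchymal cells stay open there.

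The gene differences of the mesenchymal-like class had correlations of -0.00617 at 2d 4h, -0.255 at 4d 4h and 0.265 at 4d 24h with the contrast between osteoblast-like and fibroblast-like cells in the other libraries, where genes are not independent replicates. TO 4d 24h had 86 osteoblast-like and 13 fibroblast-like cells, and TOE 4d 24h 32 and 46. The tables argue against a different mix of these cells as the whole cause at 4d 24h. Across 7013 genes, the differences within osteoblast-like cells and within fibroblast-like cells had a correlation of 0.330, and with the cells of each kind dealt out anew between TO and TOE, 200 runs gave at most 0.118. The mix as a part of the cause, a difference between the libraries and a response to the shock waves stay open as untested.

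In the mesenchymal-like class, P2rx7 had between 0 and 12 UMIs per library and was not detectable at this depth in 3 of the libraries. Mapk14 ranged from 43.9 CPM in TO 2d 0h to 82.2 in TO 2d 4h. No biological explanation was tested for either gene.

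The numbers of barcodes shared between pairs of libraries ranged from 40 to 73, apart from 110 between TOE 2d 4h and TOE 4d 4h. No technical explanation was tested for the latter.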
